# Local light signaling at the leaf tip drives remote differential petiole growth through auxin-gibberellin dynamics

**DOI:** 10.1016/j.cub.2022.11.045

**Published:** 2023-01-09

**Authors:** Jesse J. Küpers, Basten L. Snoek, Lisa Oskam, Chrysoula K. Pantazopoulou, Sanne E.A. Matton, Emilie Reinen, Che-Yang Liao, Eline D.C. Eggermont, Harold Weekamp, Muthanna Biddanda-Devaiah, Wouter Kohlen, Dolf Weijers, Ronald Pierik

**Keywords:** phytochrome, shade avoidance, neighbor detection, hyponasty, leaf movement, auxin, gibberellin, RNA sequencing, C3PO, confocal microscopy

## Abstract

Although plants are immobile, many of their organs are flexible to move in response to environmental cues. In dense vegetation, plants detect neighbors through far-red light perception with their leaf tip. They respond remotely, with asymmetrical growth between the abaxial and adaxial sides of the leafstalk, the petiole. This results in upward movement that brings the leaf blades into better lit zones of the canopy. The plant hormone auxin is required for this response, but it is not understood how non-differential leaf tip-derived auxin can remotely regulate movement. Here, we show that remote signaling of far-red light promotes auxin accumulation in the abaxial petiole. This local auxin accumulation is facilitated by reinforcing an intrinsic directionality of the auxin transport protein PIN3 on the petiole endodermis, as visualized with a PIN3-GFP line. Using an auxin biosensor, we show that auxin accumulates in all cell layers from endodermis to epidermis in the abaxial petiole, upon far-red light signaling in the remote leaf tip. In the petiole, auxin elicits a response to both auxin itself as well as a second growth promoter; gibberellin. We show that this dual regulation is necessary for hyponastic leaf movement in response to light. Our data indicate that gibberellin is required to permit cell growth, whereas differential auxin accumulation determines which cells can grow. Our results reveal how plants can spatially relay information about neighbor proximity from their sensory leaf tips to the petiole base, thus driving adaptive growth.

## Highlights

• Temporal transcriptome patterns in response to shade cues in leaf segments
• Tissue-specific quantification of auxin reporter in petioles
• Auxin and Gibberelin interactively regulate leaf movement
• Mechanisms underpinning physical separation of light signaling and response

## Introduction

In dense vegetation, plants adapt their growth to actively compete for light with their neighbors. However, light distribution in vegetation is heterogeneous, and different plant parts therefore receive different light intensities and density cues.^1^ Plants use intricate signal transfer mechanisms between plant parts to respond adequately to this heterogeneous information,^2^^,^^3^^,^^4^ but these mechanisms remain poorly understood. In *Arabidopsis*, adaptive shade avoidance responses include hypocotyl elongation in seedlings and petiole elongation and upward leaf movement (hyponasty) in adult plants.^5^ Although evolutionarily adaptive, shade avoidance responses reduce productivity of dense monocultures.^1^^,^^6^^,^^7^ To accurately evaluate the competitive threat in their environment, plants use phytochrome (phy) photoreceptors to monitor red (R) to far-R (FR) light ratio (R/FR).^8^ In shade, the R/FR ratio decreases due to specific R light absorption by leaves to power photosynthesis. However, even before actual shading occurs, reflected FR-enriched light from neighboring leaves reduces the R/FR and provides an early neighbor proximity signal that precedes light competition.^9^ FR-enriched light induces tissue-specific growth responses in *Arabidopsis* leaves depending on the site of perception.^10^^,^^11^ FR enrichment at the petiole locally stimulates petiole elongation while FR enrichment at the leaf tip (FRtip) induces petiole hyponasty. The spatial separation between FR-induced petiole elongation and hyponasty allows the plant to optimally adjust its growth to either self-shading or neighbor competition.^11^ In FRtip-induced petiole hyponasty, there is spatial separation between the sensory leaf tip and the responding petiole base.^10^^,^^11^ Moreover, petiole hyponasty requires differential cell elongation between the abaxial (bottom) and adaxial (top) petiole sides.^12^ This hyponastic growth response thus provides a study system to unravel how remote light signaling regulates distal and differential growth without local light signaling in the growing tissue. We previously established that FRtip-induced petiole hyponasty occurs via local phyB inactivation in the leaf tip, which activates the PHYTOCHROME INTERACTING FACTOR (PIF) bHLH transcription factors.^10^^,^^11^ Active PIFs enhance the expression of *YUCCA* (*YUC*) genes that encode the YUC enzymes required for auxin biosynthesis.^13^^,^^14^^,^^15^ The auxin that is produced in the leaf tip subsequently stimulates petiole hyponasty. A similar regulatory network also drives seedling hypocotyl elongation upon FR enrichment in the cotyledons.^16^^,^^17^

So far, it remained unclear how the auxin signal from the remote leaf tip directs differential growth and petiole hyponasty, if this involves the build-up of an auxin gradient, in which tissues this would occur, and if other messengers are involved. Using tissue-specific time series RNA sequencing, we show that neighbor detection in the leaf tip induces unique transcript profiles in the leaf tip, the abaxial petiole, and the adaxial petiole. Leaf-tip-derived auxin is specifically transported toward the abaxial petiole to locally enhance gene expression and ultimately cell elongation. Besides auxin, we identify roles for gibberellin (GA) and PIFs in the responding petiole and suggest petiole side-specific signaling via members of the growth-promoting BRASSINAZOLE RESISTANT 1 (BZR1)—AUXIN RESPONSE FACTOR 6 (ARF6)—PIF4/DELLA (BAP/D) transcription factor module. This study reveals how plants use targeted long-distance auxin signaling to adapt their growth to competitive environments.

## Results

### Characterizing the kinetics and localization of FRtip-induced hyponasty and gene expression

Neighbor detection through FRtip induces visible petiole hyponasty ∼4 h after the treatment starts, slightly slower than in whole-plant supplemental FR exposure (Figures 1A and S1A; Video S1). To identify the responding cells, we measured epidermal cell length along the hyponastic petiole after 24 h of treatment and found that FRtip specifically enhances epidermal cell elongation in the proximal two-thirds of the abaxial petiole (Figure 1B). Considering the previously identified important role of auxin in FRtip-induced hyponasty, we studied auxin-responsive gene expression in the petiole upon FRtip. Indeed, the auxin-responsive *IAA29* and *ACS4* transcripts were induced in the proximal petiole within 100 min of FRtip while the shade marker transcript *PIL1* was unaffected in the non-FR-exposed petiole (Figure S1B). To better understand the spatial regulation of differential gene expression and petiole growth by FR signaling in the leaf tip, we separately harvested the leaf tip and the separated abaxial and adaxial sides of the responding proximal two-thirds of the petiole in white light (WL) and FRtip (Figure 1C). 

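The RNA sequencing covered 204 samples of the leaf tip and of the abaxial and adaxial sides of the proximal petiole, and each sample pooled sections of 13 leaves. In FRtip, supplemental far-red (FR) light on the leaf tip lowered its R/FR from 2.0 to 0.05. The authors prepared libraries with the BrAD-seq method, counted reads per TAIR10 gene and deposited DESeq2-normalized read counts, which are the counts divided by a size factor for each sample. In all 204 samples, 100% of the values were whole multiples of the value of 1 read, so that the reads themselves could be recovered, and the size factors ran from 0.308 to 2.68.
The tests used 199 samples, with 4 replicates for each tissue, treatment and time point except the leaf tip in WL at 40 min, which had 3. The other 5 were petiole samples at 40 min, and they were left out because no group of them held more than 2 samples. Between 805840 and 5538648 reads per sample were counted on genes, with a median of 2304846. The leaf tip median was 1807196 reads in WL and 1603248 in FRtip. It was 2843256 and 2741389 in the abaxial petiole and 2271227 and 2380430 in the adaxial petiole, for WL and FRtip in that order. A gene with at most 3 reads in every sample of a group was taken to be at the floor, which covers counting error only, and a fold change against such a group is given as a lower bound.
Log2 fold changes of FRtip against WL come from limma on the log2 of the normalized read count plus 1. The tests covered the 19963 genes with a mean normalized read count of at least 1. Changes were estimated at 1 time point, or as the average over the time points of a window in 1 fit, and adjusted p-values are by the Benjamini-Hochberg method over all genes tested. Since the files hold no GO annotation, fixed lists of genes were tested in place of GO terms. Each list was compared with all other genes by camera, two-sided, with a preset correlation between genes of 0.01.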

To capture early transcriptional responses, we harvested at 20 min intervals ranging from 60 min (40 min for the leaf tip) to 180 min of treatment as well as at a 300 min time point (Figure 1D).

**Figure 1:**
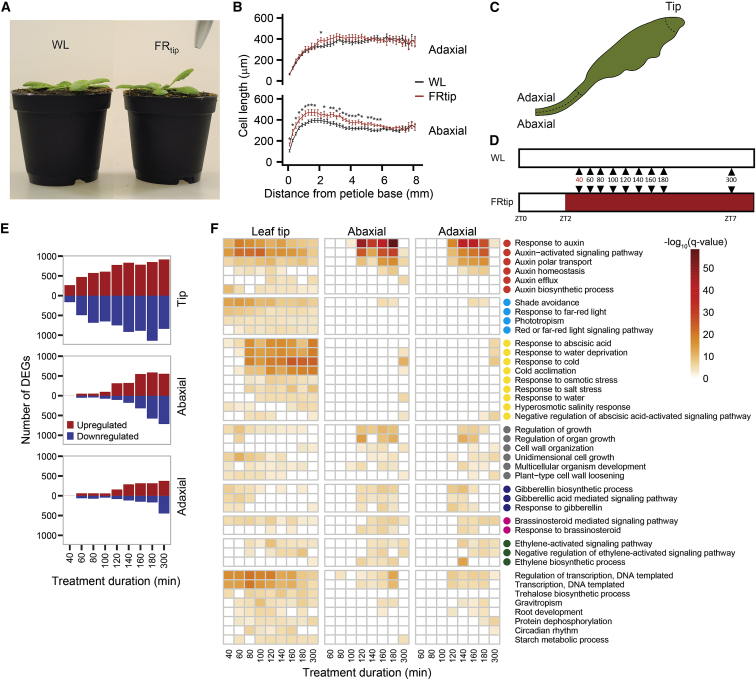
Neighbor detection in the leaf tip induces petiole hyponasty and transcriptional reprogramming in the petiole (A) Adult Col-0 phenotype after 24-h light treatments. (B) Epidermal cell length measured along the abaxial and adaxial petiole after 24 h light treatments (n = 12, WL; 15, FRtip, ^∗^p < 0.05, two-sided t test, data represent mean ± SEM). (C and D) Schematic representations of harvested material (C, dotted lines identify the harvested sections in leaf tip and petiole base) and harvest time points (D) for RNA sequencing. At the 40 min time point, only leaf tip material was analyzed. (E) Number of DEGs in FRtip compared with WL, calculated per time point and per tissue. DEGs were called when p < 0.01 and log_2_FC > 0.3 (upregulated; red) or log_2_FC < −0.3 (downregulated; blue). (F) Heatmap showing −log_10_(q value) of gene ontology (GO) terms identified per time point and per tissue based on upregulated DEGs defined in (E). Colored circles represent the following defined major biological processes: red, auxin distribution and signaling; cyan, light signaling; yellow, abscisic acid signaling; gray, cell and organ growth; blue, gibberellin biosynthesis and signaling; magenta, brassinosteroid signaling; green, ethylene biosynthesis and signaling. In FRtip, the R/FR is locally reduced from 2.0 to 0.05. See also Figures S1 and S2, Video S1, and Data S1.

Video S1. Dynamics of FRtip-induced leaf movement, related to Figures 1 and S1A Treatment duration in hours is indicated by the timer. Similar-sized leaves in the WL (left) and FRtip (right) treatments are indicated with an orange dot.

### Neighbor detection at the leaf tip induces local and remote, tissue-specific transcriptome changes

Reads were annotated to the TAIR10 genome and DESeq2-normalized read counts^18^ were used for principal coordinate analysis (PCoA) between all samples. We found clear PCoA separation between samples for time point and tissue type (Figure S1C). 

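In a PERMANOVA on Euclidean distances between the log2 values of the 199 samples, tissue accounted for 56.8% of the variance, time point for 8.04% and treatment for 1.69% (permutation p = 0.001 for each, the smallest that 999 permutations can give). Correlation distance moved the share of tissue most, to 83.7% (permutation p = 0.001).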

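Within the leaf tip, treatment accounted for 11.4% of the variance after time point. Its share was 4.26% in the abaxial and 2.79% in the adaxial petiole (permutation p = 0.001 in each tissue). With correlation distance, these shares were 19.8% in the leaf tip, 6.21% abaxially and 3.63% adaxially (permutation p = 0.001 in each tissue).
DEGs were called at each time point by the rule of the paper, an unadjusted p below 0.01 and a log2 fold change beyond 0.3 in either direction. The leaf tip held a mean of 1003 DEGs per time point at 40 to 80 min, 1843 at 100 to 180 min and 2016 at 300 min. In the abaxial petiole, the mean was 148.5 at 60 to 80 min, 828 at 100 to 180 min and 1612 at 300 min. On the adaxial side, it was 187.5, 456 and 1001 in the same windows. At 140 min, 522 abaxial DEGs rose and 254 fell, and 384 adaxial DEGs rose and 174 fell. At 300 min, 1090 DEGs rose and 926 fell in the leaf tip, 698 rose and 914 fell in the abaxial petiole, and 439 rose and 562 fell in the adaxial petiole.
An adjusted p below 0.05 in place of the rule moved these counts most. It left a mean of 1099 genes per time point in the leaf tip, 235 in the abaxial petiole and 52.6 in the adaxial petiole at 100 to 180 min. Abaxially, it left 0 genes at 60 and at 80 min, where 899 and 766 genes had an unadjusted p below 0.05. On the adaxial side, 2 genes were left at 60 min and 0 at 80 min, where 960 genes had an unadjusted p below 0.05.
Single replicates also moved the counts. Without replicate 3, the leaf tip mean at 100 to 180 min fell to 1217 and its count at 300 min to 1320. At 300 min, the abaxial count was 970 without replicate 1 and 1004 without replicate 4, and the adaxial count was 618 without replicate 3 and 636 without replicate 4. In simulated data with 4 samples per group, the rule called 1.05% of 19763 unchanged genes and 86% of the 100 genes changed by 1 on the log2 scale. These 100 genes were drawn from those with a mean of at least 10.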

PCoA per tissue and differentially expressed gene (DEG) analysis per time point per tissue revealed consistent treatment effects in the leaf tip that only appeared at later time points in the petiole (Figures 1E and S1D; Data S1). To allow for quick analysis of individual transcripts, we made an easy-to-use Shiny application (https://kupersetal.shinyapps.io/Shiny/) that provides the FRtip-induced log_2_FC and significance range per tissue per time point, and the mean read counts per sample upon entry of an AGI locus found in the transcriptome.

### Neighbor detection at the leaf tip induces tissue-specific hormone response and biosynthesis

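The light quality list held 8 genes (PIL1, HFR1, HAT4, ATHB4, HAT3, PAR1, PAR2 and FHL). In the leaf tip at 40 to 80 min, all 8 were higher in FRtip with an adjusted p below 0.05, as were 8 adjusted over the list alone. Their median log2 fold change was 4.91, with a camera p of 1.12e-31. A pseudocount of 5 moved this median most, to 3.90. HFR1 and FHL were at the floor in WL and were at least 31.7-fold and 7.47-fold higher in FRtip, and with both at these bounds the median was 4.58. At 100 to 180 min the median was 3.26, with 7 genes higher and HAT3 lower, and at 300 min it was 2.69 (camera p of 1.52e-12 and 1.29e-08). PIL1 (AT2G46970) had a normalized read count of 3.91 ± 3.17 (SD, n = 4) in WL and 1323 ± 377 (SD, n = 4) in FRtip at 60 min. Its log2 fold change was 8.18 at 40 to 80 min (SE 0.32, adjusted p = 5.27e-13) and 8.53 at 100 to 180 min (SE 0.26, adjusted p = 2.10e-23), with FRtip higher at all 3 and all 5 time points.
Of the 121 loci of the auxin families (Aux/IAA, GH3 and SAUR genes), 93 were tested. Their median log2 fold change in the leaf tip was 0.22 at 40 to 80 min, where 33 were higher and 6 lower in FRtip with an adjusted p below 0.05 (35 and 8 adjusted over the list alone), with a camera p of 1.20e-14. It was 0.16 at 100 to 180 min, with 38 higher and 16 lower (39 and 17 adjusted over the list alone, camera p of 8.72e-08). At 300 min it was also 0.16, with 21 higher and 3 lower (25 and 7 adjusted over the list alone, camera p of 0.00146). With members at the floor in WL at their bound and members at the floor in both treatments at 0, the 3 medians were 0.015, 0 and 0. The median at 100 to 180 min was 0.25 without replicate 4, and that at 300 min was 0.24 without replicate 1. Keeping only genes with a mean of at least 10 moved the median at 40 to 80 min to its highest value, 0.46. Across the alternatives, the 3 medians ran from 0.095 to 0.46, from 0.011 to 0.25 and from 0.10 to 0.24.
The ABA list held 20 genes, 18 of them tested. Its median in the leaf tip was 0.44 at 40 to 80 min, where 9 genes were higher and 1 lower with an adjusted p below 0.05 (11 and 1 adjusted over the list alone, camera p of 1.73e-08). It was 1.57 at 100 to 180 min, with 17 higher (17 and 1 lower adjusted over the list alone, camera p of 1.39e-25). At 300 min it was 1.69, with 16 higher (17 adjusted over the list alone, camera p of 4.65e-23), or 1.50 with HAI1 at its bound of at least 2.80-fold. The change of these medians between windows was not tested.

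**Figure D1:**
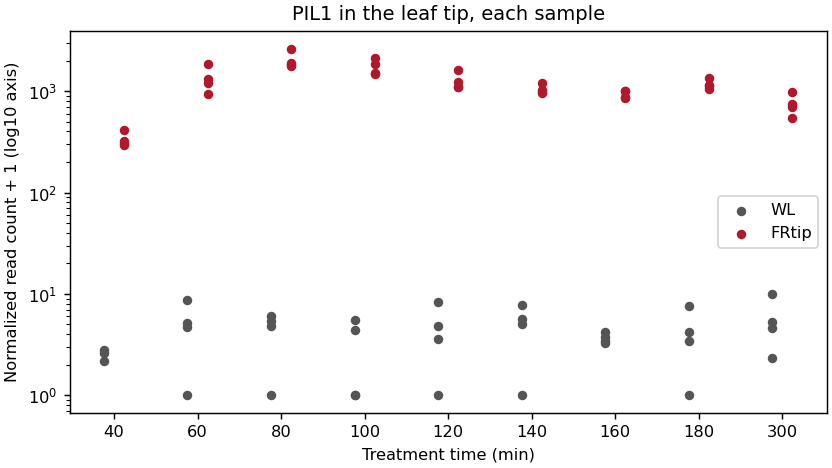
Normalized read count of PIL1 plus 1 in each leaf tip sample (log10 axis) against treatment time in min, with WL in grey and FRtip in red. The counts lie between 0 and 9.08 in the 35 WL samples and between 296 and 2626 in the 36 FRtip samples.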

Gene ontology (GO) analysis for biological processes on upregulated DEGs revealed early enrichment of auxin and light quality-related GO terms in the leaf tip followed by enrichment of abscisic acid (ABA)-related GO terms (Figure 1F). 

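In the abaxial petiole at 100 to 180 min, all 8 genes of the light quality list were higher in FRtip, 5 of them with an adjusted p below 0.05 (5 adjusted over the list alone). Their median log2 fold change was 0.40, with a camera p of 2.62e-07, and 0.36 with the gene at the floor in both treatments at 0. Adaxially, all 8 were higher as well, 4 with an adjusted p below 0.05 (4 adjusted over the list alone), with a median of 0.27 and a camera p of 5.66e-07. PIL1 rose by 0.47 on the log2 scale in the abaxial petiole (SE 0.09, adjusted p = 2.87e-04, higher at 5 of 5 time points) and by 0.11 in the adaxial petiole (SE 0.11, adjusted p = 0.707, higher at 2 of 5). HAT4 (AT4G16780) rose by 0.32 (SE 0.05, adjusted p = 3.86e-05) and 0.26 (SE 0.06, adjusted p = 0.00285) on these sides. Across the alternatives, the adaxial adjusted p of HAT4 ran from 3.55e-04 to 0.0821, with the highest value without replicate 3.
At 300 min, the median of the list was 0.20 in the abaxial petiole (camera p of 0.0277, with 1 gene at an adjusted p below 0.05 and 2 adjusted over the list alone) and 0.14 in the adaxial petiole (camera p of 0.0716, with 0 genes at an adjusted p below 0.05, 2 adjusted over the list alone and 2 at an unadjusted p below 0.05). With genes at the floor in WL at their bound and those at the floor in both treatments at 0, the medians were 0.16 and 0.038. The abaxial camera p was 0.0755 without replicate 1 and 0.0955 without replicate 3. The adaxial median was 0.0057 without replicate 2, and 0.24 without replicate 4, with a camera p of 0.0466.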

As expected, in the petiole, light quality-related GO terms were largely absent. Here, auxin response terms were enriched from 100 to 180 min but dampened toward 300 min. This temporal GO enrichment pattern was similar for growth, brassinosteroid (BR) and ethylene response as well as GA biosynthesis and response (Figure 1F). 

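The median log2 fold change of the auxin families in the abaxial petiole was 0.037 at 60 to 80 min, 0.43 at 100 to 180 min and 0.14 at 300 min, with a camera p of 0.240, 2.97e-50 and 8.44e-04. At 100 to 180 min, 73 of the 93 genes were higher in FRtip, and 52 rose and 1 fell with an adjusted p below 0.05 (56 and 6 adjusted over the list alone). The number that rose was 0 at 60 to 80 min (0 adjusted over the list alone, 4 at an unadjusted p below 0.05) and 4 at 300 min (10 adjusted over the list alone). Adaxially, the medians were 0.0030, 0.32 and 0.0071, with a camera p of 0.680, 5.08e-43 and 0.485. There, 0 genes changed at 60 to 80 min with an adjusted p below 0.05 (0 adjusted over the list alone, 2 at an unadjusted p below 0.05), 45 genes rose and 3 fell at 100 to 180 min (53 and 6 adjusted over the list alone), and 3 rose and 1 fell at 300 min (8 and 4 adjusted over the list alone). With genes at the floor at their bound or at 0, the abaxial medians were 0, 0.43 and 0.12, and the adaxial medians 0, 0.29 and 0. Across the alternatives, the median at 100 to 180 min ran from 0.23 to 0.77 abaxially and from 0.21 to 0.41 adaxially. The abaxial median was 0.017 at 60 to 80 min without replicate 4 and 0.069 at 300 min without replicate 3. Without replicates 1, 2, 3 and 4, the adaxial median at 60 to 80 min was -0.020, 0, 0.064 and 0.021. At 300 min it was 0.030 without replicate 1 and -0.034 without replicate 2 or 4. The differences between windows and between sides were not tested for the list.
With fry or an estimated correlation between genes, each camera p below 0.05 reported for the gene lists stayed below 0.05 except in 6 cases. With the estimated correlation, these were the auxin families at 300 min in the leaf tip (0.0613) and in the abaxial petiole (0.183), the light quality list in the abaxial petiole at 300 min (0.190) and in the adaxial petiole at 60 to 80 min (0.0581), the ABA list in the adaxial petiole at 100 to 180 min (0.158) and the BR list in the abaxial petiole at 60 to 80 min (0.0573). With fry, they were the light quality list in the adaxial petiole (0.0725) and the BR list in the abaxial petiole (0.0769), both at 60 to 80 min. The estimated correlation also raised camera p-values that stayed below 0.05, some by many orders of magnitude. For the auxin families in the abaxial petiole at 100 to 180 min it gave 1.38e-06 in place of 2.97e-50. For the ABA list in the leaf tip at 300 min it gave 0.0148 in place of 4.65e-23.

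**Figure D2:**
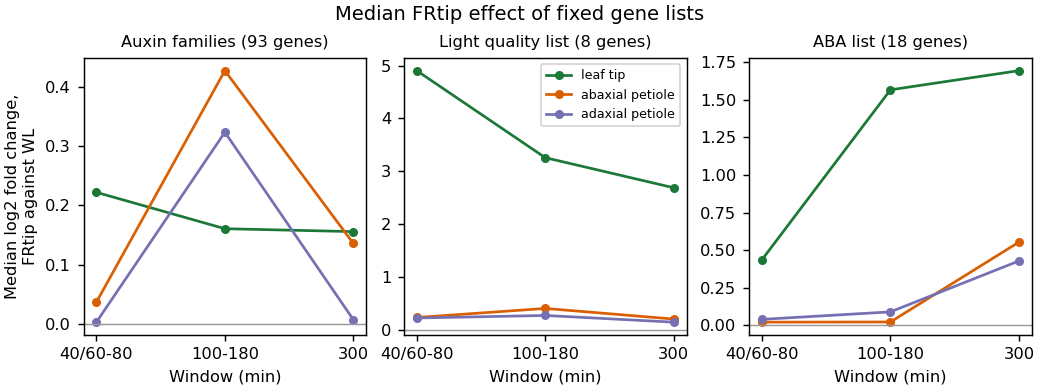
Median log2 fold change of FRtip against WL over the genes of 3 lists, for the leaf tip (green), the abaxial petiole (orange) and the adaxial petiole (purple) at 40 to 80 min (60 to 80 min in the petiole), 100 to 180 min and 300 min. In the petiole, the auxin families peak at 100 to 180 min, at 0.43 abaxially and 0.32 adaxially.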

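At 100 to 180 min, the BR list of 8 genes (BEE1, BEE2, BEE3, PRE1, PRE5, PRE6, IBH1 and BAS1) had a median log2 fold change of 1.25 in the abaxial petiole, with 6 genes higher at an adjusted p below 0.05 (7 adjusted over the list alone) and a camera p of 1.85e-18. Its adaxial median was 0.94, with 6 genes higher (7 adjusted over the list alone, camera p of 4.93e-19). The ACS family, taken by symbol, had 6 tested genes (ACS4, ACS5, ACS6, ACS8, ACS10 and ACS12). Its median was 1.61 abaxially and 0.78 adaxially, with a camera p of 2.05e-07 and 2.27e-04. On each side, 4 of the genes rose and 1 fell with an adjusted p below 0.05 (4 and 1 adjusted over the list alone). Over 100 to 300 min, ACS10 changed by -0.33 on each side, and ACS12 by -0.044 abaxially and -0.017 adaxially. A symbol alone does not show that a member acts in ethylene biosynthesis. The GA biosynthesis families (GA20OX and GA3OX genes) had 4 tested genes and a median of 1.16 abaxially and 0.68 adaxially, with 3 genes higher on each side (3 adjusted over the list alone, camera p of 1.50e-08 and 6.70e-07). With genes at the floor at their bound or at 0, the adaxial medians of the ACS and GA biosynthesis families were 0.47 and 0.28. Without a filter on low counts, these adaxial medians were -0.0056 and -0.0088, and the abaxial ones 0.048 and 0.081.
The cell wall families (EXPA and XTH genes, 34 tested) had a median of 0.11 in the abaxial petiole, with 7 genes higher and 5 lower (8 and 6 adjusted over the list alone, camera p of 0.0841). The camera p was 0.0482 without replicate 1 and 0.0297 without replicate 2, and fry gave a p of 0.0183. It was 0.171 without replicate 3, 0.176 without replicate 4, 0.213 with the estimated correlation, 0.705 among genes with a mean of at least 10 and 0.128 without a filter, where the median was 0.028. The adaxial median was 0.12, with 3 genes higher and 0 lower (7 and 3 adjusted over the list alone, 9 and 4 at an unadjusted p below 0.05, camera p of 0.00248). With genes at the floor at their bound or at 0, these medians were 0.10 and 0.11.
At 60 to 80 min, the medians of the BR list, the ACS family, the GA biosynthesis families and the cell wall families were 0.14, -0.082, -0.16 and -0.032 in the abaxial petiole (camera p of 0.0125, 0.203, 0.225 and 0.406) and 0.062, -0.018, -0.099 and 0.0095 in the adaxial petiole (0.0975, 0.654, 0.255 and 0.910). Then, 0 of the genes had an adjusted p below 0.05 (adjusted over the list alone, 1 of the BR list adaxially). An unadjusted p below 0.05 was found abaxially for 2 of the BR list, 1 of the ACS family, 1 of the GA biosynthesis families and 3 of the cell wall families, and adaxially for 1, 0, 0 and 7. At 300 min, the medians were 0.29, 0.21, -0.23 and 0.14 abaxially (camera p of 0.243, 0.773, 0.434 and 0.273) and 0.16, 0.38, -0.32 and -0.051 adaxially (0.0718, 0.638, 0.0871 and 0.581). With genes at the floor at their bound or at 0, the medians of the GA biosynthesis families were 0 and -0.0025 at 60 to 80 min and -0.25 adaxially at 300 min, those of the ACS family adaxially -0.065 and 0 at 60 to 80 and 300 min, and that of the cell wall families adaxially at 60 to 80 min 0.0026. Changes between windows were not tested.
Single replicates moved many of these medians. For the BR list, the abaxial median at 60 to 80 min was 0.099 without replicate 1 (camera p of 0.147), 0.27 without replicate 2, 0.23 without replicate 3 and 0.16 without replicate 4 (camera p of 0.0788), and the adaxial one was 0.034 without replicate 2. At 300 min, the adaxial median was 0.28 without replicate 4 (camera p of 0.0261). For the ACS family at 60 to 80 min, the abaxial median was -0.14, -0.054 and -0.047 without replicates 1, 3 and 4, and the adaxial one 0.019, 0.0035 and -0.11 without replicates 1, 2 and 3. At 300 min, the abaxial one was 0.059 without replicate 3 and 0.35 without replicate 4. For the GA biosynthesis families, the abaxial median without replicate 4 was -0.020 at 60 to 80 min and -0.13 at 300 min, and the adaxial one was -0.062 at 60 to 80 min without replicate 1 and -0.20 at 300 min without replicate 4. For the cell wall families, the abaxial median at 60 to 80 min was 0.0035 without replicate 1 and -0.080 without replicate 3, and the adaxial one was 0.041, -0.022, 0.0026 and 0.019 without replicates 1, 2, 3 and 4. At 300 min, the adaxial one was -0.0085 without replicate 1 and -0.15 without replicate 4.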

Similar to the leaf tip, there was an enrichment of ABA-related GO terms in the petiole after the auxin response GO terms had passed peak significance. 

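In the abaxial petiole, the median of the ABA list was 0.022 at 60 to 80 min, 0.023 at 100 to 180 min and 0.55 at 300 min, with a camera p of 0.244, 0.0843 and 6.19e-09. The number of genes higher with an adjusted p below 0.05 was 0, 4 and 3 (0, 4 and 11 adjusted over the list alone, 1 at an unadjusted p below 0.05 in the first window), and at 300 min 16 of the 18 genes were higher in FRtip. Without replicates 1, 2, 3 and 4, the abaxial median was 0.035, -0.032, 0.037 and -0.0011 at 60 to 80 min and 0.070, 0.084, 0.078 and 0.067 at 100 to 180 min. The adaxial medians were 0.040, 0.090 and 0.43, with a camera p of 0.166, 0.0451 and 3.68e-11. On that side, 0, 1 and 5 genes were higher with an adjusted p below 0.05 (0, 1 and 6 adjusted over the list alone, 1 at an unadjusted p below 0.05 in the first window), and at 300 min 17 of the 18 were higher. Without replicate 1, 2 or 4, the adaxial camera p at 100 to 180 min was 0.0656, 0.0925 and 0.0595, and the median was 0.058 without replicate 1. At 60 to 80 min, the adaxial median was 0.014 without replicate 1 and 0.022 without replicate 2.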

The ubiquitous overrepresentation of auxin signaling was confirmed when we analyzed expression of all genes comprising the GO category GO:0009733 “response to auxin” (Figure S2A). Analysis of these genes revealed shared but also time- and tissue-specific expression of many auxin-responsive genes. For example, regarding *SMALL AUXIN UPREGULATED* (*SAUR*) transcripts, *SAUR19-24* were induced in all tissues, while *SAUR25-29* and *SAUR62-68* were predominantly induced in the petiole (Figure S2A).

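Among the auxin families at 100 to 180 min, IAA19 (AT3G15540) had a log2 fold change of 3.81 in the leaf tip (SE 0.17, adjusted p = 1.14e-18), 1.83 in the abaxial petiole (SE 0.12, adjusted p = 3.17e-13) and 1.36 in the adaxial petiole (SE 0.09, adjusted p = 4.53e-13). For IAA2 (AT3G23030), the changes were 2.12, 1.81 and 1.32 in the same order. IAA29 (AT4G32280) rose by 3.04 in the abaxial petiole (SE 0.25, adjusted p = 4.16e-11) and by 2.48 in the adaxial petiole (SE 0.23, adjusted p = 1.88e-09). GH3.3 (AT2G23170) rose by 4.98, 2.77 and 1.70 in the leaf tip, abaxial and adaxial petiole. Each of these genes was higher in FRtip at all 5 time points in each tissue named, with an adjusted p below 0.05.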

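Over the 5 time points from 100 to 180 min, SAUR19 to SAUR24 had log2 fold changes from 1.90 to 3.92 in the leaf tip, from 1.23 to 1.57 in the abaxial petiole and from 0.65 to 0.91 in the adaxial petiole, each with FRtip higher at 5 of 5 time points. SAUR22 (AT5G18050) changed most in all 3 tissues, by 3.92 (SE 0.11, adjusted p = 5.68e-24), 1.57 (SE 0.07, adjusted p = 4.96e-17) and 0.91 (SE 0.10, adjusted p = 3.95e-08). The lowest adaxial change was that of SAUR19 (AT5G18010), at 0.65, whose adjusted p of 0.00602 ran from 0.00323 to 0.122 across the alternatives and passed 0.05 without replicate 1 (0.0855) or without replicate 3 (0.122).
SAUR25 (AT4G13790) was at the floor in WL on both petiole sides and not detectable at this depth in the leaf tip. It was at least 3.59-fold higher in FRtip in the abaxial petiole (adjusted p = 5.41e-07), while in the adaxial petiole FRtip was below the floor on average (adjusted p = 0.351). SAUR26 to SAUR29 rose by 0.93 to 1.67 in the abaxial and by 0.56 to 0.94 in the adaxial petiole. Their leaf tip changes were -0.11, 0.16, 0.029 and -0.11 (adjusted p from 0.490 to 0.963). At 40 to 80 min, however, they rose there by 0.97, 0.88, 1.30 and 0.82 (adjusted p from 1.70e-05 to 0.00140), each higher at 3 of 3 time points.
SAUR62 to SAUR68 rose by 1.00 to 2.33 in the abaxial petiole. SAUR62 to SAUR67 rose by 0.71 to 0.88 in the adaxial petiole, where SAUR68, at the floor in WL, was at least 1.45-fold higher (adjusted p = 0.00121). SAUR63 to SAUR66 also rose in the leaf tip, by 1.44, 1.20, 0.99 and 0.66 at 40 to 80 min and by 1.46, 0.59, 0.70 and 0.34 at 100 to 180 min, with adjusted p below 0.05. Across the alternatives, the later adjusted p of SAUR66 ran from 0.00925 to 0.108, with the highest value without replicate 1. The paper's text does not name how reads matching several of these similar genes were counted.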

As we found GO enrichment for several hormone-related processes, we investigated hormone biosynthesis gene expression (Figure S2B). Regarding auxin biosynthesis, expression of *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1* (*TAA1*) and *YUCCA 6* (*YUC6*) was repressed in the leaf tip while *YUC2*, *YUC5*, *YUC8*, and *YUC9* expression was induced. In contrast, *YUC3* expression was specifically induced in the petiole. 

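In the leaf tip at 60 min, TAA1 (AT1G70560) had a normalized read count of 64.6 ± 16.1 (SD, n = 4) in WL and 13.4 ± 4.85 (SD, n = 4) in FRtip, and at 100 to 180 min it changed by -3.40 on the log2 scale (SE 0.17, adjusted p = 1.05e-17). YUC6 (AT5G25620) changed by -1.76 (SE 0.20, adjusted p = 1.15e-08), and both were lower at 5 of 5 time points. YUC8 (AT4G28720) had counts of 13.0 ± 6.01 and 173 ± 23.7 at 60 min, and YUC9 (AT1G04180) had 2.82 ± 1.19 and 199 ± 8.65 (SD, n = 4 each). In that window, YUC2 (AT4G13260) rose by 1.38 (SE 0.12, adjusted p = 3.72e-11), YUC8 by 3.46 (SE 0.10, adjusted p = 1.41e-23) and YUC9 by 4.30 (SE 0.16, adjusted p = 3.38e-21). YUC5 (AT5G43890) rose by 1.59 (SE 0.31, adjusted p = 1.39e-04), and at 40 to 80 min, with WL at the floor, it was at least 2.87-fold higher. All 4 were higher in FRtip at 5 of 5 time points. A pseudocount of 5 moved TAA1 and YUC9 most, to -2.67 and 3.32.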

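YUC3 (AT1G04610) was not detectable at this depth in the leaf tip. In the abaxial petiole at 140 min, its normalized read count was 2.17 ± 0.874 in WL and 19.7 ± 9.85 in FRtip (SD, n = 4 each), where replicate 3 had 34.4 and the other replicates from 13.1 to 15.8. In the adaxial petiole it was 2.02 ± 1.70 and 6.74 ± 1.14 (SD, n = 4 each). Over 100 to 180 min, YUC3 rose by 2.26 on the log2 scale in the abaxial petiole (SE 0.18, adjusted p = 1.24e-11) and by 0.93 in the adaxial petiole (SE 0.21, adjusted p = 0.00585), at 5 of 5 time points on each side. Across the alternatives, the adaxial adjusted p ran from 0.00113 to 0.0840. It was above 0.05 without replicate 3 (0.0840), without replicate 4 (0.0779) and with edgeR on the recovered reads (0.0519).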

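GA20OX1 (AT4G25420) rose at 100 to 180 min by 0.80 on the log2 scale in the abaxial petiole (SE 0.10, adjusted p = 2.19e-07) and by 0.56 in the adaxial petiole (SE 0.10, adjusted p = 1.89e-04), at 5 of 5 time points on each side. In the leaf tip it changed by -0.84 (SE 0.19, adjusted p = 5.99e-04), lower at 5 of 5 time points. GA20OX2 (AT5G51810) was not detectable at this depth in the leaf tip. Its normalized read count at 140 min was 2.47 ± 1.32 in WL and 17.5 ± 7.34 in FRtip in the abaxial petiole (SD, n = 4 each). In the adaxial petiole it was 0.390 ± 0.780 and 2.86 ± 0.605 (SD, n = 4 each), with replicate 3 in WL at 1.56 and the other 3 at 0. The gene rose by 2.18 in the abaxial petiole (SE 0.22, adjusted p = 3.35e-09, higher at 5 of 5 time points). On the adaxial side it was at the floor in WL over 100 to 180 min and below it on average in FRtip, so that no fold is given. There, the fitted change had an adjusted p of 0.00106, with FRtip higher at 3 of 5 time points. Across the alternatives, the adaxial adjusted p ran from 0.00108 to 1.00, the latter with edgeR on the recovered reads. In that edgeR fit, 3 of the 10 groups held no read of GA20OX2. GA20OX3 (AT5G07200) was at the floor in WL in the leaf tip, where FRtip was at least 3.07-fold higher at 40 to 80 min and at least 1.91-fold higher at 100 to 180 min.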

Investigating GA biosynthesis, we found tissue-specific induction of *GA20 OXIDASE 1* (*GA20OX1*) and *GA20OX2* in the petiole and *GA20OX3* in the leaf tip. Downstream of GA20OX proteins, *GA3 OXIDASE 1* (*GA3OX1*) was induced in all tissues. 

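GA3OX1 (AT1G15550) rose in the leaf tip by 1.10 on the log2 scale at 40 to 80 min (SE 0.11, adjusted p = 5.65e-07, higher at 3 of 3 time points) and changed by -0.74 at 100 to 180 min (SE 0.13, adjusted p = 3.02e-05, lower at 5 of 5). At 100 to 180 min it rose by 1.51 in the abaxial petiole (SE 0.16, adjusted p = 2.28e-08, higher at 4 of 5 time points) and by 1.10 in the adaxial petiole (SE 0.14, adjusted p = 1.06e-06, higher at 5 of 5). At 140 min, its normalized read count in the abaxial petiole was 1.49 ± 1.19 in WL and 9.74 ± 4.70 in FRtip (SD, n = 4 each), with replicate 4 of FRtip at 16.8. In the adaxial petiole it was 10.9 ± 6.27 and 23.7 ± 2.44 (SD, n = 4 each), with replicate 2 of FRtip at 20.1.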

Regarding ABA biosynthesis, we found induction of *NCED3* in the leaf tip while *NCED5* was induced in the petiole. Furthermore, we observed transcriptional regulation of genes involved in the biosynthesis of BR, ethylene, and other hormones (Figure S2B).

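NCED3 (AT3G14440) rose in the leaf tip by 2.73 on the log2 scale at 40 to 80 min (SE 0.21, adjusted p = 9.01e-09) and by 2.11 at 100 to 180 min (SE 0.14, adjusted p = 4.60e-14), at every time point of both windows. At 100 to 180 min it rose by 0.60 in the abaxial petiole (SE 0.19, adjusted p = 0.0365, higher at 5 of 5 time points), while it was not detectable at this depth in the adaxial petiole. Across the alternatives, the abaxial adjusted p ran from 0.0277 to 0.137 and was above 0.05 without replicate 1 (0.109), without replicate 2 (0.137), without replicate 4 (0.127), with a pseudocount of 0.5 (0.0535) and without a filter on low counts (0.0630). NCED5 (AT1G30100) was not detectable at this depth in the leaf tip. It rose by 2.68 in the abaxial petiole (SE 0.21, adjusted p = 1.26e-11) and by 1.90 in the adaxial petiole (SE 0.20, adjusted p = 2.81e-08), at 5 of 5 time points on each side. At 140 min its normalized read count was 2.46 ± 2.25 and 22.3 ± 17.6 in the abaxial petiole, and 1.54 ± 1.14 and 8.05 ± 3.19 in the adaxial petiole, for WL and FRtip in that order (SD, n = 4 each).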

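For BR biosynthesis at 100 to 180 min, SQE2 (AT2G22830) rose by 1.22 on the log2 scale in the abaxial petiole (SE 0.09, adjusted p = 3.64e-12) and by 0.71 in the adaxial petiole (SE 0.08, adjusted p = 5.61e-08). CYP90A1 (AT5G05690) changed by -0.49 abaxially (adjusted p = 7.41e-06) and by -0.14 adaxially (adjusted p = 0.188). ROT3 (AT4G36380) changed by -0.51 (adjusted p = 3.99e-04) and -0.24 (adjusted p = 0.185). CYP85A2 (AT3G30180) rose in the leaf tip by 1.00 (SE 0.08, adjusted p = 1.48e-12) and CYP90B1 (AT3G50660) changed there by -1.00 (SE 0.10, adjusted p = 2.35e-10).
For ethylene biosynthesis, ACS8 (AT4G37770) rose by 5.11 in the leaf tip (SE 0.28, adjusted p = 3.62e-16), and by 3.72 in the abaxial petiole (SE 0.21, adjusted p = 6.87e-15). Adaxially, where WL was at the floor, it was at least 1.38-fold higher (adjusted p = 0.00473). At 140 min its normalized read count was 1.02 ± 0.456 in WL and 39.7 ± 22.0 in FRtip in the abaxial petiole, and 1.10 ± 0.824 and 8.82 ± 3.39 in the adaxial petiole (SD, n = 4 each). Across the alternatives, its adaxial adjusted p ran from 8.79e-04 to 0.166. It was above 0.05 without replicate 3 (0.0645), without replicate 4 (0.0642) and with edgeR (0.166). ACS4 (AT2G22810) rose by 0.72, 2.75 and 1.75 in the leaf tip, abaxial and adaxial petiole (adjusted p = 8.36e-05, 2.80e-13 and 3.71e-07). ACS5 (AT5G65800), which was not detectable at this depth in the leaf tip, rose by 2.85 abaxially (SE 0.23, adjusted p = 2.45e-11) and by 1.13 adaxially (SE 0.24, adjusted p = 0.00271). Its adaxial adjusted p ran from 0.00135 to 0.104 across the alternatives, with the highest value without replicate 3.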

To better understand abaxial-adaxial transcript differences, we next identified genes showing differential response to FRtip between the two sides at 100–300 min of treatment (Figure 2). 

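The interaction was the FRtip effect in the abaxial petiole minus that in the adaxial petiole, averaged over the 6 time points from 100 to 300 min in 1 limma fit with a mean for each side, treatment and time point. It had an unadjusted p below 0.001 for 239 of the 19963 genes tested, and an adjusted p below 0.05 for 183. Untransformed normalized counts, an alternative added after the data were seen, gave the highest count. They gave 411 genes, 187 of them among the 239. Leaving out replicate 4 gave the lowest count, 109 genes, and leaving out any other replicate gave at most 217. The fit did not pair the sides by replicate number, and with the replicate number or the harvest as a block more than 239 genes passed. In simulated data of the same design, 88.5% of 200 changed genes and 31 of 19763 unchanged genes had an interaction p below 0.001. The changed genes had a mean of at least 10 and a median interaction of 0.68 in size, without a replicate effect. This share therefore does not cover genes with fewer reads or smaller interactions.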

There were no genes with opposite regulation between the two sides, but we did observe consistently stronger transcript regulation in the abaxial petiole for both up- and downregulated DEGs (Figure 2A). 

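Of the 239 genes, 230 (96.2%) had the larger mean FRtip effect in the abaxial petiole. In that tissue, 130 of them rose, 125 of these more than in the adaxial petiole, and 109 fell, 105 of these more than in the adaxial petiole. The signs of the effects on the abaxial and adaxial side were opposite for 63 genes, and for 2 of these the unadjusted p was below 0.01 on each side. Both were picked out after their values were seen. AT5G02160 changed by -0.13 abaxially and 0.14 adaxially, and ABCG8 (AT5G52860), which had a mean normalized read count of 2.82, changed by 0.66 and -0.55. The interaction p of AT5G02160 ran up to 0.00356 across the alternatives, the value without replicate 4. Of the 411 genes called on untransformed counts, 398 (96.8%) changed more in the abaxial petiole. The signs were opposite for 70 of them, and for 5 of these the unadjusted p on untransformed counts was below 0.01 on each side. They are AT5G02160, ABCG8, MEE14 (AT2G15890), which changed by -0.18 abaxially and 0.17 adaxially on that scale, RLP31 (AT3G05370), by -0.26 and 0.19, and PORB (AT4G27440), by -0.24 and 0.087, the last 3 also picked out after their values were seen.

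**Figure D3:**
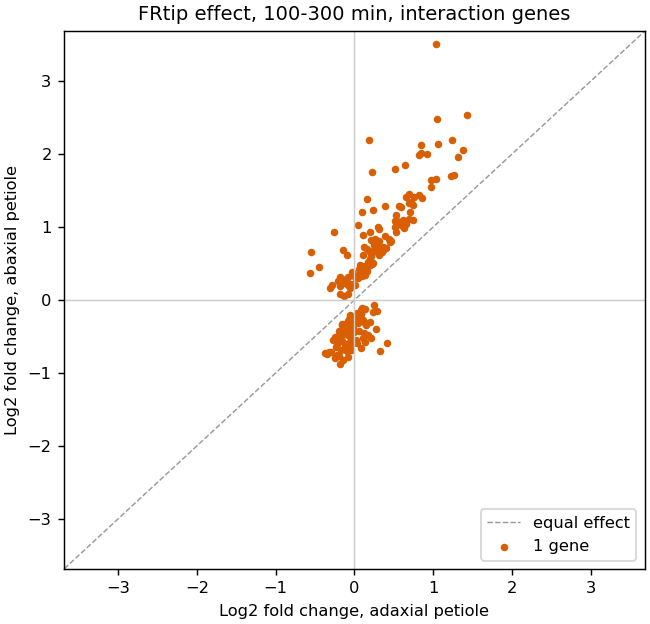
Mean log2 fold change of FRtip against WL at 100 to 300 min in the abaxial petiole (y axis) against that in the adaxial petiole (x axis), 1 point for each of the 239 interaction genes, with a dashed line at equal effects. Of the points, 230 lie farther from 0 on the abaxial axis.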

The FRtip-upregulated genes in this subset showed enrichment for biological processes related to auxin, growth, GA, BR, and ethylene (Figure 2B). 

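The auxin families contributed 22 of the 239 interaction genes, against 93 of the 19963 genes tested (two-sided Fisher's exact test, p = 1.13e-22), and 37 of the 411 genes called on untransformed counts. Of the thiamine biosynthesis genes, which Fig. 2B lists among processes of downregulated genes, THIC (AT2G29630) had an interaction of -0.23 (SE 0.06, adjusted p = 0.0208) and THI1 (AT5G54770) one of -0.18 (SE 0.05, adjusted p = 0.0785). For TH1 (AT1G22940), the interaction was 0.017 (SE 0.08, adjusted p = 0.977), and it was -0.044 without replicate 2. The unadjusted interaction p of THIC was above 0.001 without replicate 1 (0.00107), 2 (0.00133) or 4 (0.00220), within a range from 4.57e-05 to 0.00220 across the alternatives. That of THI1 was above it without replicate 2 (0.0117), 3 (0.00980) or 4 (0.00423), within a range from 4.09e-04 to 0.0117. On untransformed counts, which were added later and are not part of these ranges, it was 1.19e-04.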

As transcript regulation is strongest in the abaxial petiole in this comparison, this suggests that these processes are preferentially activated abaxially. In this analysis, the transcripts with the lowest p values included many *SAUR*s and other auxin-induced genes as well as *GA20OX1* and *GA20OX2* (Data S2). 

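The smallest interaction p belonged to KDR (AT1G26945), which stands in the BR list under its other name PRE6. Its interaction was 1.18 on the log2 scale (SE 0.13, adjusted p = 9.27e-10). ACS8 followed, with 2.47 (SE 0.30, adjusted p = 2.68e-08). Ranked by p, SAUR25 stood at 13 (1.53, adjusted p = 6.72e-05), SAUR22 at 21 (0.63, adjusted p = 6.39e-04) and GA20OX2 at 39 (1.21, adjusted p = 0.00328). With edgeR on the recovered reads, the unadjusted interaction p was 0.991 for ACS8 and 1.00 for GA20OX2, within ranges across the alternatives from 4.47e-19 and from 2.54e-11. In these edgeR fits, 1 of the 24 groups held no read of ACS8, and 3 held none of GA20OX2. These 2 genes and SAUR25 were at the floor in WL in the adaxial petiole, so that their interactions depend on the pseudocount, and with 5 in place of 1 that of ACS8 was 1.77 and that of GA20OX2 was 1.01. GA20OX1 stood at 3521, with an interaction of 0.20 (SE 0.12, adjusted p = 0.644), which was 0.021 without replicate 3. On untransformed counts, it stood at 158 with an interaction p of 7.28e-06, SAUR22 at 4 and GA20OX2 at 44. The 50 genes with the smallest p held 4 members of the auxin families, and 18 on untransformed counts.
From the stronger regulation in the abaxial petiole, the paper proposes that processes related to auxin, growth, GA, BR and ethylene are preferentially activated on that side.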

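In WL, averaged over 60 to 300 min, 13350 of the 19963 genes differed between the petiole sides with an adjusted p below 0.05. Of these, 6381 were higher abaxially and 6969 adaxially. A difference beyond 1 on the log2 scale was found for 930 genes, 352 higher abaxially and 578 adaxially. An adjusted p below 0.001 gave the lowest count among the alternatives, 9822. The photosynthesis list held 44 tested genes (LHCA, LHCB, PSA, PSB and RBCS genes). Its median log2 difference, abaxial minus adaxial, was -0.74, with a camera p of 3.15e-28 (0.0120 with the estimated correlation). Of its genes, 42 were lower in the abaxial petiole with an adjusted p below 0.05 (42 adjusted over the list alone). The other 2 were higher abaxially, PSAT1 (AT1G04010) by 0.51 (adjusted p = 2.05e-11) and PSAT (AT4G35630) by 0.17 (adjusted p = 0.0212). Their symbols brought them into the list, while their annotated products are a sterol acyltransferase and an aminotransferase. The 5 with the smallest p were RBCS2B (AT5G38420), with -2.76 (SE 0.08, adjusted p = 1.67e-32), RBCS1B with -1.37, RBCS3B with -1.22, PSBO2 with -1.05 and PSBO1 with -0.82.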

Abaxial-adaxial transcriptional differences were also found in WL and included many photosynthesis-associated genes (Data S3).

**Figure 2:**
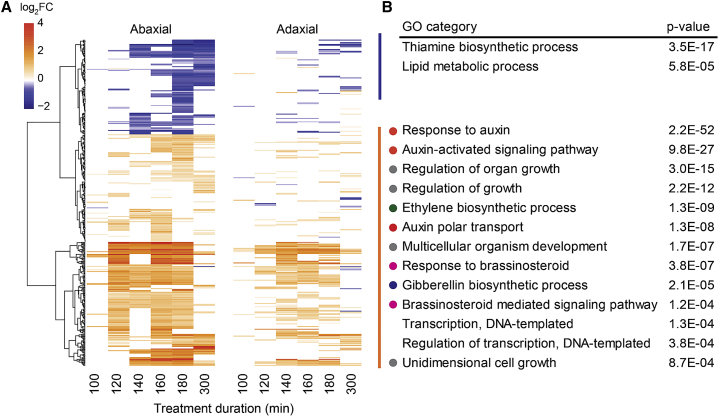
Neighbor detection at the leaf tip induces unique abaxial and adaxial transcriptomes (A) Clustered heatmap showing log_2_FC in FRtip compared with WL of genes showing a different FRtip response between the two petiole sides at the indicated time points (ANOVA interaction tissue ^∗^ treatment p < 0.001). (B) Separate GO analysis based on the clusters of upregulated (orange-red) and downregulated (blue) genes identified in (A). p values indicate the enrichment significance of the associated GO category. Colored circles represent the following defined major biological processes: red, auxin distribution and signaling; gray, cell and organ growth; green, ethylene biosynthesis; magenta, brassinosteroid signaling; blue, gibberellin biosynthesis. See also Data S2 and S3.

### Neighbor detection in the leaf tip leads to directed auxin transport toward the abaxial petiole

The enrichment for FRtip-induced auxin signaling in the transcriptome prompted us to quantify free levels of the auxin indole-3-acetic acid (IAA) in the three leaf sections. We found increased IAA concentrations in the leaf tip and abaxial petiole, but not in the adaxial petiole upon FRtip exposure (Figure 3A). To study whether such differential auxin concentrations are required for petiole hyponasty, we exogenously applied IAA to the abaxial or adaxial petiole (Figure 3B). We found that abaxial IAA application induces strong hyponasty, regardless of R/FR, whereas adaxial IAA application inhibited the hyponastic response to FRtip. These observations indicate that an auxin gradient, either installed endogenously or through external application, is necessary for leaf movement.

**Figure 3:**
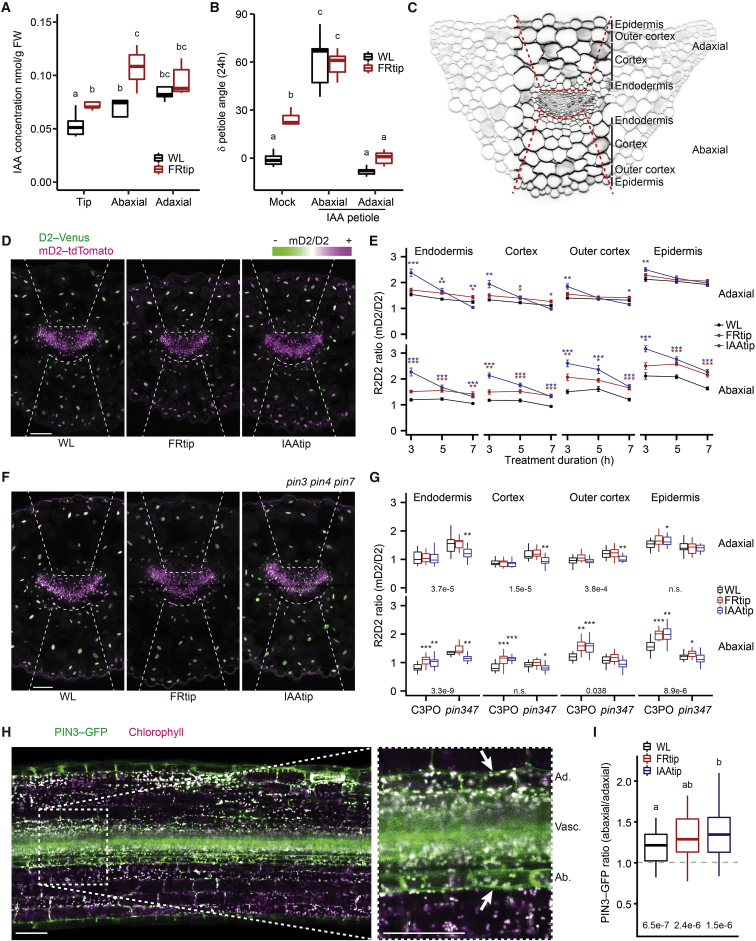
Leaf-tip-derived auxin is directed toward the abaxial petiole via PIN transporters (A) Free IAA concentration (nmol/g FW) in the leaf tip and abaxial-adaxial split petiole after 5-h light treatment (n = 5 biological replicates from 20 plants each, different letters indicate significant differences, Fisher’s LSD, p < 0.05). (B) Petiole angle change after 24-h light treatment combined with 30 μM IAA or mock application to the petiole (n = 7, different letters indicate significant differences, Tukey HSD p < 0.05). (C) Petiole base cross-section indicating cell layers and petiole region that was used to quantify fluorescence in (D)–(G) and other figures. (D and E) Representative images after 5 h (D) and quantification at indicated time points (E) of the R2D2 ratio in the C3PO petiole base. Plants were treated with mock, FRtip, or IAAtip (n ≥ 11, colored asterisks represent significant treatment effect compared with WL, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-sided t test, data represent mean ± SEM). (F and G) Representative images of *pin3 pin4 pin7* C3PO (F) and quantification of the R2D2 ratio in the C3PO and *pin3 pin4 pin7* C3PO (*pin347*) petiole base (G). Plants were treated for 7 h with mock, FRtip or IAAtip (n ≥ 15, asterisks indicate significant treatment effect compared with WL, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-sided t test. Inset values represent p value for genotype difference in WL calculated per cell layer, two-sided t test.). (H) Representative overview image and close up around the petiole base vasculature (the zone that was also used for C3PO imaging) of *PIN3*_*pro*_*:PIN3-GFP* in a longitudinal petiole cross-section. Ad., adaxial endodermis; Vasc., vasculature; Ab., abaxial endodermis. Arrows indicate the endodermal cells where PIN3-GFP intensity in the membranes was quantified for (I). (I) Ratio of PIN3-GFP intensity in the abaxial/adaxial endodermis after 2.5–4 h in WL, FRtip, or IAAtip. Variation in treatment time was similar between treatments (n = 46, WL; 28, FRtip; 30, IAAtip; different letters indicate significant differences, Tukey HSD p < 0.05). Inset values represent p value for difference from ratio 1, one-sample t tests. Scale bars in microscopy images represent 100 μm; dashed lines in (D) and (F) indicate the abaxial and adaxial regions where nuclear fluorescence was quantified. In FRtip, the R/FR is locally reduced from 2.0 to 0.05. See also Figures S3 and S4.

To achieve further spatiotemporal resolution, we visualized auxin distribution using the newly constructed C3PO fluorescent auxin reporter. C3PO conveniently combines the previously described R2D2 auxin concentration reporter and the DR5v2 auxin response reporter^19^ into a single construct (*DR5v2:n3mTurquoise2 RPS5A*_*pro*_*:mD2-ntdTomato RPS5A*_*pro*_*:D2-n3Venus*) (Figure S3). We developed a method to image transverse cross-sections of fixated and cleared petioles and measured fluorescence in individual cell layers (Figures 3C and S3H). We found that the auxin concentration, as approximated by the mD2/D2 (R2D2) intensity ratio, increased in all abaxial cell layers within 3 h of FRtip and remained higher than WL throughout the measured 7 h interval, while there was little increase on the adaxial side (Figures 3D and 3E). When substituting FRtip with local IAA application on the leaf tip (IAAtip), we found increased R2D2 ratios after 3 h in both petiole sides. At later IAAtip treatment time points, the adaxial increase was lost and even changed into decreased R2D2 ratios in the adaxial endodermis and cortex, whereas the abaxial tissues continued to have an elevated R2D2 ratio.

### Auxin accumulation in the abaxial petiole via PINs

The petiole hyponasty response to FRtip requires intact auxin transport and is, therefore, reduced in the *pin3* single mutant and absent in the *pin3 pin4 pin7* triple mutant.^10^^,^^11^ Similarly, *pin3* and *pin3 pin4 pin7* mutants, respectively, showed reduced and absent hyponasty in response to IAAtip (Figure S4A). When we crossed C3PO to the *pin3 pin4 pin7* mutant background, we found that these mutations inhibited FRtip and IAAtip-induced abaxial R2D2 ratio increases (Figures 3F and 3G). In WL, the R2D2 ratio in *pin3 pin4 pin7* was relatively increased compared with wild type in the inner cell layers and reduced in the abaxial outer cortex and epidermis. We observed similar differences from wild type when regarding the auxin response, visualized by *DR5v2:mTurquoise2* (Figures S4B and S4C), implying that perturbed PIN function hampers auxin transport from the inner toward the outermost cell layers in the petiole. In contrast with the induction of the R2D2 ratio by FRtip and IAAtip in C3PO, there was no clear *DR5v2:mTurquoise2* intensity induction (Figures S4B and S4C). The lack of DR5v2 inducibility by IAAtip and FRtip likely indicates a poor sensitivity of this reporter in the petiole since we previously showed induction of auxin signaling using *DR5:Luciferase*,^11^ and our transcriptome analysis shows a pronounced auxin response upon FRtip (Figure 1). It is likely that activity of DR5v2 in the petiole is generally close to saturation, so that only large reductions in auxin signaling, such as following from the *pin3 pin4 pin7* triple mutations, affect the DR5v2 signal in petiole tissue.

Given the prominent effect of *pin* mutations on hyponasty (Figure S4A), the abaxial auxin accumulation in response to IAAtip and FRtip (Figure 3G), and the established regulation of PIN3 localization by supplemental FR in seedlings,^20^ we studied PIN3 localization and abundance in the petiole base using *PIN3*_*pro*_*:PIN3-GFP*. Since the fixation and clearing protocols used for the nuclear C3PO reporter did not work for PIN3-GFP, we used hand-made longitudinal sections in live tissue. In the petiole base endodermis, PIN3--GFP was significantly enriched on the abaxial side compared with the adaxial side and this asymmetry strengthens in IAAtip (Figures 3H and 3I). Taken together, this implies that PIN-dependent auxin transport directs tip-derived auxin to the abaxial petiole to stimulate abaxial cell elongation and petiole hyponasty upon neighbor detection in the leaf tip. Indeed, PIN3-driven auxin accumulation stimulates cell elongation responses to light, such as phototropic bending^21^ and unidirectional hypocotyl elongation in shade.^17^^,^^20^

### Auxin-mediated hyponasty acts via ARF and PIF transcription factors

Upon arrival in target tissue, auxin can stimulate growth by activating target gene expression via AUXIN RESPONSE FACTOR (ARF) transcription factors.^22^ Mutant phenotyping revealed that higher order mutant combinations of *ARF6*, *ARF7* (*NON-PHOTOTROPIC HYPOCOTYL 4*, *NPH4*), and *ARF8*, which were previously described to collectively regulate hypocotyl elongation responses,^23^ reduce the hyponastic response to tip-derived auxin (Figure 4A). ARF6 is a member of the BAP/D module, in which the transcription factors BZR1, ARF6, and PIF4 stimulate cell growth by reinforcing each other’s activity while all being repressed by DELLAs.^24^ PIF4, PIF5, and PIF7 together regulate FR-induced hyponasty^11^ and mutation of *PIF4* and *PIF5* also reduced IAAtip-induced petiole hyponasty (Figure 4B). Loss of PIF7, in wild type or *pif4 pif5* background, however, had little to no effect on the responsiveness to IAAtip. We observed a similar pattern upon IAA application to the abaxial petiole (Figure 4C), confirming that the auxin response, and not auxin transport, is reduced in *pif4 pif5*, but not in *pif7*. Combined with our previous observation that FR-induced expression of *YUCCA* in the leaf tip is PIF7 dependent^11^ and the fact that PIF4 and PIF5 were previously shown to promote auxin sensitivity and response in hypocotyls,^15^^,^^25^ we conclude that PIF7 is required for YUCCA-mediated auxin biosynthesis in the leaf tip, while PIF4 and PIF5 promote the auxin response in the petiole.

**Figure 4:**
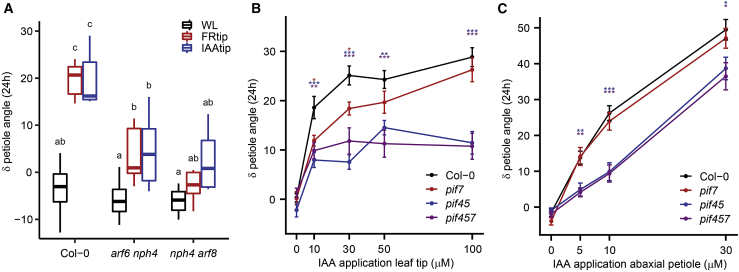
Leaf-tip-derived auxin stimulates petiole hyponasty through PIFs and ARFs (A) Petiole angle change after 24-h WL, FRtip, or IAAtip treatment in Col-0, *arf6 nph4*, and *nph4 arf8* (n = 7, different letters indicate significant differences, Tukey HSD p < 0.05). (B and C) Petiole angle change after 24 h in Col-0, *pif7*, *pif4 pif5* (*pif45*) and *pif4 pif5 pif7* (*pif457*) treated with different IAA concentrations or mock to the leaf tip (B) and abaxial petiole (C) (n = 14, colored asterisks represent significant genotype effect compared with Col-0, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-sided t test, data represent mean ± SEM). In FRtip, the R/FR is locally reduced from 2.0 to 0.05.

### Gibberellin as a downstream target of auxin signaling

The growth-repressing BAP/D module members, the DELLA proteins, are degraded through GA signaling.^26^ Our transcriptome analysis reveals enrichment for GA biosynthesis and signaling, specifically in the abaxial petiole (Figures 1F and 2), where expression of *GA20OX1* and *GA20OX2* was induced (Figure S2B). This seems to be a response to tip-derived auxin as similar asymmetric induction of *GA20OX2* was found in IAAtip (Figure 5A).

**Figure 5:**
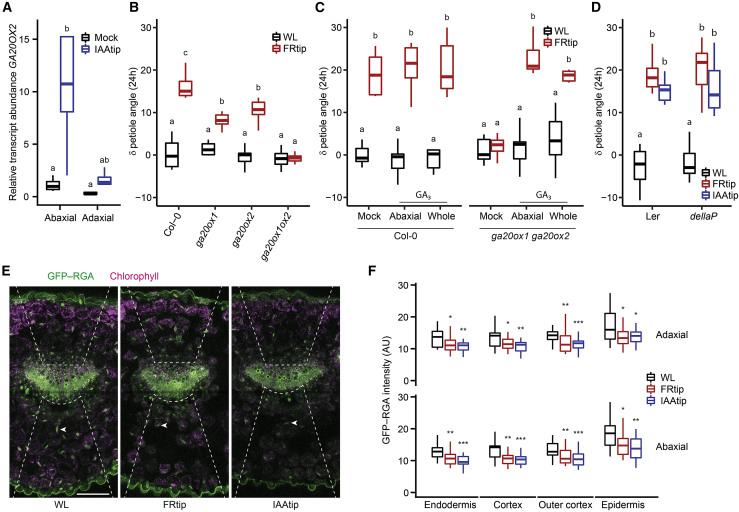
Gibberellin signaling facilitates the petiole hyponasty response to leaf tip-derived auxin (A) Relative *GA20OX2* transcript abundance in the abaxial and adaxial petiole after 2-h mock and IAAtip treatments, compared with the abaxial petiole in mock (n = 4 biological replicates from 8 plants each, different letters indicate significant differences, Tukey HSD p < 0.05). (B) Petiole angle change after 24 h light treatment in Col-0, *ga20ox1*, *ga20ox2*, and *ga20ox1 ga20ox2* (*ga20ox1ox2*) (n = 9, different letters indicate significant differences, Tukey HSD p < 0.05). (C) Petiole angle change after 24 h light treatment combined with 50 μM GA_3_ or mock application to the abaxial or whole (abaxial and adaxial) petiole in Col-0 and *ga20ox1 ga20ox2* (n = 7, different letters indicate significant differences, Tukey HSD p < 0.05). (D) Petiole angle change after 24-h WL, FRtip, or IAAtip treatment in L*er* and *dellaP* (n = 7, different letters indicate significant differences, Tukey HSD p < 0.05). (E and F) Representative images (E) and quantification (F) of *RGA*_*pro*_*:GFP-RGA* fluorescence in the petiole base. Plants were treated for 7 h with mock, FRtip, or IAAtip (n > 20, asterisks represent significant treatment effect compared with WL, ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, two-sided t test). Scale bar in (E) represents 100 μm; dashed lines indicate the abaxial and adaxial regions where nuclear GFP signal was quantified, arrowheads point out an individual nucleus in the abaxial cortex in each image. In FRtip, the R/FR is locally reduced from 2.0 to 0.05. See also Figure S5 and Table S1.

Mutant analysis revealed reduced hyponastic responses to FRtip in *ga20ox1* and *ga20ox2* mutants, and completely absent petiole hyponasty in *ga20ox1 ga20ox2* double mutants (Figure 5B). When we applied GA to either the abaxial petiole or both petiole sides, FRtip-induced hyponasty was restored in *ga20ox1 ga20ox2* (Figure 5C). Consistently, paclobutrazol (PAC) pre-treatment, which blocks GA biosynthesis, also inhibited FRtip-induced hyponasty that could be rescued by exogenous petiole GA application (Figure S5A). In addition, we observed petiole hyponasty when we applied GA to the leaf tip (GAtip) without additional FR in both wild type and *ga20ox1 ga20ox2* (Figure S5B). GAtip also rescued petiole elongation to wild-type levels in *ga20ox1 ga20ox2* (Figure S5C). Petiole hyponasty was not observed when GA was applied directly to the abaxial petiole (Figure 5C), suggesting that GAtip might generate another signal to induce hyponasty. As GA presence leads to DELLA degradation, DELLA proteins repress PIFs and PIFs facilitate auxin synthesis by enhancing *YUCCA* expression, we analyzed whether GAtip-induced auxin signaling. Using the previously employed *DR5:Luciferase* reporter,^11^ we found that GAtip indeed mildly induced auxin signaling in the leaf tip (Figure S5D). In addition, transcript levels of *YUC9*, but not *YUC2*, *YUC5*, or *YUC8* were induced by GAtip treatment in the leaf tip (Figure S5E) and *yuc2 yuc5 yuc8 yuc9* had a reduced hyponastic response to GAtip (Figure S5F). These data together suggest that GAtip-induced hyponasty could at least partially act via induction of auxin synthesis in the leaf tip.

Next, we tested the global (pentuple) DELLA knockout mutant *dellaP*. Although leaf angles were constitutively high in *dellaP*, FRtip and IAAtip still induced further petiole hyponasty, resulting in nearly vertical leaves (Figures 5D and S5G). When we studied DELLA abundance using the DELLA reporter *RGA*_*pro*_*:GFP-RGA* that was previously shown to be GA-sensitive in low R:FR, we observed clear RGA degradation in both petiole sides upon FRtip and IAAtip (Figures 5E and 5F), similar to the degradation caused by exogenous GA treatment (Figure S5H). These data together indicate that leaf-tip-derived auxin induces the expression of *GA20OX* GA synthesis genes in the petiole, presumably increasing GA levels required for auxin-induced hyponasty.

## Discussion

Here, we show that plants use directional auxin transport from the leaf tip toward the abaxial petiole to initiate petiole hyponasty upon neighbor detection in the leaf tip. Using transcriptome analyses, we reveal that phy signaling of FR light in the leaf tip induces a rapid auxin response in the abaxial petiole, that also stimulates expression of *GA20OX* GA biosynthesis genes (Figures 1, 2, and S3).

The directed auxin transport toward the abaxial petiole requires functional PIN auxin efflux proteins (Figures 3F, 3G, and S4), including PIN3. In WL control conditions PIN3 is more abundant in the abaxial than the adaxial petiole endodermis and this PIN3 asymmetry is enhanced in response to auxin application at the leaf tip (Figures 3H and 3I). The PIN3 asymmetry likely directs tip-derived auxin flow from the vasculature toward the abaxial petiole, thereby stimulating asymmetric growth and hyponasty (Figure 6). PIN4 and PIN7 localization dynamics may also contribute to directional auxin flow, potentially in other cell layers, as occurs in roots,^27^ but this was not investigated here. In seedlings, endodermal PIN3 asymmetry facilitates supplemental FR-light-induced hypocotyl elongation and blue light-mediated phototropism, both driven by cell expansion.^20^^,^^21^ Moreover, the petiole hyponastic response to elevated temperatures also involves PIN3 accumulation in the abaxial endodermis.^28^ Unlike these examples, which involve direct light or temperature treatment of the tissues where PIN3 asymmetries are installed, we show here that innate asymmetry helps respond to a remotely sensed FR signal. This innate PIN3 asymmetry may be caused by the standard levels of auxin itself under control conditions.^20^ Other putative factors that could orchestrate PIN3 asymmetry include signaling via leaf-polarity factors,^28^^,^^29^^,^^30^ asymmetric leaf and vasculature structure (Figure 3C), gravity,^31^ and even a light signaling gradient within the tissue.^32^

**Figure 6:**
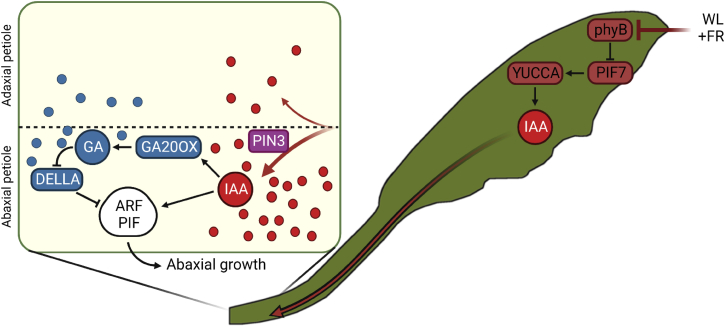
Proposed mechanism of how long-distance phytochrome signaling from tip to base orchestrates petiole hyponasty FR-enriched light reflected from neighbors is first detected at the outermost leaf tip. This induces local inactivation of phyB, followed by auxin synthesis via PIF7 and YUCCAs, of which gene expression is induced within 40 min of FRtip. Auxin is transported from the leaf tip to the petiole and directed toward the abaxial petiole by PINs. In the abaxial petiole, leaf-tip-derived auxin acts via ARFs and PIFs to promote local growth stimulation and likely stimulates gibberellin synthesis via *GA20OX* expression, leading to the breakdown of DELLAs in the petiole. DELLA inactivation would then release repression of the auxin-activated growth-promoting ARF-PIF transcription factor module. The asymmetric auxin distribution and signaling ensures that the cell growth is limited to the abaxial petiole which results in adaptive petiole hyponasty. Round shapes represent auxin (IAA, red) and gibberellin (GA, blue).

An earlier study on ethylene-induced hyponasty combined computational modeling and experiments to show that modest epidermal cell elongation in the proximal petiole, similar to what we observed here (Figure 1B), is more than sufficient to induce strong hyponasty.^12^ We, therefore, propose that auxin-mediated cell elongation in the abaxial proximal petiole promotes hyponasty.

As shown in Figures 3D–3G, auxin accumulates in all abaxial cell layers upon FR treatment, but whether it also actively regulates cell growth in all these cell layers remains unclear. Likewise, GA-dependent DELLA degradation also occurs in all these cell layers upon FR treatment (Figures 5E and 5F). In seedlings, it was shown that epidermal cell elongation is required for auxin-induced hypocotyl elongation.^33^ Similarly, inhibiting auxin signaling in the petiole epidermis represses low R/FR-induced hyponasty.^10^ We hypothesize that, as FRtip induces cell elongation in the abaxial petiole epidermis (Figure 1B), FRtip increases vascular auxin flow, which is directed to the abaxial petiole epidermis via asymmetrically localized endodermal PIN3. Although auxin may also promote cortex cell growth, the increased auxin signal in cortex cells might simply indicate that the cortex is a transit zone for auxin going from endodermis to epidermis.

Upregulation of *GA20OX* expression during shade and auxin-induced growth was previously shown.^34^^,^^35^ However, it was not known that these genes are also responsive to remote FR or auxin signaling. We observed that tip-derived auxin stimulates expression of the GA biosynthesis genes *GA20OX1* and *GA20OX2* in the growing abaxial petiole (Figures 5A and S2B). The resulting elevated GA levels would then enhance degradation of the DELLA protein RGA (Figures 5E and 5F), preventing DELLA-mediated inhibition of various growth-promoting transcription factors, including PIFs.^36^^,^^37^ In contrast to the specifically abaxial auxin accumulation and *GA20OX* expression, RGA degradation occurred on both petiole sides in FRtip (Figures 5E and 5F), suggesting abaxial-adaxial GA transport resulting in non-differential GA signaling in the petiole. When we applied GA to both petiole sides in GA-deficient *ga20ox1 ga20ox2* mutants, we found that the hyponastic response to FRtip was similarly rescued compared with when GA was applied only abaxially, and that GA application to the petiole in WL did not affect petiole angles (Figure 5C). We therefore propose that GA abundance and subsequent DELLA degradation in the petiole are required to allow for petiole cell growth, while abaxial auxin accumulation provides the directional cue that ensures differential petiole growth resulting in adaptive petiole hyponasty (Figure 6).

In contrast with *GA20OX1* and *GA20OX2*, *GA20OX3* was specifically induced in the leaf tip by FRtip. Our proposed mechanism for auxin-induced GA biosynthesis in the petiole via *GA20OX1* and *GA20OX2* does not exclude possible GA transport from the leaf tip toward the petiole to enhance petiole hyponasty. Indeed, when we applied GAtip in WL, this induced petiole hyponasty in both wild type and *ga20ox1 ga20ox2* (Figure S5B). As GA treatment of either the abaxial or the whole petiole fails to stimulate petiole hyponasty in WL (Figure 5C), we hypothesize that GAtip treatment locally degrades DELLAs, enhancing some PIF activity and auxin biosynthesis in the leaf tip. Indeed, we observed that GAtip stimulates auxin signaling and *YUC9* gene expression in the leaf tip (Figures S5D and S5E) and that GAtip-induced hyponasty was reduced in the *yuc2 yuc5 yuc8 yuc9* quadruple auxin biosynthesis mutant (Figure S5F). As *ga20ox1 ga20ox2* requires GA supplementation to the petiole to show petiole hyponasty in FRtip (Figure 5C), this suggests that exogenous GAtip is also transported toward the petiole. Combined tip-to-base transport of GA and GA-induced auxin would then allow for GAtip-induced hyponasty in *ga20ox1 ga20ox2*.

Using mutant analysis, we showed that ARF6, ARF7, and ARF8 as well as PIF4 and PIF5 are required for the petiole hyponasty response to tip-derived auxin (Figures 4A–4C). In addition, we found transcriptional activation of BR signaling in the petiole (Figures 1F and 2). This indicates that BAP/D module members are involved in auxin-mediated petiole hyponasty (Figure 6). Whether the specific members and interactions in the BAP/D module are the same in adult petioles as in hypocotyls^24^ remains to be studied.

Spatial separation of light signaling and shoot growth response were studied in seedlings in the past.^16^^,^^17^^,^^38^ However, the study system presented here provides an opportunity to study FR enrichment effects on distal, auxin-mediated growth without local light exposure of the responding organ. This will help further unravel the complex interactions between photoreceptors, the BAP/D module and other growth repressors and activators that plants use to optimize their growth to the environment.^39^ We conclude that upon neighbor detection, plants use carefully controlled long-distance auxin transport from the leaf tip to the abaxial petiole base to locally induce cell growth and adaptively raise their leaves in a process that requires GA biosynthesis and activity of PIF and ARF transcription factors.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Bacterial and virus strains**		

E.coli (DH5α)	N/A	N/A
A. tumefaciens (GV3101 pSOUP)	N/A	N/A

**Chemicals, peptides, and recombinant proteins**		

Indole-3-acetic acid	Duchefa	I0901
Gibberellic acid (GA_3_)	Duchefa	G0907
Paclobutrazol	Duchefa	P0922
Dental paste mixture	President	REF 60019949
SuperScript III Reverse Transcriptase	Thermo Fisher Scientific	18080093
Random hexamer primers	Thermo Fisher Scientific	N8080127
[^13^C_6_] Indole-3-acetic acid (^13^C-IAA) [3-[^13^C_6_] indolylacetic acid]	Oldchemim	Catalog number: 031 7333; CAS: 100849-36-3
D-Luciferin potassium salt	BioVision	7903
Calcofluor white	Sigma	F3543

**Critical commercial assays**		

RNeasy Mini Kit	QIAGEN	74104
RNase-Free DNase Set	QIAGEN	79254
SYBR Green Supermix	Bio-Rad	1725271

**Deposited data**		

RNA sequencing	GEO repository	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, accession number GSE218944
RNA sequencing Shiny application	Shiny	https://kupersetal.shinyapps.io/Shiny/

**Experimental models: Organisms/strains**		

*A. thaliana*: wild type Col-0	N/A	N/A
*A. thaliana*: wild type L*er*	N/A	N/A
*A. thaliana*: *ga20ox1-3*	Rieu et al.^40^	N/A
*A. thaliana*: *ga20ox2-1*	Rieu et al.^40^	N/A
*A. thaliana*: *ga20ox1-3 ga20ox2-1*	Rieu et al.^40^	N/A
*A. thaliana*: *arf6-2 nph4-1*	Reed et al.^23^	N/A
*A. thaliana*: *nph4-1 arf8-3*	Reed et al.^23^	N/A
*A. thaliana*: *pif4-101 pif5-1*	Lorrain et al.^41^	N/A
*A. thaliana*: *pif7-1*	Leivar et al.^42^	N/A
*A. thaliana*: *pif4-101 pif5-1 pif7-1*	de Wit et al.^43^	N/A
*A. thaliana*: *pin3-3*	Friml et al.^44^	N/A
*A. thaliana*: *pin3-3 pin4 pin7*	Willige et al.^45^	N/A
*A. thaliana*: *pin3-3 PIN3*_*pro*_*:PIN3–GFP*	Žádníkova et al.^46^	N/A
*A. thaliana*: C3PO	This study	N/A
*A. thaliana*: *pin3 pin4 pin7* C3PO	This study	N/A
*A. thaliana*: *DR5:Luciferase*	Moreno-Risueno et al.^47^	N/A
*A. thaliana*: *yuc2 yuc5 yuc8 yuc9*	Kohnen et al.^17^	N/A
*A. thaliana*: *dellaP*	Feng et al.^36^	N/A
*A. thaliana*: *RGA*_*pro*_*:GFP–RGA*	Silverstone et al.^48^	N/A

**Oligonucleotides**		

All oligonucleotides	This study	Table S1

**Recombinant DNA**		

*GIIM*_*pro*_*/DR5v2:n3mTurquoise2 RPS5A*_*pro*_*:mD2–ntdTomato RPS5A*_*pro*_*:D2–n3Venus*	This study	N/A
*GIIK*_*pro*_*/DR5v2:n3mTurquoise2*	This study	N/A

**Software and algorithms**		

Icy Image analysis software	de Chaumont et al.^49^	https://icy.bioimageanalysis.org/
Fiji (ImageJ 1.53k)	Schindelin et al.^50^	https://fiji.sc/
R	R Core Team	https://www.r-project.org/
RNA-seq quality control, read annotation and Read Normalization	Utrecht Sequencing Facility	https://github.com/UMCUGenetics/RNASeq
DEG analysis	This study	https://github.com/plant-environment-signaling/Arabidopsis_hyponasty_transcriptomes
GO analysis	This study	https://github.com/plant-environment-signaling/Arabidopsis_hyponasty_transcriptomes
ggplot2	R package, open-source	RRID: SCR_014601
cowplot	R package, open-source	RRID: SCR_018081
pheatmap	R package, open-source	RRID: SCR_016418
zoo	R package, open-source	https://cran.r-project.org/web/packages/zoo/index.html
Shiny	R package, open-source	RRID: SCR_001626
Adobe Illustrator	Adobe	N/A
Zen microscopy software	Zeiss	N/A
ViiA 7 Software	Thermo Fisher Scientific	N/A

**Other**		

Magwell 96 well magnetic separator	Edge Biosystems	57624
Streptavadin Magnetic Beads	New England Biolabs	S1420S
0.45 μm Minisart SRP4 filter	Phenomenex	AF0-3102-52
Xevo TQ-S tandem quadrupole mass spectrometer	Waters	N/A
VT1000S Vibratome	Leica Biosystems	1404723512
Coverslip container	Lab-Tek	16210671
LSM880 Airyscan confocal microscope	Zeiss	N/A
LSM700 confocal microscope	Zeiss	N/A
SP5II confocal microscope	Leica	N/A
FR LEDs for FRtip	EPITEX	L730-06AU
FR LEDs for FRwhole	Philips	Green-Power 730 nm
Potting soil	Primasta	N/A

### Resource availability

#### Lead contact

Further information and request for resources and reagents should be directed to and will be fulfilled by the lead contact, Ronald Pierik ().

#### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

### Experimental model and subject details

#### Plant materials and growth conditions

All experiments in this study were performed using *Arabidopsis thaliana*. The used *Arabidopsis* lines are listed in the key resources table. For all experiments, 28 days old plants were selected based on homogeneous development and the presence of a ∼5 mm petiole on the 5^th^ youngest leaf which would be used in the experiment. For genotypes with reduced petiole length, a leaf of similar developmental stage was selected. Seeds were sown on Primasta soil or gas sterilized and sown on ½ MS 0.8 % Plant agar plates. Seeds were cold stratified for three days before transfer to short day white light (WL) conditions light/dark 9 h/15 h, 20 °C, 70 % humidity, 130-150 μmol m^-2^ s^-1^ PAR. Around eight days after germination, individual seedlings were transplanted to 70 mL round pots containing Primasta soil.

During C3PO generation, seeds were surface sterilized, sown on ½ MS 0.8 % Daishin agar and cold stratified for 2 days before transfer to long day climate room conditions light/dark 16 h/8 h, 22 °C.

### Method details

#### Construction of the C3PO auxin reporter

The C3PO construct (*GIIM*_*pro*_*/DR5v2:n3mTurquoise2 RPS5A*_*pro*_*:mD2–ntdTomato RPS5A*_*pro*_*:D2–n3Venus*) was generated via inserting *DR5v2:n3mTurquoise2* into R2D2.^19^ *n3mTurquoise2* was generated by sequentially cloning the following three constructs, that were generated via PCR from plasmid template *pmTurquoise2-C1100*, into *GIIK*_*pro*_*/LIC_SwaI-LIC_HpaIv2-tNOS*: *mTurquoise2* coding sequence (CDS) with a stop codon, *mTurquoise2* CDS without stop codon and *NLS–mTurquoise2* without stop codon. The *n3mTurquoise2-tNOS* cassette was then excised via BamHI-XbaI double-digestion and inserted via conventional cloning into *GIIK*_*pro*_*/DR5v2:ntdTomato-tNOS*, after the *ntdTomato-tNOS* cassette had first been removed via BamHI-XbaI double-digestion, to generate *GIIK*_*pro*_*/DR5v2:n3mTurquoise2-tNOS*. An AscI restriction site was inserted into XbaI-digested *GIIK*_*pro*_*/DR5v2:n3mTurquoise2-tNOS* via conventional cloning before ligating *DR5v2:n3mTurquoise2-tNOS*, that was excised by Bsp120I-AscI double-digestion, with Bsp120I-AscI double-digested *GIIM*_*pro*_*/RPS5A*_*pro*_*:mD2–ntdTomato RPS5A*_*pro*_*:D2–n3Venus* to generate *GIIM*_*pro*_*/DR5v2:n3mTurquoise2 RPS5A*_*pro*_*:mD2–ntdTomato RPS5A*_*pro*_*:D2–n3Venus* that we named C3PO. C3PO was then introduced into *Arabidopsis* via floral dip and selected using methotrexate. *pin3 pin4 pin7* C3PO was generated by crossing C3PO to *pin3-3 pin4 pin7*. Primer sequences used for cloning are shown in Table S1.

#### Light and pharmacological treatments

For FRtip light treatment, WL was supplemented with FR using EPITEX L730-06AU FR LEDs. These FR LEDs had peak emission at 730 nm and locally reduced R/FR from ∼2.0 in WL to ∼0.05 in FRtip. For FR treatment to the whole plant (FRwhole), WL was supplemented with FR using Philips Green-Power LEDs that had peak emission at 730 nm and reduced R/FR from 2.0 to 0.05. For pharmacological treatments at the leaf tip, 5 μL solution was pipetted onto the leaf tip. Except for the IAA concentration series in Figures 4B and S4A, 30 μM IAA was provided for IAAtip treatments. Pharmacological solutions and mocks for leaf tip application contained DMSO for IAA (0.03-0.1 %) or EtOH for GA_3_ (0.05 %) as well as Tween-20 (0.1 %). For hormone application to the petiole, concentrated stocks were diluted in lanolin (95-97 % lanolin, 0.01-0.03 % DMSO for IAA, 0.05 % EtOH for GA_3_). The lanolin containing solutions were carefully applied to the petiole using a tooth pick. When hormones were applied to one side of the petiole, a mock solution was applied to the other side. Paclobutrazol (PAC) treatment was done ten and five days before the experiment started. On both days, 20 mL 100 μM PAC or mock (0.3 % EtOH) was provided to the soil of each individual pot. All experiments were started at 10:00 (ZT2).

#### Epidermal imprints and cell size measurements

Leaf material for epidermal imprints was harvested after 24 hours treatment. Dissected petioles were gently pressed into dental paste mixture to produce a leaf mold. After a few minutes of drying, a thin layer of transparent nail polish was applied onto the partially hardened dental paste before application of a second layer of dental paste on the adaxial side of the petiole. After solidification, the petiole sample was removed from the dental paste and a thin layer of transparent nail polish was brushed onto the imprint. The nail polish film was mounted on a microscopy slide and imaged on a brightfield microscope at 40x magnification. Images were digitally stitched together and abaxial and adaxial cell lengths were measured along the petiole in ICY software.^49^ Data was smoothened with a rolling average combining cell length data from up to 5 x-axis positions, depending on whether neighbouring datapoints were available (using the zoo package in R).

#### qRT-PCR and RNA-sequencing

For gene expression experiments, leaf tip and petiole material was harvested and snap frozen in liquid nitrogen and stored at -80 °C until further processing. The number of plants per replicate and number of replicates used in qRT-PCR experiments are indicated in the figure legends. RNA for qRT-PCR was isolated using the Qiagen RNeasy kit with on-column DNase treatment. cDNA was synthesized using SuperScript III Reverse Transcriptase and random hexamer primers (Thermo Fisher). qRT-PCR was performed on the ViiA7 platform (Thermo Fisher) in 384-well plates using a 5 μL total volume containing SYBR Green (Bio-Rad). Transcript abundance was compared to housekeeping genes *PEX4* and *RHIP1* and made relative to the abundance in a designated control condition (indicated in figure legends). Primer sequences used for qRT-PCR are shown in Table S1. For RNA-sequencing, we harvested material from 13 leaves per sample, for a total of four biological replicates. Poly-A mRNA was isolated and used for the preparation of barcoded cDNA libraries according to the BrAD-seq protocol.^51^ Libraries were sequenced on an Illumina NextSeq 500 platform at 1^∗^75bp read length yielding around 13 million reads per sample.

#### RNA-sequencing data analysis

After quality control, reads were annotated to the TAIR10 genome and read counts were normalized using DESeq2 (https://github.com/UMCUGenetics/RNASeq, https://github.com/UMCUGenetics/RNASeq#differential-expression-analysis). Genes that had an average of less than 1 annotated read per sample were removed. For the remaining 19663 genes, we calculated the mean read count as well as log_2_FC and p-value between treatments. Treatment-induced differentially expressed genes (DEGs) were identified per timepoint and per tissue when p < 0.01 and log_2_FC > 0.3 / < -0.3. For Figure S2, a log_2_FC cut-off of > 1 / < -1 was used (https://github.com/plant-environment-signaling/Arabidopsis_hyponasty_transcriptomes). For Figure 2, we used an ANOVA approach to find genes with a significant (p < 0.001) two-way interaction Treatment^∗^Tissue between the two petiole halves at timepoints 100 - 300 minutes. Principal coordinate analysis was performed on log_2_ transformed relative transcript abundance. Gene ontology (GO) enrichment analyses were performed using the hypergeometric test available in R (https://github.com/plant-environment-signaling/Arabidopsis_hyponasty_transcriptomes). GO terms are only shown when highly significantly enriched in one sample (-log_10_(q-value) > 25) or consistently significantly enriched in five or more samples (-log_10_(q-value) > 5).

#### IAA extraction and quantification by liquid chromatography-tandem mass spectrometry

For the extraction of IAA from *A. thaliana* petioles, ∼40 mg of snap-frozen leaf material was used per sample. Tissue was ground to a fine powder at -80°C using 3-mm stainless steel beads at 50 Hz for 2^∗^30 seconds in a tissue lyser. Ground samples were extracted with 1 mL of cold methanol containing [phenyl ^13^C_6_]-IAA (0.1 nmol/mL) as an internal standard as previously described.^52^ Samples were filtered through a 0.45 μm Minisart SRP4 filter and measured on the same day. IAA was analyzed on a Waters Xevo TQs tandem quadrupole mass spectrometer as previously described.^53^^,^^54^

#### DR5:Luciferase analysis

For *DR5:Luciferase* analysis, the treated leaves were dissected from the plant and sprayed with 2 mM D-luciferin potassium salt in 0.1 % Triton X-100. A Bio-Rad ChemiDoc with a 25-30 minute exposure time was used to image luciferase luminescence.

#### Confocal microscopy

For confocal microscopy in transverse petiole cross-sections leaves were harvested into 24-well plates containing 4 % paraformaldehyde in PBS (pH 6.8) with Tween-20 (0.05 %). After vacuum incubation for one hour, leaves were washed three times for two minutes in PBS and stored for up to 24 h in PBS. Next, leaves were dried and placed in an Eppendorf tube containing warm agarose (3.5 %) and transferred to ice to solidify the agarose. Solid agarose plugs were sectioned to 250 μm slices using a Leica VT1000S vibratome. The first two slices from the petiole base (∼0-500 μm) were discarded, and the next two (∼500-1000 μm) were moved to 24-well plates containing ClearSee medium^55^ and incubated for at least 7 days before microscopy. For Figure 3C, after the initial clearing, ClearSee was supplemented with Calcofluor white (0.01 %, 5 h), and rinsed afterwards with ClearSee. Longitudinal cross-sections for PIN3–GFP were made by hand, without prior fixation or clearing. Samples were directly placed with the cut edge onto a coverslip container (Lab-Tek) and immediately imaged. Sample drying was prevented by adding wet filter paper around the sample and covering the combination with a coverslip. Imaging in these longitudinal cross-sections took place in the same basal region of the petiole as was used for transverse imaging (∼500-1000 μm from the petiole base).

Confocal microscopy was largely performed on a Zeiss LSM880 system using a 25x glycerol objective. For C3PO we used the following lasers and filters; mTurquoise2 – 458 nm laser, 467-500 nm filter, Venus – 514 nm laser, 525-550 nm filter, tdTomato – 561 nm laser, 571-629 nm filter. For PIN3–GFP we used; GFP – 488 nm laser, 501-548 nm filter, chlorophyll – 561 nm laser, 651-704 nm filter. For GFP–RGA we used the following lasers and filters in Figure 5E and 5F; GFP – 488 nm laser, 510-525 nm filter, chlorophyll – 561 nm laser, 641-691 nm filter. For Figure S5H we used a Zeiss LSM700 system using a 20x air objective with the following lasers and filters; GFP – 488 nm laser, 490-555 nm filter, chlorophyll – 555 nm laser, 560 – 1000 nm filter.

For the development of C3PO, confocal microscopy on roots was performed on a Leica SP5II system using a 20x water-immersion objective with the following laser and filters; mTurquoise2 – 458 nm laser, 468-495 nm filter, Venus – 514 nm laser, 524-540 nm filter, tdTomato – 561 nm laser, 571-630 nm filter.

### Quantification and statistical analysis

#### Image quantification

For phenotyping experiments, petiole angle before treatment and after 24 hours was determined in Fiji^50^ using side photos. Measurements of signal intensity for luciferase and fluorescence microscopy were performed in Icy bioimage analysis software.^49^ Luciferase intensity was derived by measuring mean pixel intensity in a region of the leaf tip margin that was kept constant in size between samples. For quantification of nuclear fluorescent protein intensity, Z-stacks were generated and combined into maximum intensity projections and mean fluorescence intensity was measured per individual cell. For PIN3–GFP, mean fluorescence intensity was measured on all sides of the visible endodermal cells in a single representative Z-layer. Icy was also used to select representative microscopy images and adjust brightness and contrast for improved clarity. Image adjustments were performed identically between treatments.

#### Statistical analyses and data visualisation

Specific details on statistical analyses and sample sizes can be found in the figure legends. In multi-comparison analyses, we performed multi-factorial ANOVA with Tukey’s HSD post hoc correction. Elsewhere, we used two-sided t-test with p < 0.05 cut-off. Graphs and heatmaps were prepared in R using the packages pheatmap, ggplot2 and cowplot and finetuned in Adobe Illustrator. The schematic model of signaling in Figure 6 was made in BioRender.

### Additional resources

We generated a Shiny application that can be used to easily determine the expression pattern of a gene of interest in our dataset using its unique Arabidopsis Gene Identifier (AGI): https://kupersetal.shinyapps.io/Shiny/.

## Data Availability

• RNA-seq data generated in the current study have been deposited at GEO: GSE218944 and are publicly available as of the date of publication. • All original code has been deposited at [https://github.com/plant-environment-signaling/Arabidopsis_hyponasty_transcriptomes] and is publicly available as of the date of publication. DOIs are listed in the key resources table. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Local light signaling at the leaf tip drives remote differential petiole growth through auxin-gibberellin dynamics
**Source:** Curr Biol. 2023 Jan 9;33(1):75–85.e5. doi: 10.1016/j.cub.2022.11.045
**Supplement:** Document S1. Figures S1–S5 and Table S1

**Current Biology, Volume 33**

## **Supplemental Information**

**Local light signaling at the leaf tip drives  
remote differential petiole growth  
through auxin-gibberellin dynamics**

**Jesse J. Küpers, Basten L. Snoek, Lisa Oskam, Chrysoula K. Pantazopoulou, Sanne E.A. Matton, Emilie Reinen, Che-Yang Liao, Eline D.C. Eggermont, Harold Weekamp, Muthanna Biddanda-Devaiah, Wouter Kohlen, Dolf Weijers, and Ronald Pierik**

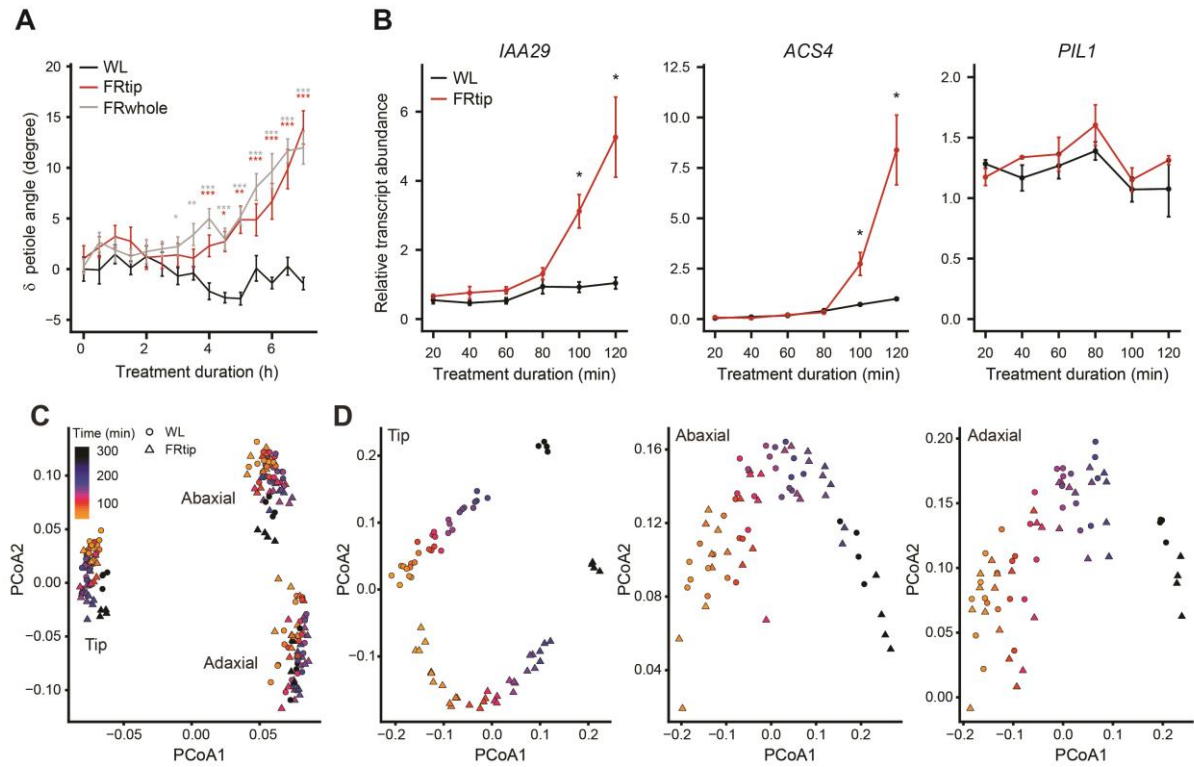

**Figure S1. Design criteria and principal coordinate analysis of RNA-sequencing experiment, Related to Figure 1**

(A) Petiole angle dynamics during the first 7 h of WL, FRtip and FR treatment to the whole plant (FRwhole). Petiole angle change is calculated relative to WL 0h treatment. ( $n = 10$ , coloured asterisks represent significant treatment effect compared to WL, \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , \*\*\*:  $p < 0.001$ , two-sided t-test per timepoint, data represent mean  $\pm$  SEM). (B) Relative transcript abundance in the petiole base of the auxin response marker genes *IAA29* and *ACS4* and the shade marker gene *PIL1* during the first 2h of WL and FRtip. Transcript abundance is calculated relative to 120 min WL. ( $n = 2$  (20 & 40 minutes),  $n = 4$  (60 – 120 minutes), material harvested from 7 plants per sample, \*:  $p < 0.05$ , two-sided t-test per timepoint, data represent mean  $\pm$  SEM). (C & D) Principal coordinate analysis on variation of DEseq2-normalized read count abundance on all samples (C) and separately per tissue (D). Each datapoint represents an individual sample from the leaf tip, abaxial or adaxial petiole and exposed to either WL or WL + FRtip, for 40 to 300 minutes. In FRtip treatment, the R/FR is locally reduced from 2.0 to 0.05. In FRwhole treatment, the R/FR is reduced from 2.0 to 0.05. See also Table S1.

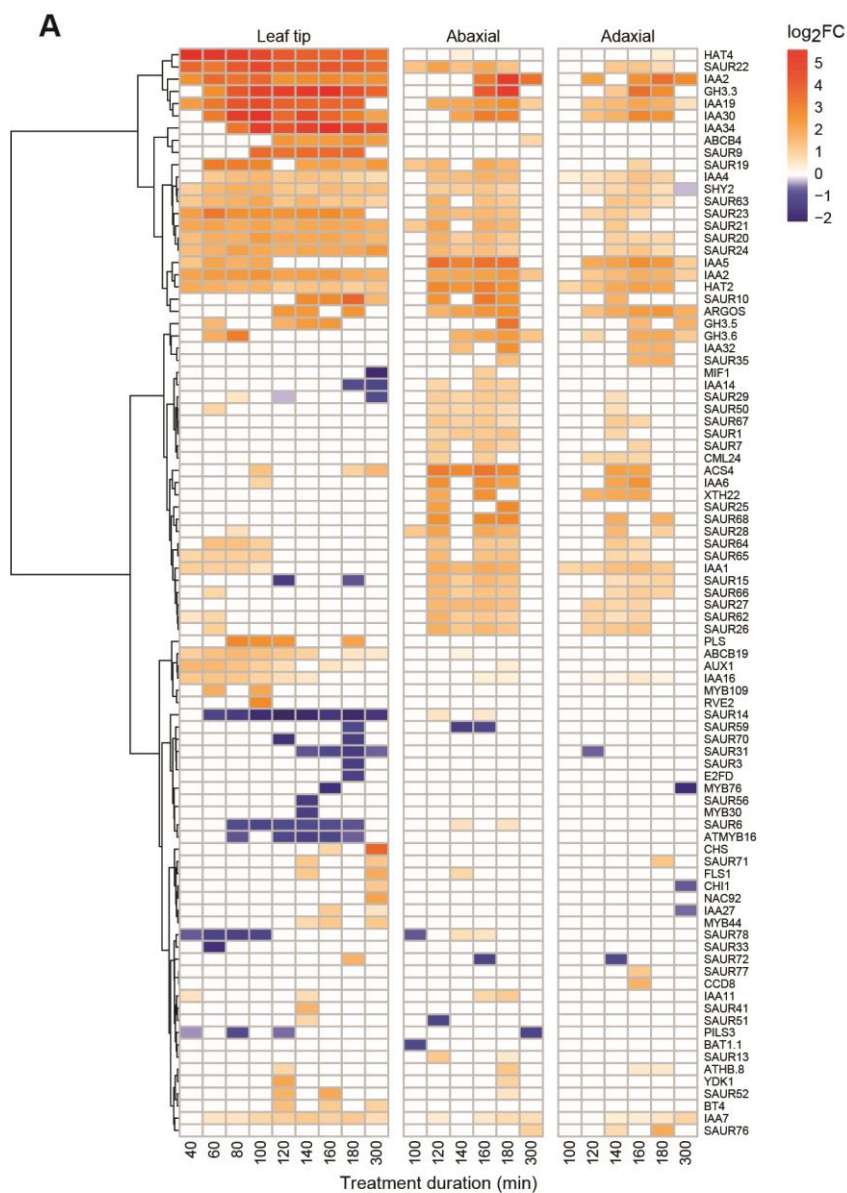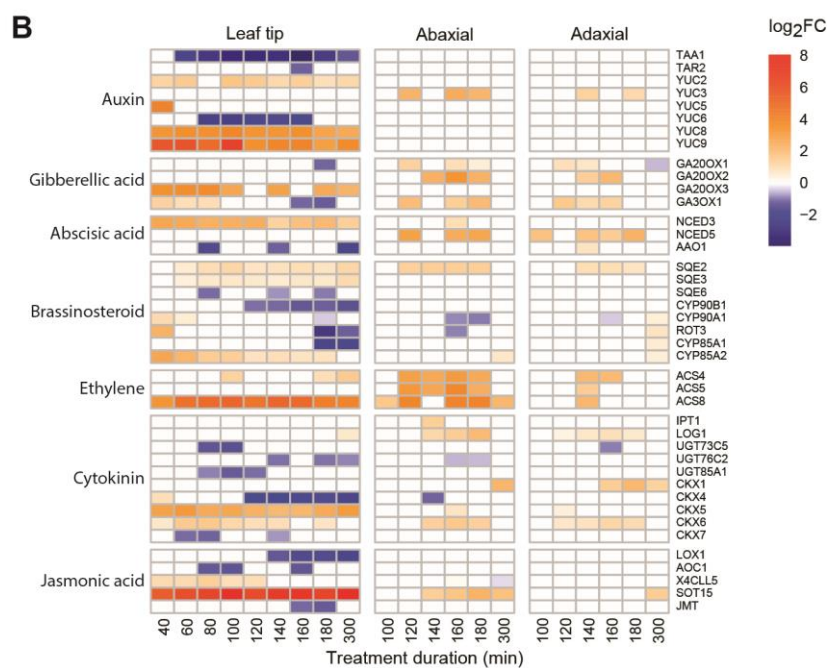

**Figure S2. Neighbour detection at the leaf tip induces tissue-specific auxin response and hormone biosynthesis, Related to Figure 1**  
(A) Clustered heatmap showing  $\log_2FC$  in FRtip compared to WL of genes in the GO category "GO:0009733 response to auxin" calculated per timepoint and per tissue. (B) Heatmap showing  $\log_2FC$  in FRtip compared to WL of genes involved in major hormone biosynthesis pathways calculated per timepoint and per tissue. In both heatmaps, only genes that have a significant treatment effect in at least one sample are shown ( $p < 0.01$ ,  $\log_2FC > 1$  /  $< -1$ ). In FRtip treatment, the R/FR is locally reduced from 2.0 to 0.05.

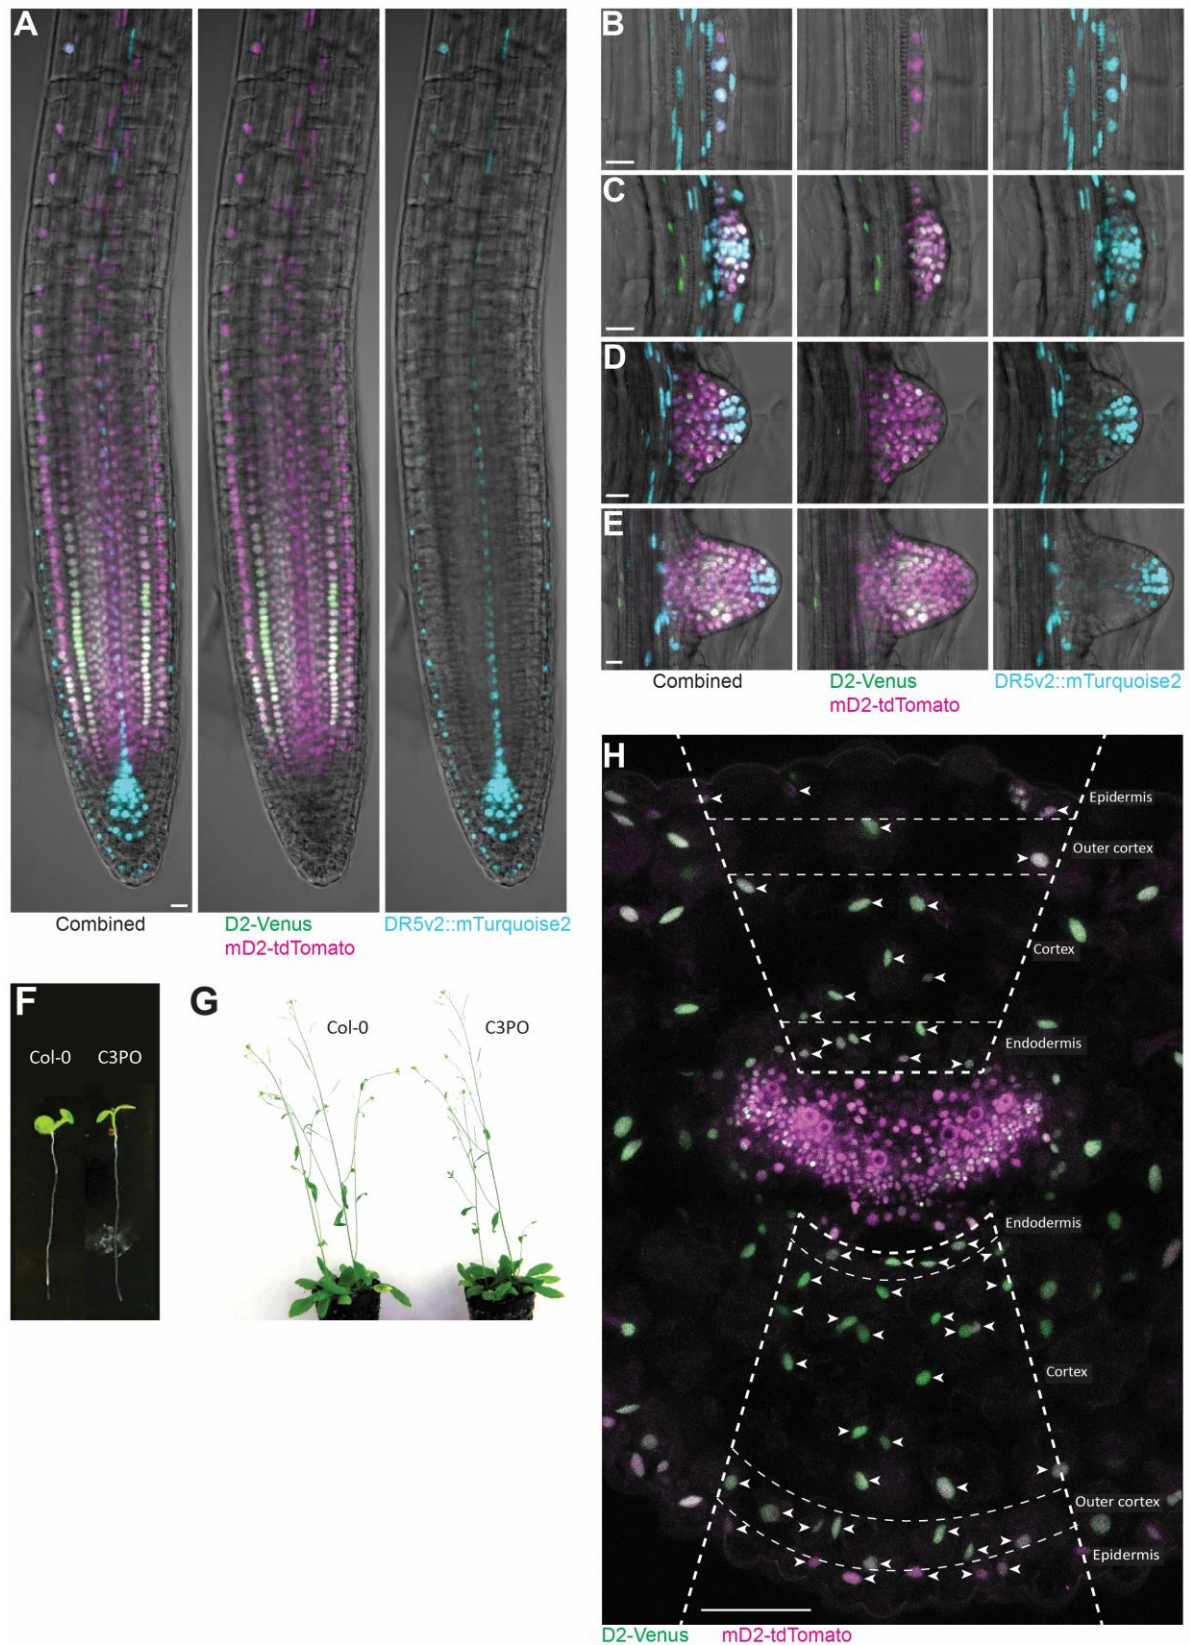

**Figure S3. Description of C3PO fluorescence patterns and intensity quantification, Related to Figure 3**

C3PO fluorescence patterns in the root tip (A), and lateral root primordium at stage I (B), stage IV (C), stage VI (D) and stage VIII (E) of 5 day old seedlings. (F & G) Plant phenotype of 6 day old seedling (F) and 35 day old flowering plant (G) of Col-0 and C3PO grown in 16 h/8 h light/dark conditions. (H) Close-up image of the transverse petiole cross-section of C3PO in WL (Figure 3D), showing D2-Venus and mD2-tdTomato fluorescence. Dashed lines indicate the region and cell types where C3PO fluorescence was imaged. Arrowheads indicate individual nuclei in which fluorescence intensity was quantified. Note that in the adaxial epidermis, stomatal fluorescence was not measured. Scale bars represent 10  $\mu$ m in A – E and 100  $\mu$ m in H. See also Table S1.

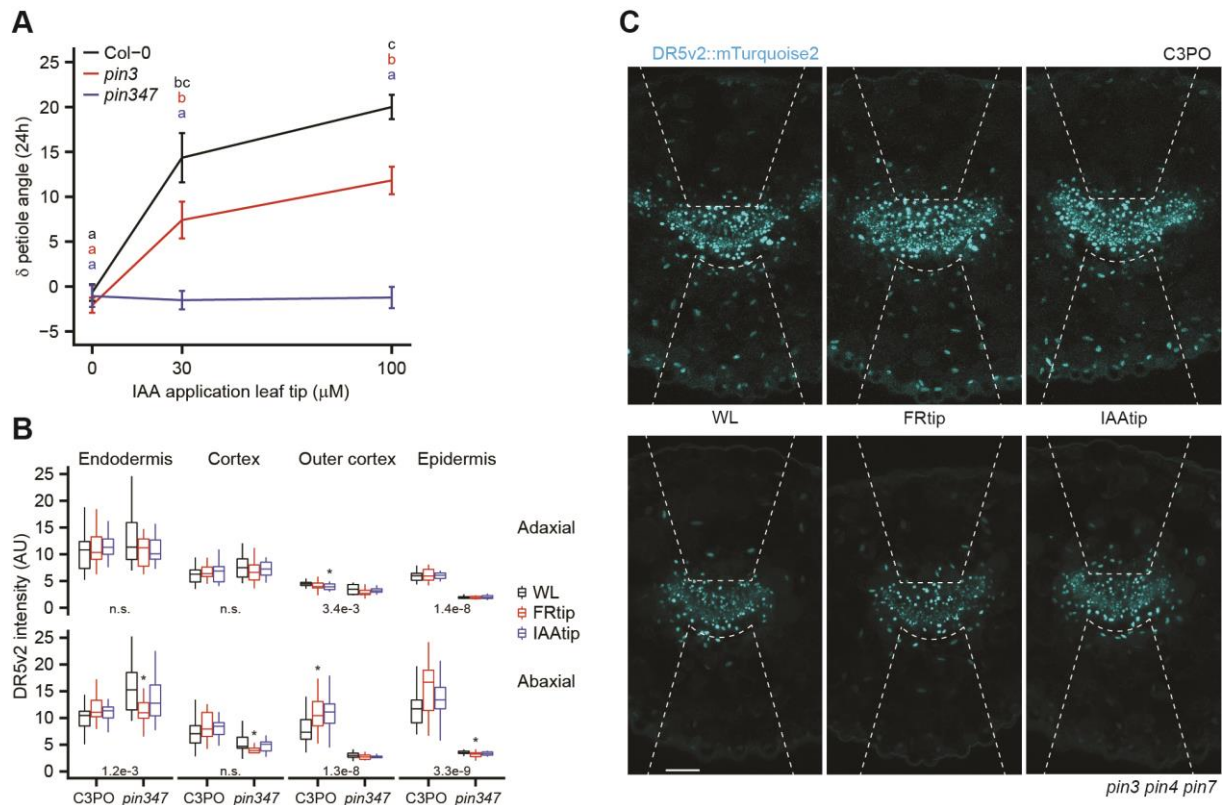

**Figure S4. PIN auxin transporters are required for auxin signalling in the petiole and the hyponastic response to leaf tip-derived auxin, Related to Figure 3**

(A) Petiole angle change after 24 h in Col-0, *pin3* and *pin3 pin4 pin7* (*pin347*) treated with different concentrations of IAA or mock to the leaf tip. ( $n = 10$ , different letters indicate significant differences with colours representing the corresponding genotype, Tukey HSD  $p < 0.05$ , data represent mean  $\pm$  SEM). Representative images (B) and quantification (C) of DR5v2::mTurquoise2 fluorescence in the petiole base in C3PO and *pin3 pin4 pin7* C3PO. Plants were treated for 7 h with mock, FRtip or IAAtip. ( $n = 15$ , asterisks indicate significant treatment effect compared to WL, \*:  $p < 0.05$ , two-sided t-test). Inset values represent p-value for genotype difference in WL calculated per cell layer, two-sided t-test). Data from the same experiment as shown in Figures 3F and 3G. Scale bar represents 100  $\mu$ m, dashed lines indicate the abaxial and adaxial regions where nuclear mTurquoise2 fluorescence was quantified. In FRtip treatment, the R/FR is locally reduced from 2.0 to 0.05.

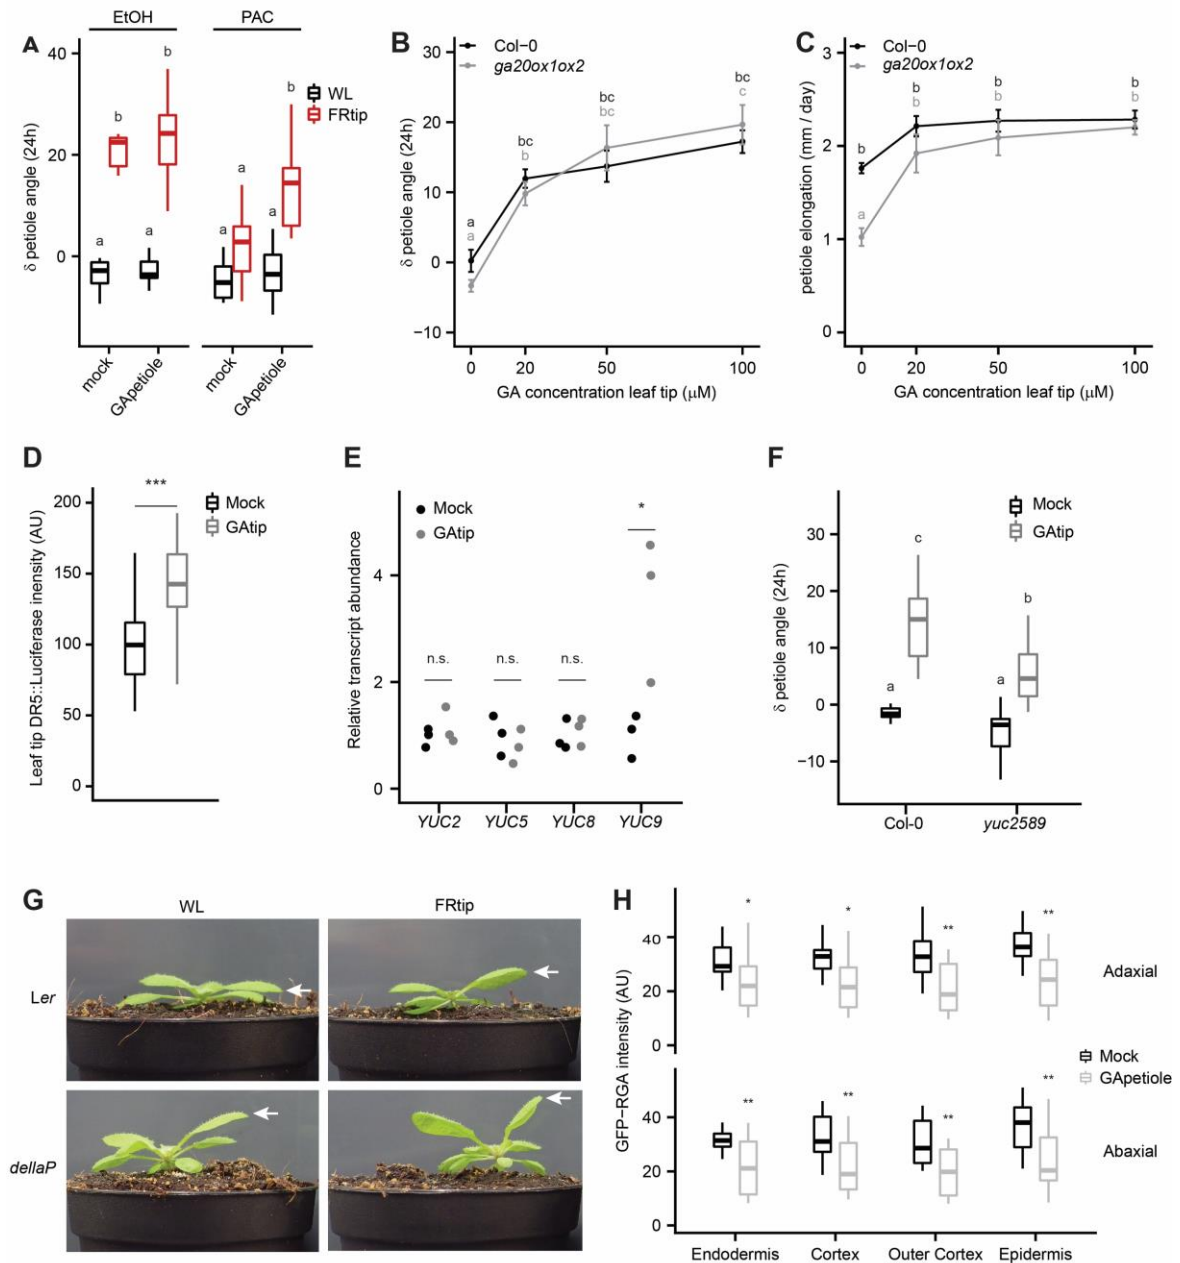

**Figure S5. Gibberellin signalling stimulates petiole hyponasty, Related to Figure 5**

(A) Petiole angle change after 24h in mock (EtOH) or PAC pre-treated Col-0 plants treated with WL or FRtip and mock or 50  $\mu$ M GA<sub>3</sub> to the abaxial petiole. (n = 7, different letters indicate significant differences, Tukey HSD  $p < 0.05$ ). (B & C) Petiole angle change (B) and petiole elongation (C) in Col-0 and *ga20ox1 ga20ox2* (*ga20ox1ox2*) after 24h mock or GA<sub>3</sub> treatment to the leaf tip in WL conditions. (n = 7, different letters indicate significant differences with colours representing the corresponding genotype, Tukey HSD  $p < 0.05$ , data represent mean  $\pm$  SEM). (D) DR5::Luciferase signal intensity in the leaf tip after 7h mock or 50  $\mu$ M GA<sub>3</sub> treatment to the leaf tip in WL conditions (n = 17, asterisks represent significant treatment effect \*\*\*:  $p < 0.001$ , two-sided t-test). (E) Relative transcript abundance normalised to mock of *YUC2*, *YUC5*, *YUC8* and *YUC9* in the leaf tip after 3.5h mock or 50  $\mu$ M GA<sub>3</sub> treatment to the leaf tip in WL conditions (n = 3, asterisk represents significant treatment effect \*:  $p < 0.05$ , two-sided t-test). (F) Petiole angle change in Col-0 and *yuc2 yuc5 yuc8 yuc9* (*yuc2589*) after 24h in mock or 50  $\mu$ M GA<sub>3</sub> to the leaf tip. (n = 16, different letters indicate significant differences, Tukey HSD  $p < 0.05$ ). (G) Representative images of *Ler* and *dellaP* after 24h in WL and FRtip. The leaves of interest are indicated with the arrows. (H) Quantification of GFP-RGA fluorescence in the petiole base after 7h mock or 50  $\mu$ M GA<sub>3</sub> treatment to the petiole. (n > 14, asterisks represent significant treatment effect compared to mock, \*:  $p < 0.05$ , \*\*:  $p < 0.01$ , two-sided t-test). In FRtip treatment, the R/FR is locally reduced from 2.0 to 0.05. See also Table S1.

| Primer set                  | Forward                                                            | Reverse                               | Purpose |
|-----------------------------|--------------------------------------------------------------------|---------------------------------------|---------|
| ACS4                        | GGAGCCACTTCCGCAAAC                                                 | GCTTGCTCGTAGGCTTCTTC                  | qPCR    |
| IAA29                       | AAGATGGATGGTGTGGCAAT                                               | GTCACCCTCTTCCCTTGGA                   | qPCR    |
| PIL1                        | AGACCACCTACGATGTTGCC                                               | TAGCATTTGTGGTGGTGCAT                  | qPCR    |
| GA200X2                     | AGTAGCTTCACCGGCAGATT                                               | ACGCCTAAACTTAAGCCCAGA                 | qPCR    |
| YUC2                        | TGGAAACTCCGGGATGGAAGT                                              | ACTTGAGCAGGCTCGTGGAT                  | qPCR    |
| YUC5                        | AAGTGGTCTCTGGCGCATC                                                | GAACAACCTTCTCCGCGTTT                  | qPCR    |
| YUC8                        | TGCGGTTGGGTTTACGAGGAAAG                                            | GCGTTTCGTGGGTTGTTTTG                  | qPCR    |
| YUC9                        | AGTCCGGCGAGAAATTCAGA                                               | AACCGAGCTTCTAACGACCA                  | qPCR    |
| RHIP1                       | ATTGGTGTCTGCTAGTCT                                                 | TAAAGCCGTCCTCTCAAGCA                  | qPCR    |
| PEX4                        | TGCAACCTCCTCAAGTTCGA                                               | TGAGTCGCAGTTAAGAGGACT                 | qPCR    |
| mTurquoise2 +<br>STOP       | TTTTGGATCCGGTGGTATGGT<br>GAGCAAGGGCGAGGA                           | TTTtagatctttacttGTACA<br>GCTCGTCCATGC | Cloning |
| mTurquoise2<br>non-STOP     | TTTTGGATCCGGTGGTATGGT<br>GAGCAAGGGCGAGGA                           | TTTtagatctcttGTACAGCT<br>CGTCCATGCC   | Cloning |
| NLS-mTurquoise2<br>non-STOP | TTTTGGATCCCATGGCTCCAA<br>AGAAGAAGAGAAAGGTCATG<br>GTGAGCAAGGGCGAGGA | TTTtagatctcttGTACAGCT<br>CGTCCATGCC   | Cloning |
| Additional Ascl             | CTAGATTAATTAAGACACAGG<br>CGCGCCT                                   | CTAGAGGCGCGCCTGTGTCT<br>TAATTAAT      | Cloning |

**Table S1. Primers used in this study, Related to Figures 5A, S1B, S3 and S5E**

# Supplementary material for: Local light signaling at the leaf tip drives remote differential petiole growth through auxin-gibberellin dynamics
**Source:** Curr Biol. 2023 Jan 9;33(1):75–85.e5. doi: 10.1016/j.cub.2022.11.045
**Supplement:** Document S2. Article plus supplemental information

# Current Biology

## Local light signaling at the leaf tip drives remote differential petiole growth through auxin-gibberellin dynamics

### Highlights

- Temporal transcriptome patterns in response to shade cues in leaf segments
- Tissue-specific quantification of auxin reporter in petioles
- Auxin and Gibberellin interactively regulate leaf movement
- Mechanisms underpinning physical separation of light signaling and response

### Authors

Jesse J. Küpers, Basten L. Snoek, Lisa Oskam, ..., Wouter Kohlen, Dolf Weijers, Ronald Pierik

### In brief

Küpers et al. identify how plant neighbor detection via light signals at the leaf tip, drives upward leaf movement. They show that the hormone auxin is transported from the leaf tip to the abaxial side of the base, where it promotes cell growth. These findings reveal how plants spatially distribute information of plant proximity.

## Article

## Local light signaling at the leaf tip drives remote differential petiole growth through auxin-gibberellin dynamics

Jesse J. Küpers,<sup>1,6</sup> Basten L. Snoek,<sup>2,5</sup> Lisa Oskam,<sup>1,5</sup> Chrysoula K. Pantazopoulou,<sup>1,5</sup> Sanne E.A. Matton,<sup>1</sup> Emilie Reinen,<sup>1,7</sup> Che-Yang Liao,<sup>1,3</sup> Eline D.C. Eggermont,<sup>1</sup> Harold Weekamp,<sup>1</sup> Muthanna Biddanda-Devaiah,<sup>1</sup> Wouter Kohlen,<sup>4</sup> Dolf Weijers,<sup>3</sup> and Ronald Pierik<sup>1,8,9,\*</sup>

<sup>5</sup>These authors contributed equally

<sup>8</sup>Twitter: @ronaldpierik

<https://doi.org/10.1016/j.cub.2022.11.045>

## SUMMARY

Although plants are immobile, many of their organs are flexible to move in response to environmental cues. In dense vegetation, plants detect neighbors through far-red light perception with their leaf tip. They respond remotely, with asymmetrical growth between the abaxial and adaxial sides of the leafstalk, the petiole. This results in upward movement that brings the leaf blades into better lit zones of the canopy. The plant hormone auxin is required for this response, but it is not understood how non-differential leaf tip-derived auxin can remotely regulate movement. Here, we show that remote signaling of far-red light promotes auxin accumulation in the abaxial petiole. This local auxin accumulation is facilitated by reinforcing an intrinsic directionality of the auxin transport protein PIN3 on the petiole endodermis, as visualized with a PIN3-GFP line. Using an auxin biosensor, we show that auxin accumulates in all cell layers from endodermis to epidermis in the abaxial petiole, upon far-red light signaling in the remote leaf tip. In the petiole, auxin elicits a response to both auxin itself as well as a second growth promoter; gibberellin. We show that this dual regulation is necessary for hyponastic leaf movement in response to light. Our data indicate that gibberellin is required to permit cell growth, whereas differential auxin accumulation determines which cells can grow. Our results reveal how plants can spatially relay information about neighbor proximity from their sensory leaf tips to the petiole base, thus driving adaptive growth.

## INTRODUCTION

In dense vegetation, plants adapt their growth to actively compete for light with their neighbors. However, light distribution in vegetation is heterogeneous, and different plant parts therefore receive different light intensities and density cues.<sup>1</sup> Plants use intricate signal transfer mechanisms between plant parts to respond adequately to this heterogeneous information,<sup>2–4</sup> but these mechanisms remain poorly understood. In *Arabidopsis*, adaptive shade avoidance responses include hypocotyl elongation in seedlings and petiole elongation and upward leaf movement (hyponasty) in adult plants.<sup>5</sup> Although evolutionarily adaptive, shade avoidance responses reduce productivity of dense monocultures.<sup>1,6,7</sup> To accurately evaluate the competitive threat in their environment, plants use phytochrome (phy) photoreceptors to monitor red (R) to far-R (FR) light ratio (R/FR).<sup>8</sup> In shade, the R/FR ratio decreases due to specific R light

absorption by leaves to power photosynthesis. However, even before actual shading occurs, reflected FR-enriched light from neighboring leaves reduces the R/FR and provides an early neighbor proximity signal that precedes light competition.<sup>9</sup> FR-enriched light induces tissue-specific growth responses in *Arabidopsis* leaves depending on the site of perception.<sup>10,11</sup> FR enrichment at the petiole locally stimulates petiole elongation while FR enrichment at the leaf tip (FRtip) induces petiole hyponasty. The spatial separation between FR-induced petiole elongation and hyponasty allows the plant to optimally adjust its growth to either self-shading or neighbor competition.<sup>11</sup> In FRtip-induced petiole hyponasty, there is spatial separation between the sensory leaf tip and the responding petiole base.<sup>10,11</sup> Moreover, petiole hyponasty requires differential cell elongation between the abaxial (bottom) and adaxial (top) petiole sides.<sup>12</sup> This hyponastic growth response thus provides a study system to unravel how remote light signaling regulates distal and

differential growth without local light signaling in the growing tissue. We previously established that FRtip-induced petiole hyponasty occurs via local phyB inactivation in the leaf tip, which activates the PHYTOCHROME INTERACTING FACTOR (PIF) bHLH transcription factors.<sup>10,11</sup> Active PIFs enhance the expression of *YUCCA* (*YUC*) genes that encode the YUC enzymes required for auxin biosynthesis.<sup>13–15</sup> The auxin that is produced in the leaf tip subsequently stimulates petiole hyponasty. A similar regulatory network also drives seedling hypocotyl elongation upon FR enrichment in the cotyledons.<sup>16,17</sup>

So far, it remained unclear how the auxin signal from the remote leaf tip directs differential growth and petiole hyponasty, if this involves the build-up of an auxin gradient, in which tissues this would occur, and if other messengers are involved. Using tissue-specific time series RNA sequencing, we show that neighbor detection in the leaf tip induces unique transcript profiles in the leaf tip, the abaxial petiole, and the adaxial petiole. Leaf-tip-derived auxin is specifically transported toward the abaxial petiole to locally enhance gene expression and ultimately cell elongation. Besides auxin, we identify roles for gibberellin (GA) and PIFs in the responding petiole and suggest petiole side-specific signaling via members of the growth-promoting BRASSINAZOLE RESISTANT 1 (BZR1)—AUXIN RESPONSE FACTOR 6 (ARF6)—PIF4/DELLA (BAP/D) transcription factor module. This study reveals how plants use targeted long-distance auxin signaling to adapt their growth to competitive environments.

## RESULTS

### Characterizing the kinetics and localization of FRtip-induced hyponasty and gene expression

Neighbor detection through FRtip induces visible petiole hyponasty ~4 h after the treatment starts, slightly slower than in whole-plant supplemental FR exposure (Figures 1A and S1A; Video S1). To identify the responding cells, we measured epidermal cell length along the hyponastic petiole after 24 h of treatment and found that FRtip specifically enhances epidermal cell elongation in the proximal two-thirds of the abaxial petiole (Figure 1B). Considering the previously identified important role of auxin in FRtip-induced hyponasty, we studied auxin-responsive gene expression in the petiole upon FRtip. Indeed, the auxin-responsive *IAA29* and *ACS4* transcripts were induced in the proximal petiole within 100 min of FRtip while the shade marker transcript *PIL1* was unaffected in the non-FR-exposed petiole (Figure S1B). To better understand the spatial regulation of differential gene expression and petiole growth by FR signaling in the leaf tip, we separately harvested the leaf tip and the separated abaxial and adaxial sides of the responding proximal two-thirds of the petiole in white light (WL) and FRtip (Figure 1C). To capture early transcriptional responses, we harvested at 20 min intervals ranging from 60 min (40 min for the leaf tip) to 180 min of treatment as well as at a 300 min time point (Figure 1D).

### Neighbor detection at the leaf tip induces local and remote, tissue-specific transcriptome changes

Reads were annotated to the TAIR10 genome and DESeq2-normalized read counts<sup>18</sup> were used for principal coordinate

analysis (PCoA) between all samples. We found clear PCoA separation between samples for time point and tissue type (Figure S1C). PCoA per tissue and differentially expressed gene (DEG) analysis per time point per tissue revealed consistent treatment effects in the leaf tip that only appeared at later time points in the petiole (Figures 1E and S1D; Data S1). To allow for quick analysis of individual transcripts, we made an easy-to-use Shiny application (<https://kuperet.al.shinyapps.io/Shiny/>) that provides the FRtip-induced log<sub>2</sub>FC and significance range per tissue per time point, and the mean read counts per sample upon entry of an AGI locus found in the transcriptome.

### Neighbor detection at the leaf tip induces tissue-specific hormone response and biosynthesis

Gene ontology (GO) analysis for biological processes on upregulated DEGs revealed early enrichment of auxin and light quality-related GO terms in the leaf tip followed by enrichment of abscisic acid (ABA)-related GO terms (Figure 1F). As expected, in the petiole, light quality-related GO terms were largely absent. Here, auxin response terms were enriched from 100 to 180 min but dampened toward 300 min. This temporal GO enrichment pattern was similar for growth, brassinosteroid (BR) and ethylene response as well as GA biosynthesis and response (Figure 1F). Similar to the leaf tip, there was an enrichment of ABA-related GO terms in the petiole after the auxin response GO terms had passed peak significance. The ubiquitous overrepresentation of auxin signaling was confirmed when we analyzed expression of all genes comprising the GO category GO:0009733 “response to auxin” (Figure S2A). Analysis of these genes revealed shared but also time- and tissue-specific expression of many auxin-responsive genes. For example, regarding *SMALL AUXIN UPREGULATED* (*SAUR*) transcripts, *SAUR19–24* were induced in all tissues, while *SAUR25–29* and *SAUR62–68* were predominantly induced in the petiole (Figure S2A).

As we found GO enrichment for several hormone-related processes, we investigated hormone biosynthesis gene expression (Figure S2B). Regarding auxin biosynthesis, expression of *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1* (*TAA1*) and *YUCCA 6* (*YUC6*) was repressed in the leaf tip while *YUC2*, *YUC5*, *YUC8*, and *YUC9* expression was induced. In contrast, *YUC3* expression was specifically induced in the petiole. Investigating GA biosynthesis, we found tissue-specific induction of *GA20 OXIDASE 1* (*GA20OX1*) and *GA20OX2* in the petiole and *GA20OX3* in the leaf tip. Downstream of *GA20OX* proteins, *GA3 OXIDASE 1* (*GA3OX1*) was induced in all tissues. Regarding ABA biosynthesis, we found induction of *NCED3* in the leaf tip while *NCED5* was induced in the petiole. Furthermore, we observed transcriptional regulation of genes involved in the biosynthesis of BR, ethylene, and other hormones (Figure S2B).

To better understand abaxial-adaxial transcript differences, we next identified genes showing differential response to FRtip between the two sides at 100–300 min of treatment (Figure 2). There were no genes with opposite regulation between the two sides, but we did observe consistently stronger transcript regulation in the abaxial petiole for both up- and downregulated DEGs (Figure 2A). The FRtip-upregulated

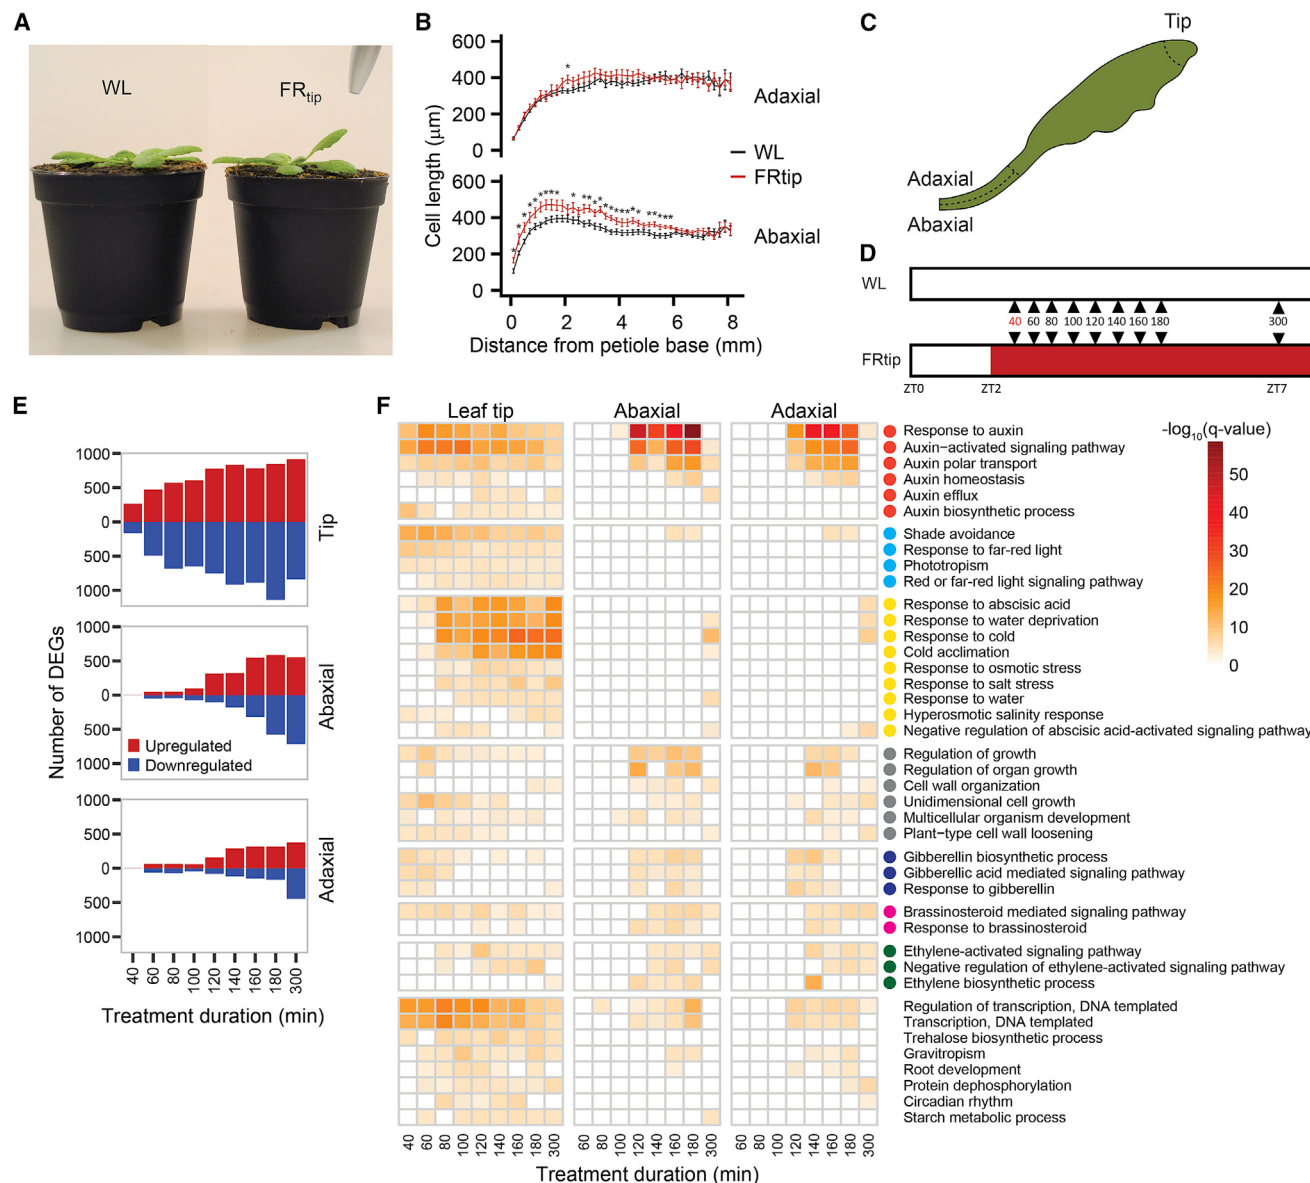

**Figure 1. Neighbor detection in the leaf tip induces petiole hyponasty and transcriptional reprogramming in the petiole**

(A) Adult Col-0 phenotype after 24-h light treatments.

(B) Epidermal cell length measured along the abaxial and adaxial petiole after 24 h light treatments (n = 12, WL; 15, FR<sub>tip</sub>, \*p < 0.05, two-sided t test, data represent mean ± SEM).

(C and D) Schematic representations of harvested material (C, dotted lines identify the harvested sections in leaf tip and petiole base) and harvest time points (D) for RNA sequencing. At the 40 min time point, only leaf tip material was analyzed.

(E) Number of DEGs in FR<sub>tip</sub> compared with WL, calculated per time point and per tissue. DEGs were called when p < 0.01 and  $\log_2FC > 0.3$  (upregulated; red) or  $\log_2FC < -0.3$  (downregulated; blue).

(F) Heatmap showing  $-\log_{10}(q\text{-value})$  of gene ontology (GO) terms identified per time point and per tissue based on upregulated DEGs defined in (E). Colored circles represent the following defined major biological processes: red, auxin distribution and signaling; cyan, light signaling; yellow, abscisic acid signaling; gray, cell and organ growth; blue, gibberellin biosynthesis and signaling; magenta, brassinosteroid signaling; green, ethylene biosynthesis and signaling. In FR<sub>tip</sub>, the R/FR is locally reduced from 2.0 to 0.05.

See also Figures S1 and S2, Video S1, and Data S1.

genes in this subset showed enrichment for biological processes related to auxin, growth, GA, BR, and ethylene (Figure 2B). As transcript regulation is strongest in the abaxial petiole in this comparison, this suggests that these processes are preferentially activated abaxially. In this analysis, the

transcripts with the lowest p values included many SAURs and other auxin-induced genes as well as GA20OX1 and GA20OX2 (Data S2). Abaxial-adaxial transcriptional differences were also found in WL and included many photosynthesis-associated genes (Data S3).

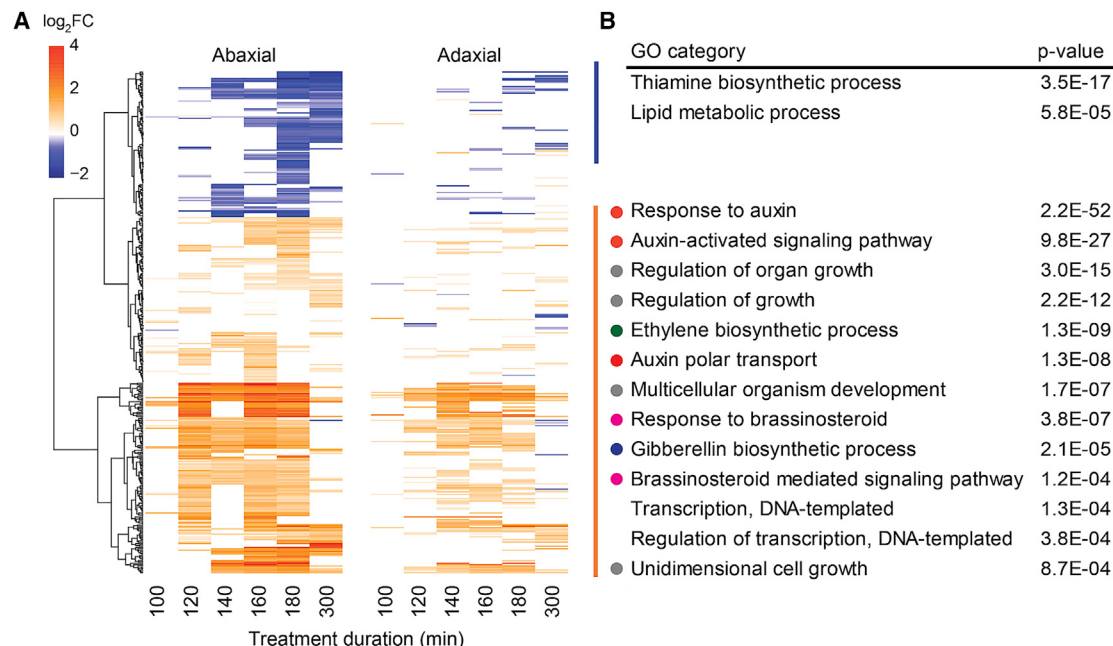

**Figure 2. Neighbor detection at the leaf tip induces unique abaxial and adaxial transcriptomes**

(A) Clustered heatmap showing  $\log_2FC$  in FRtip compared with WL of genes showing a different FRtip response between the two petiole sides at the indicated time points (ANOVA interaction tissue \* treatment  $p < 0.001$ ).

(B) Separate GO analysis based on the clusters of upregulated (orange-red) and downregulated (blue) genes identified in (A). p values indicate the enrichment significance of the associated GO category. Colored circles represent the following defined major biological processes: red, auxin distribution and signaling; gray, cell and organ growth; green, ethylene biosynthesis; magenta, brassinosteroid signaling; blue, gibberellin biosynthesis.

See also [Data S2](#) and [S3](#).

### Neighbor detection in the leaf tip leads to directed auxin transport toward the abaxial petiole

The enrichment for FRtip-induced auxin signaling in the transcriptome prompted us to quantify free levels of the auxin indole-3-acetic acid (IAA) in the three leaf sections. We found increased IAA concentrations in the leaf tip and abaxial petiole, but not in the adaxial petiole upon FRtip exposure (Figure 3A). To study whether such differential auxin concentrations are required for petiole hyponasty, we exogenously applied IAA to the abaxial or adaxial petiole (Figure 3B). We found that abaxial IAA application induces strong hyponasty, regardless of R/FR, whereas adaxial IAA application inhibited the hyponastic response to FRtip. These observations indicate that an auxin gradient, either installed endogenously or through external application, is necessary for leaf movement.

To achieve further spatiotemporal resolution, we visualized auxin distribution using the newly constructed C3PO fluorescent auxin reporter. C3PO conveniently combines the previously described R2D2 auxin concentration reporter and the DR5v2 auxin response reporter<sup>19</sup> into a single construct (*DR5v2:n3mTurquoise2 RPS5A<sub>pro</sub>:mD2-ntdTomato RPS5A<sub>pro</sub>:D2-n3Venus*) (Figure S3). We developed a method to image transverse cross-sections of fixated and cleared petioles and measured fluorescence in individual cell layers (Figures 3C and S3H). We found that the auxin concentration, as approximated by the mD2/D2 (R2D2) intensity ratio, increased in all abaxial cell layers within 3 h of FRtip and remained higher than WL throughout the measured 7 h interval, while there was little increase on the adaxial

side (Figures 3D and 3E). When substituting FRtip with local IAA application on the leaf tip (IAAtip), we found increased R2D2 ratios after 3 h in both petiole sides. At later IAAtip treatment time points, the adaxial increase was lost and even changed into decreased R2D2 ratios in the adaxial endodermis and cortex, whereas the abaxial tissues continued to have an elevated R2D2 ratio.

### Auxin accumulation in the abaxial petiole via PINs

The petiole hyponasty response to FRtip requires intact auxin transport and is, therefore, reduced in the *pin3* single mutant and absent in the *pin3 pin4 pin7* triple mutant.<sup>10,11</sup> Similarly, *pin3* and *pin3 pin4 pin7* mutants, respectively, showed reduced and absent hyponasty in response to IAAtip (Figure S4A). When we crossed C3PO to the *pin3 pin4 pin7* mutant background, we found that these mutations inhibited FRtip and IAAtip-induced abaxial R2D2 ratio increases (Figures 3F and 3G). In WL, the R2D2 ratio in *pin3 pin4 pin7* was relatively increased compared with wild type in the inner cell layers and reduced in the abaxial outer cortex and epidermis. We observed similar differences from wild type when regarding the auxin response, visualized by *DR5v2:mTurquoise2* (Figures S4B and S4C), implying that perturbed PIN function hampers auxin transport from the inner toward the outermost cell layers in the petiole. In contrast with the induction of the R2D2 ratio by FRtip and IAAtip in C3PO, there was no clear *DR5v2:mTurquoise2* intensity induction (Figures S4B and S4C). The lack of DR5v2 inducibility by IAAtip and FRtip likely indicates a poor sensitivity of this reporter in the petiole since we previously showed induction of auxin signaling

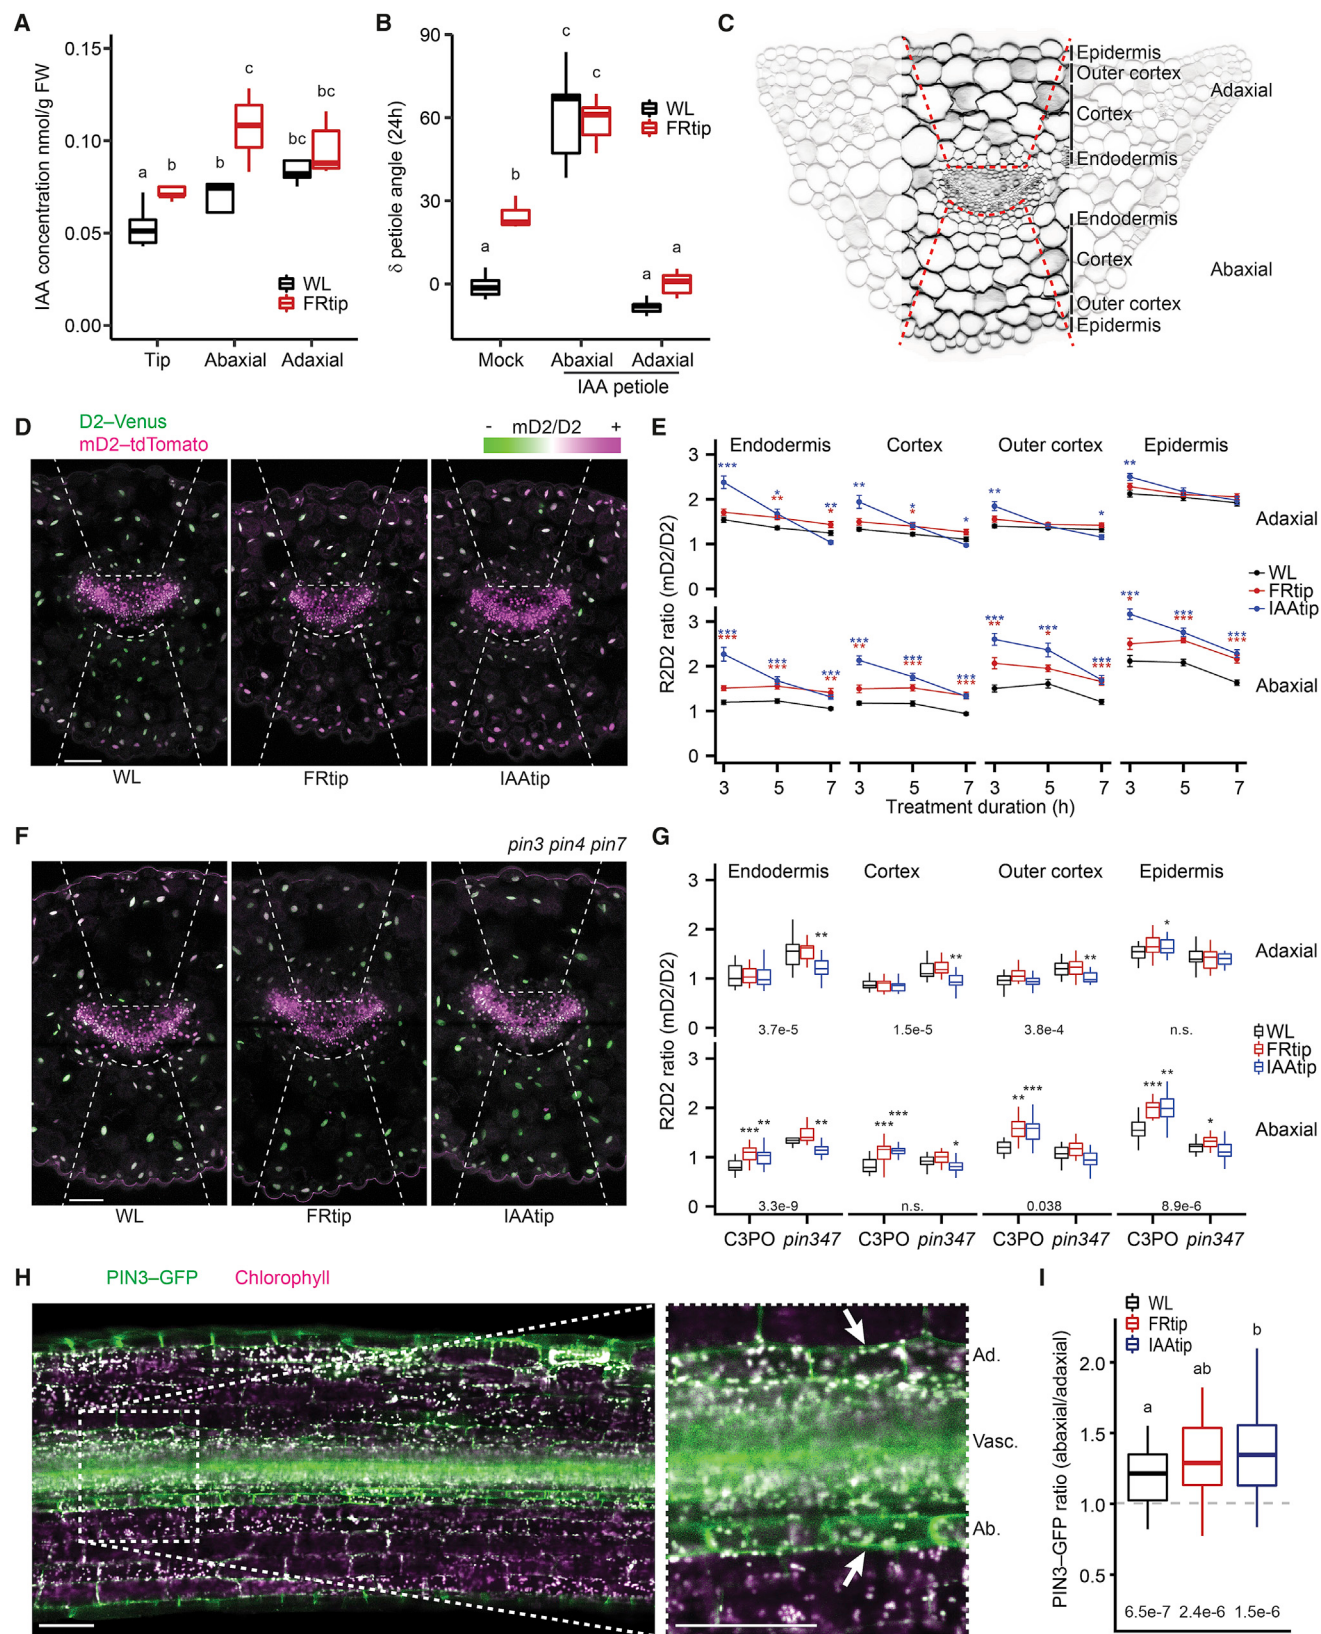

(legend on next page)

using *DR5:Luciferase*,<sup>11</sup> and our transcriptome analysis shows a pronounced auxin response upon FRtip (Figure 1). It is likely that activity of DR5v2 in the petiole is generally close to saturation, so that only large reductions in auxin signaling, such as following from the *pin3 pin4 pin7* triple mutations, affect the DR5v2 signal in petiole tissue.

Given the prominent effect of *pin* mutations on hyponasty (Figure S4A), the abaxial auxin accumulation in response to IAA-tip and FRtip (Figure 3G), and the established regulation of PIN3 localization by supplemental FR in seedlings,<sup>20</sup> we studied PIN3 localization and abundance in the petiole base using *PIN3<sub>pro</sub>:PIN3-GFP*. Since the fixation and clearing protocols used for the nuclear C3PO reporter did not work for PIN3-GFP, we used hand-made longitudinal sections in live tissue. In the petiole base endodermis, PIN3-GFP was significantly enriched on the abaxial side compared with the adaxial side and this asymmetry strengthens in IAAtip (Figures 3H and 3I). Taken together, this implies that PIN-dependent auxin transport directs tip-derived auxin to the abaxial petiole to stimulate abaxial cell elongation and petiole hyponasty upon neighbor detection in the leaf tip. Indeed, PIN3-driven auxin accumulation stimulates cell elongation responses to light, such as phototropic bending<sup>21</sup> and unidirectional hypocotyl elongation in shade.<sup>17,20</sup>

### Auxin-mediated hyponasty acts via ARF and PIF transcription factors

Upon arrival in target tissue, auxin can stimulate growth by activating target gene expression via AUXIN RESPONSE FACTOR (ARF) transcription factors.<sup>22</sup> Mutant phenotyping revealed that higher order mutant combinations of *ARF6*, *ARF7* (*NON-PHOTOTROPIC HYPOCOTYL 4*, *NPH4*), and *ARF8*, which were previously described to collectively regulate hypocotyl elongation responses,<sup>23</sup> reduce the hyponastic response to tip-derived auxin (Figure 4A). *ARF6* is a member of the BAP/D module, in which the transcription factors BZR1, *ARF6*, and *PIF4* stimulate cell growth by reinforcing each other's activity while all being repressed by DELLAs.<sup>24</sup> *PIF4*, *PIF5*, and *PIF7* together regulate FR-induced hyponasty<sup>11</sup> and mutation of *PIF4* and *PIF5* also reduced IAAtip-induced petiole hyponasty (Figure 4B). Loss of *PIF7*, in wild type or *pin4 pin5* background, however, had little to

no effect on the responsiveness to IAAtip. We observed a similar pattern upon IAA application to the abaxial petiole (Figure 4C), confirming that the auxin response, and not auxin transport, is reduced in *pin4 pin5*, but not in *pin7*. Combined with our previous observation that FR-induced expression of *YUCCA* in the leaf tip is PIF7 dependent<sup>11</sup> and the fact that PIF4 and PIF5 were previously shown to promote auxin sensitivity and response in hypocotyls,<sup>15,25</sup> we conclude that PIF7 is required for *YUCCA*-mediated auxin biosynthesis in the leaf tip, while PIF4 and PIF5 promote the auxin response in the petiole.

### Gibberellin as a downstream target of auxin signaling

The growth-repressing BAP/D module members, the DELLA proteins, are degraded through GA signaling.<sup>26</sup> Our transcriptome analysis reveals enrichment for GA biosynthesis and signaling, specifically in the abaxial petiole (Figures 1F and 2), where expression of *GA20OX1* and *GA20OX2* was induced (Figure S2B). This seems to be a response to tip-derived auxin as similar asymmetric induction of *GA20OX2* was found in IAAtip (Figure 5A).

Mutant analysis revealed reduced hyponastic responses to FRtip in *ga20ox1* and *ga20ox2* mutants, and completely absent petiole hyponasty in *ga20ox1 ga20ox2* double mutants (Figure 5B). When we applied GA to either the abaxial petiole or both petiole sides, FRtip-induced hyponasty was restored in *ga20ox1 ga20ox2* (Figure 5C). Consistently, paclobutrazol (PAC) pre-treatment, which blocks GA biosynthesis, also inhibited FRtip-induced hyponasty that could be rescued by exogenous petiole GA application (Figure S5A). In addition, we observed petiole hyponasty when we applied GA to the leaf tip (GAtip) without additional FR in both wild type and *ga20ox1 ga20ox2* (Figure S5B). GAtip also rescued petiole elongation to wild-type levels in *ga20ox1 ga20ox2* (Figure S5C). Petiole hyponasty was not observed when GA was applied directly to the abaxial petiole (Figure 5C), suggesting that GAtip might generate another signal to induce hyponasty. As GA presence leads to DELLA degradation, DELLA proteins repress PIFs and PIFs facilitate auxin synthesis by enhancing *YUCCA* expression, we analyzed whether GAtip-induced auxin signaling. Using the previously employed *DR5:Luciferase* reporter,<sup>11</sup> we found that GAtip indeed mildly induced auxin

### Figure 3. Leaf-tip-derived auxin is directed toward the abaxial petiole via PIN transporters

(A) Free IAA concentration (nmol/g FW) in the leaf tip and abaxial-adaxial split petiole after 5-h light treatment (n = 5 biological replicates from 20 plants each, different letters indicate significant differences, Fisher's LSD, p < 0.05).  
(B) Petiole angle change after 24-h light treatment combined with 30  $\mu$ M IAA or mock application to the petiole (n = 7, different letters indicate significant differences, Tukey HSD p < 0.05).  
(C) Petiole base cross-section indicating cell layers and petiole region that was used to quantify fluorescence in (D)–(G) and other figures.  
(D and E) Representative images after 5 h (D) and quantification at indicated time points (E) of the R2D2 ratio in the C3PO petiole base. Plants were treated with mock, FRtip, or IAAtip (n  $\geq$  11, colored asterisks represent significant treatment effect compared with WL, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, two-sided t test, data represent mean  $\pm$  SEM).  
(F and G) Representative images of *pin3 pin4 pin7* C3PO (F) and quantification of the R2D2 ratio in the C3PO and *pin3 pin4 pin7* C3PO (*pin347*) petiole base (G). Plants were treated for 7 h with mock, FRtip or IAAtip (n  $\geq$  15, asterisks indicate significant treatment effect compared with WL, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, two-sided t test. Inset values represent p value for genotype difference in WL calculated per cell layer, two-sided t test).  
(H) Representative overview image and close up around the petiole base vasculature (the zone that was also used for C3PO imaging) of *PIN3<sub>pro</sub>:PIN3-GFP* in a longitudinal petiole cross-section. Ad., adaxial endodermis; Vasc., vasculature; Ab., abaxial endodermis. Arrows indicate the endodermal cells where PIN3-GFP intensity in the membranes was quantified for (I).  
(I) Ratio of PIN3-GFP intensity in the abaxial/adaxial endodermis after 2.5–4 h in WL, FRtip, or IAAtip. Variation in treatment time was similar between treatments (n = 46, WL; 28, FRtip; 30, IAAtip; different letters indicate significant differences, Tukey HSD p < 0.05). Inset values represent p value for difference from ratio 1, one-sample t tests.  
Scale bars in microscopy images represent 100  $\mu$ m; dashed lines in (D) and (F) indicate the abaxial and adaxial regions where nuclear fluorescence was quantified. In FRtip, the R/FR is locally reduced from 2.0 to 0.05. See also Figures S3 and S4.

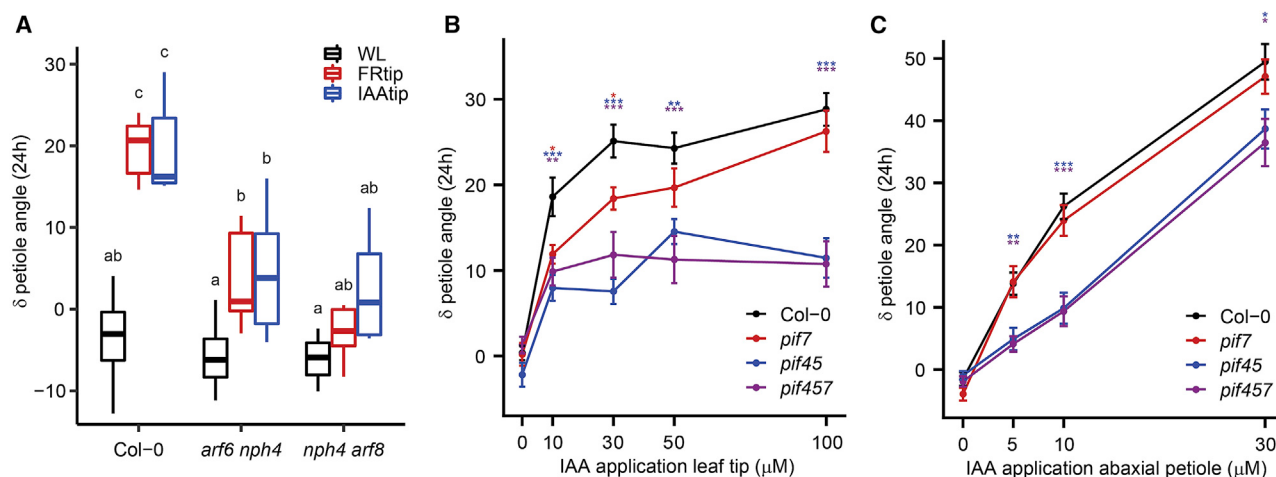

**Figure 4. Leaf-tip-derived auxin stimulates petiole hyponasty through PIFs and ARFs**

(A) Petiole angle change after 24-h WL, FRtip, or IAAtip treatment in Col-0, *arf6 nph4*, and *nph4 arf8* ( $n = 7$ , different letters indicate significant differences, Tukey HSD  $p < 0.05$ ).

(B and C) Petiole angle change after 24 h in Col-0, *pif7*, *pif4 pif5* (*pif45*) and *pif4 pif5 pif7* (*pif457*) treated with different IAA concentrations or mock to the leaf tip (B) and abaxial petiole (C) ( $n = 14$ , colored asterisks represent significant genotype effect compared with Col-0, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-sided t test, data represent mean  $\pm$  SEM). In FRtip, the R/FR is locally reduced from 2.0 to 0.05.

signaling in the leaf tip (Figure S5D). In addition, transcript levels of *YUC9*, but not *YUC2*, *YUC5*, or *YUC8* were induced by GAtip treatment in the leaf tip (Figure S5E) and *yuc2 yuc5 yuc8 yuc9* had a reduced hyponastic response to GAtip (Figure S5F). These data together suggest that GAtip-induced hyponasty could at least partially act via induction of auxin synthesis in the leaf tip.

Next, we tested the global (pentuple) DELLA knockout mutant *dellaP*. Although leaf angles were constitutively high in *dellaP*, FRtip and IAAtip still induced further petiole hyponasty, resulting in nearly vertical leaves (Figures 5D and S5G). When we studied DELLA abundance using the DELLA reporter *RGA<sub>pro</sub>::GFP-RGA* that was previously shown to be GA-sensitive in low R:FR, we observed clear RGA degradation in both petiole sides upon FRtip and IAAtip (Figures 5E and 5F), similar to the degradation caused by exogenous GA treatment (Figure S5H). These data together indicate that leaf-tip-derived auxin induces the expression of GA20OX GA synthesis genes in the petiole, presumably increasing GA levels required for auxin-induced hyponasty.

## DISCUSSION

Here, we show that plants use directional auxin transport from the leaf tip toward the abaxial petiole to initiate petiole hyponasty upon neighbor detection in the leaf tip. Using transcriptome analyses, we reveal that phy signaling of FR light in the leaf tip induces a rapid auxin response in the abaxial petiole, that also stimulates expression of GA20OX GA biosynthesis genes (Figures 1, 2, and S3).

The directed auxin transport toward the abaxial petiole requires functional PIN auxin efflux proteins (Figures 3F, 3G, and S4), including PIN3. In WL control conditions PIN3 is more abundant in the abaxial than the adaxial petiole endodermis and this PIN3 asymmetry is enhanced in response to auxin application at the leaf tip (Figures 3H and 3I). The PIN3 asymmetry likely directs tip-derived auxin flow from the vasculature toward the abaxial

petiole, thereby stimulating asymmetric growth and hyponasty (Figure 6). PIN4 and PIN7 localization dynamics may also contribute to directional auxin flow, potentially in other cell layers, as occurs in roots,<sup>27</sup> but this was not investigated here. In seedlings, endodermal PIN3 asymmetry facilitates supplemental FR-light-induced hypocotyl elongation and blue light-mediated phototropism, both driven by cell expansion.<sup>20,21</sup> Moreover, the petiole hyponastic response to elevated temperatures also involves PIN3 accumulation in the abaxial endodermis.<sup>28</sup> Unlike these examples, which involve direct light or temperature treatment of the tissues where PIN3 asymmetries are installed, we show here that innate asymmetry helps respond to a remotely sensed FR signal. This innate PIN3 asymmetry may be caused by the standard levels of auxin itself under control conditions.<sup>20</sup> Other putative factors that could orchestrate PIN3 asymmetry include signaling via leaf-polarity factors,<sup>28–30</sup> asymmetric leaf and vasculature structure (Figure 3C), gravity,<sup>31</sup> and even a light signaling gradient within the tissue.<sup>32</sup>

An earlier study on ethylene-induced hyponasty combined computational modeling and experiments to show that modest epidermal cell elongation in the proximal petiole, similar to what we observed here (Figure 1B), is more than sufficient to induce strong hyponasty.<sup>12</sup> We, therefore, propose that auxin-mediated cell elongation in the abaxial proximal petiole promotes hyponasty.

As shown in Figures 3D–3G, auxin accumulates in all abaxial cell layers upon FR treatment, but whether it also actively regulates cell growth in all these cell layers remains unclear. Likewise, GA-dependent DELLA degradation also occurs in all these cell layers upon FR treatment (Figures 5E and 5F). In seedlings, it was shown that epidermal cell elongation is required for auxin-induced hypocotyl elongation.<sup>33</sup> Similarly, inhibiting auxin signaling in the petiole epidermis represses low R/FR-induced hyponasty.<sup>10</sup> We hypothesize that, as FRtip induces cell elongation in the abaxial petiole epidermis (Figure 1B), FRtip increases vascular auxin flow, which

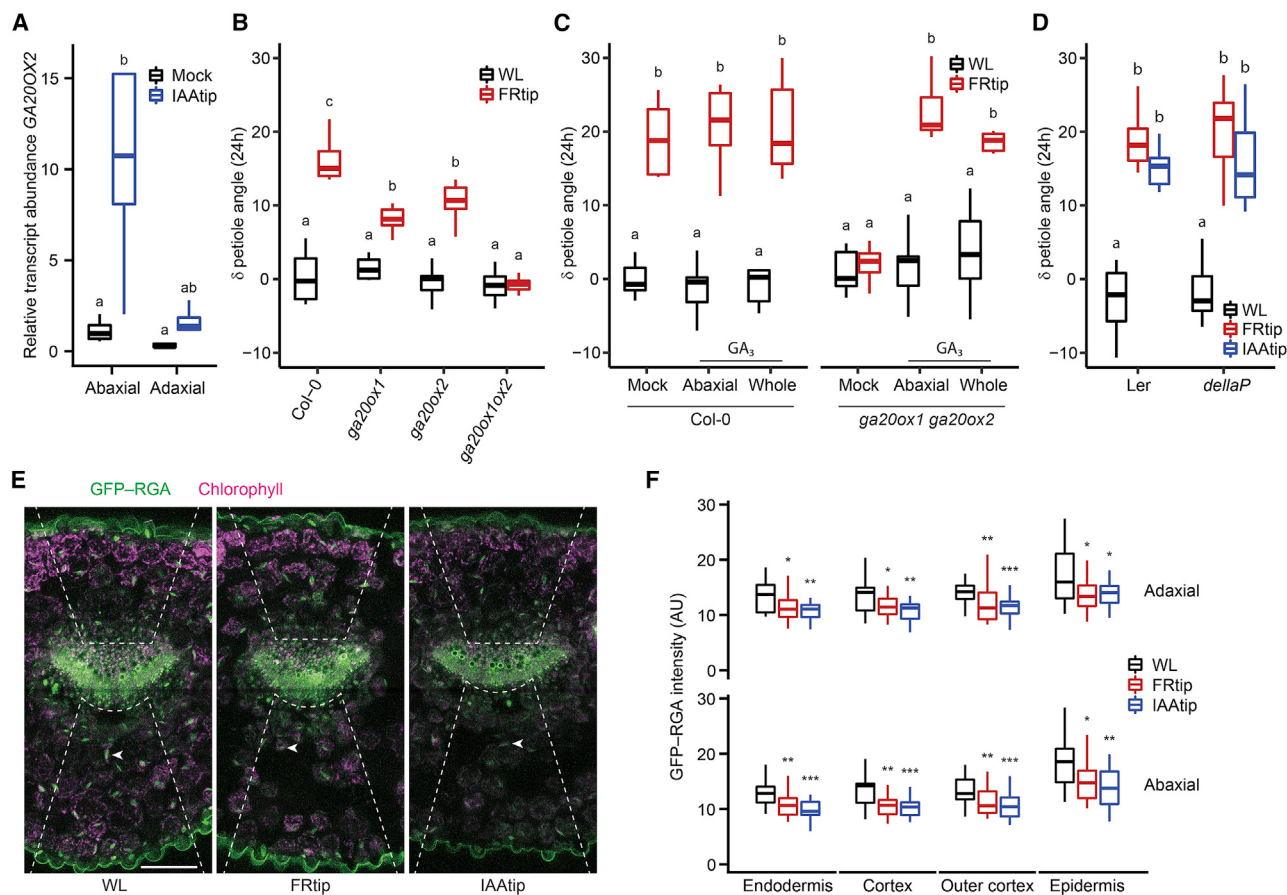

**Figure 5. Gibberellin signaling facilitates the petiole hyponasty response to leaf tip-derived auxin**

(A) Relative *GA20OX2* transcript abundance in the abaxial and adaxial petiole after 2-h mock and IAAtip treatments, compared with the abaxial petiole in mock ( $n = 4$  biological replicates from 8 plants each, different letters indicate significant differences, Tukey HSD  $p < 0.05$ ).

(B) Petiole angle change after 24 h light treatment in Col-0, *ga20ox1*, *ga20ox2*, and *ga20ox1 ga20ox2* (*ga20ox1ox2*) ( $n = 9$ , different letters indicate significant differences, Tukey HSD  $p < 0.05$ ).

(C) Petiole angle change after 24 h light treatment combined with 50  $\mu$ M  $GA_3$  or mock application to the abaxial or whole (abaxial and adaxial) petiole in Col-0 and *ga20ox1 ga20ox2* ( $n = 7$ , different letters indicate significant differences, Tukey HSD  $p < 0.05$ ).

(D) Petiole angle change after 24-h WL, FRtip, or IAAtip treatment in Ler and *dellaP* ( $n = 7$ , different letters indicate significant differences, Tukey HSD  $p < 0.05$ ).

(E and F) Representative images (E) and quantification (F) of *RGA<sub>pro</sub>::GFP-RGA* fluorescence in the petiole base. Plants were treated for 7 h with mock, FRtip, or IAAtip ( $n > 20$ , asterisks represent significant treatment effect compared with WL, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , two-sided t test).

Scale bar in (E) represents 100  $\mu$ m; dashed lines indicate the abaxial and adaxial regions where nuclear GFP signal was quantified, arrowheads point out an individual nucleus in the abaxial cortex in each image. In FRtip, the R/FR is locally reduced from 2.0 to 0.05. See also Figure S5 and Table S1.

is directed to the abaxial petiole epidermis via asymmetrically localized endodermal PIN3. Although auxin may also promote cortex cell growth, the increased auxin signal in cortex cells might simply indicate that the cortex is a transit zone for auxin going from endodermis to epidermis.

Upregulation of *GA20OX* expression during shade and auxin-induced growth was previously shown.<sup>34,35</sup> However, it was not known that these genes are also responsive to remote FR or auxin signaling. We observed that tip-derived auxin stimulates expression of the GA biosynthesis genes *GA20OX1* and *GA20OX2* in the growing abaxial petiole (Figures 5A and S2B). The resulting elevated GA levels would then enhance degradation of the DELLA protein RGA (Figures 5E and 5F), preventing DELLA-mediated inhibition of various growth-promoting transcription factors, including PIFs.<sup>36,37</sup> In contrast to the specifically abaxial auxin accumulation and *GA20OX* expression, RGA degradation

occurred on both petiole sides in FRtip (Figures 5E and 5F), suggesting abaxial-adaxial GA transport resulting in non-differential GA signaling in the petiole. When we applied GA to both petiole sides in GA-deficient *ga20ox1 ga20ox2* mutants, we found that the hyponastic response to FRtip was similarly rescued compared with when GA was applied only abaxially, and that GA application to the petiole in WL did not affect petiole angles (Figure 5C). We therefore propose that GA abundance and subsequent DELLA degradation in the petiole are required to allow for petiole cell growth, while abaxial auxin accumulation provides the directional cue that ensures differential petiole growth resulting in adaptive petiole hyponasty (Figure 6).

In contrast with *GA20OX1* and *GA20OX2*, *GA20OX3* was specifically induced in the leaf tip by FRtip. Our proposed mechanism for auxin-induced GA biosynthesis in the petiole via *GA20OX1* and *GA20OX2* does not exclude possible GA transport from the leaf

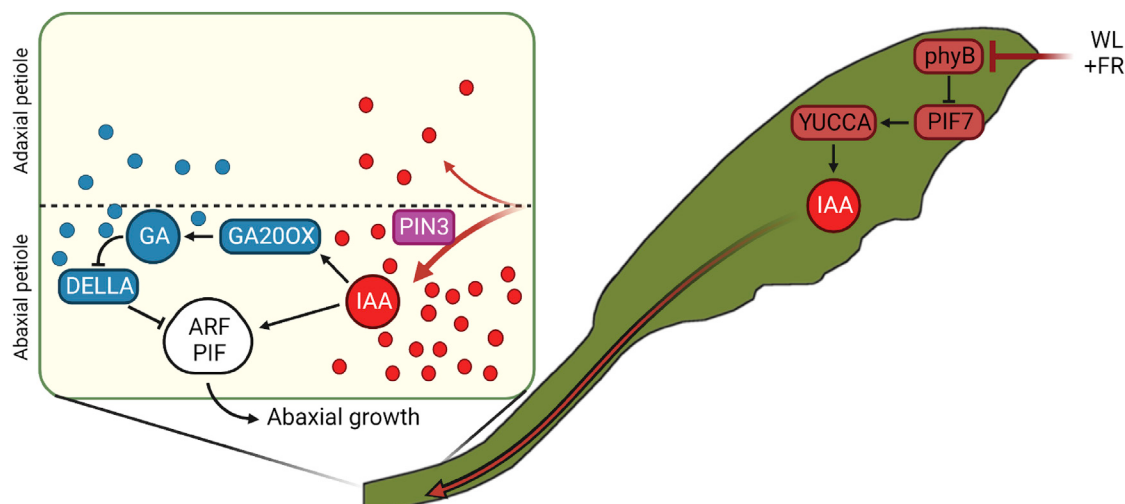

**Figure 6. Proposed mechanism of how long-distance phytochrome signaling from tip to base orchestrates petiole hyponasty**

FR-enriched light reflected from neighbors is first detected at the outermost leaf tip. This induces local inactivation of phyB, followed by auxin synthesis via PIF7 and YUCCAs, of which gene expression is induced within 40 min of FRtip. Auxin is transported from the leaf tip to the petiole and directed toward the abaxial petiole by PINs. In the abaxial petiole, leaf-tip-derived auxin acts via ARFs and PIFs to promote local growth stimulation and likely stimulates gibberellin synthesis via GA20OX expression, leading to the breakdown of DELLAs in the petiole. DELLA inactivation would then release repression of the auxin-activated growth-promoting ARF-PIF transcription factor module. The asymmetric auxin distribution and signaling ensures that the cell growth is limited to the abaxial petiole which results in adaptive petiole hyponasty. Round shapes represent auxin (IAA, red) and gibberellin (GA, blue).

tip toward the petiole to enhance petiole hyponasty. Indeed, when we applied GAtip in WL, this induced petiole hyponasty in both wild type and *ga20ox1 ga20ox2* (Figure S5B). As GA treatment of either the abaxial or the whole petiole fails to stimulate petiole hyponasty in WL (Figure 5C), we hypothesize that GAtip treatment locally degrades DELLAs, enhancing some PIF activity and auxin biosynthesis in the leaf tip. Indeed, we observed that GAtip stimulates auxin signaling and *YUC9* gene expression in the leaf tip (Figures S5D and S5E) and that GAtip-induced hyponasty was reduced in the *yuc2 yuc5 yuc8 yuc9* quadruple auxin biosynthesis mutant (Figure S5F). As *ga20ox1 ga20ox2* requires GA supplementation to the petiole to show petiole hyponasty in FRtip (Figure 5C), this suggests that exogenous GAtip is also transported toward the petiole. Combined tip-to-base transport of GA and GA-induced auxin would then allow for GAtip-induced hyponasty in *ga20ox1 ga20ox2*.

Using mutant analysis, we showed that ARF6, ARF7, and ARF8 as well as PIF4 and PIF5 are required for the petiole hyponasty response to tip-derived auxin (Figures 4A–4C). In addition, we found transcriptional activation of BR signaling in the petiole (Figures 1F and 2). This indicates that BAP/D module members are involved in auxin-mediated petiole hyponasty (Figure 6). Whether the specific members and interactions in the BAP/D module are the same in adult petioles as in hypocotyls<sup>24</sup> remains to be studied.

Spatial separation of light signaling and shoot growth response were studied in seedlings in the past.<sup>16,17,38</sup> However, the study system presented here provides an opportunity to study FR enrichment effects on distal, auxin-mediated growth without local light exposure of the responding organ. This will help further unravel the complex interactions between photoreceptors, the BAP/D module and other growth repressors and activators that plants use to optimize their growth to the

environment.<sup>39</sup> We conclude that upon neighbor detection, plants use carefully controlled long-distance auxin transport from the leaf tip to the abaxial petiole base to locally induce cell growth and adaptively raise their leaves in a process that requires GA biosynthesis and activity of PIF and ARF transcription factors.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Plant materials and growth conditions
- METHOD DETAILS
  - Construction of the C3PO auxin reporter
  - Light and pharmacological treatments
  - Epidermal imprints and cell size measurements
  - qRT-PCR and RNA-sequencing
  - RNA-sequencing data analysis
  - IAA extraction and quantification by liquid chromatography-tandem mass spectrometry
  - DR5:Luciferase analysis
  - Confocal microscopy
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Image quantification
  - Statistical analyses and data visualisation
- ADDITIONAL RESOURCES

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.cub.2022.11.045>.

## ACKNOWLEDGMENTS

We would like to thank all members of the Plant-Environment Signaling research group at Utrecht University that participated in material harvests for RNA sequencing. We thank Kerstin Gühl for developing methods for IAA quantification and Yorit van der Kaa for help propagating seed material. We also thank the Utrecht Sequencing Facility and the UMCU Bioinformatics Expertise Core for RNA sequencing and read annotation. J.J.K. was supported by the Netherlands Organisation for Scientific Research (GSU 831.15.003), C.-Y.L. was supported by the European Research Council (ERC; StG “CELL-PATTERN”; contract 281573 to D.W.), W.K. was supported by the Netherlands Organisation for Scientific Research (Veni 863.15.010), C.K.P. was supported by the Netherlands Organisation for Scientific Research (open competition AL-WOP.509 to Kaisa Kajala), and R.P. and L.O. were supported by the Netherlands Organisation for Scientific Research (Vici 865.17.002 to R.P.).

## AUTHOR CONTRIBUTIONS

Conceptualization, J.J.K. and R.P.; methodology, J.J.K., L.O., S.E.A.M., C.-Y.L., and W.K.; software, J.J.K. and B.L.S.; formal analysis, J.J.K. and B.L.S.; investigation, J.J.K., L.O., C.K.P., S.E.A.M., E.R., E.D.C.E., H.W., C.-Y.L., M.B.-D., and W.K.; resources, C.-Y.L. and D.W.; writing – original draft, J.J.K. and R.P.; writing – review & editing, J.J.K. and R.P. with input from all authors; visualization, J.J.K. and B.L.S.; supervision, R.P.; project administration, R.P.; funding acquisition, J.J.K. and R.P.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

## INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

Received: January 21, 2022

Revised: September 16, 2022

Accepted: November 18, 2022

Published: December 19, 2022

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

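RNA was sequenced from the leaf tip and from the abaxial and adaxial sides of the proximal petiole, in WL and in FRtip, from 40 to 300 min of treatment. The signal values deposited by the authors are read counts per gene divided by 1 DESeq2 size factor for each sample, for 33602 loci in 204 samples. According to the methods, the reads were quality controlled and annotated to the TAIR10 genome in an RNA-seq pipeline before normalization. The paper's text does not name the aligner, the counting program or the treatment of reads that match several genes. The table holds no filter on low counts, since 3489 of its loci are at 0 in every sample and 30113 are above 0 in at least 1. The value of 1 read was found for each sample as the number of which all its values are whole multiples, and dividing by it gave the reads. Symbols came from the annotation of a later release of the same assembly, in which 32835 of the loci were found, and positions were not used.

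Samples were grouped by tissue, treatment and time point. The median number of reads on genes was 1710470 in the 71 leaf tip samples, 2797816 in the 64 abaxial and 2328722 in the 64 adaxial samples of the tests. Between 18319 and 21751 genes were detected per sample, and organelle genes took a median of 4.32% of the reads. Samples were compared for shared counting noise to find duplicates. Over 298 pairs of samples of the same condition, the squared difference per gene was at least 1.38 times that expected from counting error alone, so that no pair was a repeat sequencing of the same library. A second library from the same RNA is not excluded by this. The floor of 3 reads covers counting error only, since libraries without molecular identifiers do not count independent molecules.

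Tests used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and vegan 2.7.1. Tables and figures used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Log2 values were taken of the normalized count plus 1, for the 19963 genes with a mean of at least 1. For the DEG rule, FRtip and WL were compared at each time point in a limma fit of the samples of that time point. For windows, 1 limma fit per tissue held a mean for each treatment and time point, and the FRtip effect was averaged over the time points of the window. Differences of the FRtip effect between tissues and the interaction of side and FRtip were contrasts in fits over both tissues. The petiole sides in WL were compared in the same way. All tests were two-sided, and adjusted p-values are by the Benjamini-Hochberg method. PERMANOVA took 999 permutations, within time points for the treatment.

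Lists of genes were fixed by name because the files hold no GO annotation. They were the auxin families (121 loci, 93 of them tested), the light quality list (8), the ABA list (20, 18 of them tested), the cell wall families (54, 34 of them tested), the GA biosynthesis families (9, 4 of them tested), the BR list (8), the ACS family (12, 6 of them tested) and the photosynthesis list (44). Families and photosynthesis genes were taken by symbol and the other lists gene by gene. Symbols and synonyms also brought 3 auxin response factors (AT1G19220, AT1G19850 and AT5G20730) and an armadillo repeat protein (AT5G01830) into the auxin families, and 2 enzymes outside the photosystems (AT1G04010 and AT4G35630) into the photosynthesis list. The genes named in the text were chosen by rule. They are the genes that the paper's results name for the RNA sequencing, the genes it measured by qRT-PCR or shows in Fig. S2, the thiamine biosynthesis genes, and the members of the lists. Further named genes are the 3 with the largest rise and the 3 with the largest fall in each tissue over 100 to 300 min, among genes with a mean of at least 10, an adjusted p below 0.05 and the same direction at each time point. This mean was not that over all samples, which was 7.67 for AT3G15720. In the abaxial petiole over 100 to 300 min, its means were 15.9 in WL and 7.44 in FRtip. The rule also takes the 10 genes with the smallest interaction p, the 3 with the smallest among those lower in FRtip, and the 5 photosynthesis genes with the smallest p in WL. Samples, tests, lists, this rule and most alternatives were set before the data were examined. The windows of the light quality list and of the ABA list outside their main comparison were added later, and so were those of the cell wall families, the GA biosynthesis families, the BR list and the ACS family at 60 to 80 and 300 min.

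Alternatives were pseudocounts of 0.5 and 5, a mean of at least 10 or no filter, centring of each sample on its median, the replicate number as a block, leaving out each replicate, an unmoderated linear model per gene, 1 fit over all time points for the DEG rule, an adjusted p below 0.05 in place of the rule, a log2 ratio of group means without a pseudocount, an adjusted p below 0.001 for the petiole sides in WL, correlation distance for the PERMANOVA, fry or an estimated correlation for the lists, and edgeR's quasi-likelihood test on the recovered reads. An unmoderated linear model on untransformed counts and limma with a mean-variance trend were added after the data were seen. Values of single genes were run under the pseudocounts, filters, centring, replicate block, left-out replicates and edgeR, which their ranges across the alternatives cover. Treatment labels were also permuted within time points, in all 35 splits of the 8 samples at 300 min and in 100 drawn splits elsewhere.

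The procedure was tested on simulated data with 4 samples per group. The changed genes were drawn from those with a mean of at least 10. Reads were drawn independently for each gene and sample, without a replicate effect or a correlation between genes. An adjusted p below 0.05 at 1 time point was reached by 26% of the 100 genes changed by 1 on the log2 scale, 85% of those changed by 2 and 7 of 19763 unchanged genes. With the mean-variance trend, the shares were 46% and 93%, and 0 unchanged genes passed. With edgeR, the shares were 82% and 98%, and 10 unchanged genes passed. Over 5 time points, 80% of 200 changed genes were found, and a list of 40 of them had a median log2 fold change of 0.47. In camera, a list of changed genes had a p of 5.52e-91 and a list of unchanged genes one of 0.927.

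The 5 petiole samples at 40 min were left out of all tests. The enrichment of GO terms could not be repeated. The other experiments of the paper have no deposited counts and were not analysed here.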

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

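All tests of explanations in this part were chosen after the results were seen.

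A single sample stood far from the others in 5 of the 77 groups of 4 samples looked at, 28 of normalized counts and 49 of read totals. Chance gives about 1 in 20, or 3.85 groups. For YUC3 in the abaxial petiole in FRtip at 140 min, the gap between replicate 3 (34.4) and the next sample was 0.875 of the range of the group. For GA20OX2 in the adaxial petiole in WL at 140 min it was 1.0, because replicate 3 (1.56) alone was above 0. For GA3OX1 in FRtip at 140 min it was 0.96 in the abaxial petiole, with replicate 4 at 16.8, and 0.842 in the adaxial petiole, with replicate 2 at 20.1. Reads on genes in the abaxial petiole in WL at 120 min had a gap of 0.835, with 4364837 in replicate 3 and from 2393808 to 2718667 in the others. The design names nothing that sets these samples apart, and no biological explanation was tested. The rise of YUC3 in the abaxial petiole and that of GA3OX1 on both sides at 100 to 180 min kept an adjusted p below 0.05 with each replicate left out. So did the fitted change of GA20OX2 in the adaxial petiole, where WL was at the floor.

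The FRtip effect at 100 to 180 min differed between the leaf tip and the abaxial petiole for 13 of the genes that the paper names for auxin, GA or ABA biosynthesis. The leaf tip effect minus the abaxial effect was -3.49 for TAA1 (SE 0.24, adjusted p = 2.95e-19), 1.35 for YUC2 (adjusted p = 6.90e-11), -2.10 for YUC3 (adjusted p = 5.58e-11), 1.59 for YUC5 (adjusted p = 8.35e-05) and -1.58 for YUC6 (adjusted p = 5.68e-06). It was 3.31 for YUC8 (adjusted p = 1.74e-26) and 4.02 for YUC9 (adjusted p = 8.52e-22). For GA20OX1, GA20OX2 and GA3OX1 it was -1.64, -2.11 and -2.25 (adjusted p = 5.60e-09, 4.96e-11 and 1.53e-13), and for GA20OX3 it was 2.60 (adjusted p = 1.84e-15). For NCED3 and NCED5 it was 1.51 and -2.69 (adjusted p = 8.37e-07 and 1.59e-09). Each difference had its sign at 5 of 5 time points, except that of GA3OX1, at 4 of 5. With edgeR, the adjusted p was 1.00 for YUC2, YUC3, YUC5, YUC8, GA20OX2, GA20OX3 and NCED5, in fits where from 2 to 10 of the 20 groups held no read, and 0.342 for NCED3. Across the alternatives it ran from 1.24e-14 for YUC2, from 3.30e-15 for YUC3, from 1.23e-05 for YUC5, from 2.87e-38 for YUC8, from 1.07e-13 for GA20OX2, from 6.27e-16 for GA20OX3, from 4.31e-16 for NCED3 and from 2.02e-13 for NCED5 up to these values. For YUC3, GA20OX2 and NCED5, the leaf tip was at the floor of 3 reads in both treatments. Their differences depend on the pseudocount, and with 5 in place of 1 they were -1.40, -1.45 and -1.64. For YUC2, YUC5, YUC8 and GA20OX3, the abaxial petiole was at the floor in both treatments, and with a pseudocount of 5 the differences were 1.21, 0.66, 3.12 and 1.24. For YUC9 it was at the floor in WL, and that difference was 3.23. The abaxial libraries were the deepest, with a median of 2797816 reads on genes, so lower depth there does not account for these 5. The leaf tip libraries had a median of 1710470 reads on genes, the lowest of the tissues, so that a low level of these 3 genes in the leaf tip stays open. Lower depth gives no fall in FRtip of the size found in the leaf tip for TAA1 and YUC6, and no rise like that of YUC8 and YUC9. A difference between the tissues, which the design names, stays open as the biological explanation and was not tested.

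The interaction of side and FRtip at 100 to 300 min had an unadjusted p below 0.001 for 239 genes, and 109 without replicate 4. In 2 of 100 permutations of the treatment within side and time point, the real one included, the count was as large. Apart from the real one, the permutations gave a median of 15 and at most 428 genes. Deeper sequencing of the abaxial petiole does not account for stronger regulation there. With its reads thinned to the adaxial depth, the mean number of abaxial DEGs per time point at 100 to 180 min was 794, against 828 with all reads and 456 adaxially. Nor does a smaller spread between abaxial replicates, since the median SD within groups was 0.214 abaxially and 0.220 adaxially, and 74.2% of the 2940 genes changed in the mean of both sides changed more abaxially. The preferential abaxial response that the paper proposes stays open here, since these are the RNA data in which it was found. The paper's other evidence was not analysed here. It includes free IAA, which the paper found increased in the abaxial but not in the adaxial petiole.

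Among the genes with the smallest interaction p or the smallest among those lower in FRtip, KDR had an interaction of 1.18, ACS8 of 2.47, AT4G38410 of 2.00, AT4G03140 of 0.78, AT3G50340 of 1.28, AT1G48100 of -0.71, emb2742 of 0.51, AT3G50350 of 1.11, BBD1 of -0.42, AT1G65920 of 0.75 and CYP71B26 of -0.50. Their adjusted p ran from 9.27e-10 to 7.12e-06. The abaxial effect was the larger in size for each. The interaction had its sign at 6 of 6 time points, except for AT1G48100 and emb2742, at 5 of 6. For ACS8 and AT4G38410, whose fits had 1 and 3 groups without a read, edgeR gave an unadjusted p of 0.991 and 1.00, and across the alternatives it ran from 4.47e-19 and 3.94e-18. Both were at the floor in WL in the adaxial petiole, and with a pseudocount of 5 their interactions were 1.77 and 1.28. The other 9 had an unadjusted p below 0.001 under every alternative run. No technical explanation was tested for these genes one by one.

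Some of the genes that changed most at 100 to 300 min are not discussed by the paper. HFR1 changed in the leaf tip by 8.23 (at least 85.5-fold higher in FRtip, with WL at the floor), ST2A by 7.48, APT2 by -3.55 and AT5G54145 by -3.15. Abaxially, AT2G40435 changed by -1.08, AT3G15720 by -0.95 and MYB48 by -0.90. Adaxially, AT5G57770 changed by 1.94, AT3G44970 by -0.77, AT3G22550 by -0.76 and UF3GT by -0.71. Each was taken because it changed in the same direction at 6 of 6 time points with an adjusted p below 0.05. The adjusted p of AT3G44970 was 0.00804, and it was 0.0500 without replicate 3 and 0.0625 without replicate 4, within a range from 4.01e-04 to 0.0625 over the alternatives. That of UF3GT was 0.0130, and it was 0.0753, 0.0681 and 0.0919 without replicate 1, 2 and 3, within a range from 0.00183 to 0.0919. A treatment effect, which the design names, stays open for these genes. Chance assignment of samples was tested on the number of DEGs, and 1 of 100 splits of the samples, the real one, gave as many DEGs at 100 to 180 min in the leaf tip, and likewise in the abaxial and in the adaxial petiole.

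The light quality list rose in the petiole at 60 to 80 min. The paper finds light quality terms largely absent from the petiole and, by qRT-PCR, PIL1 unaffected there in the first 2 h. PIL1, which is in the list, had an abaxial change of 0.39 in this window (adjusted p = 0.932) and an adaxial one of 0.37 (adjusted p = 0.851). Abaxially, the median log2 fold change was 0.23 (0.14 with the gene at the floor in both treatments at 0), 7 of 8 genes were higher in FRtip, and the camera p was 3.50e-04 (0.00487 with the estimated correlation, 0.00372 with fry). Of the genes, 0 had an adjusted p below 0.05, 1 had adjusted over the list alone, and 3 had an unadjusted p below 0.05. Adaxially, the median was 0.22 (0.078 with genes at the floor at their bound or at 0), 5 of 8 genes were higher, and the camera p was 0.0266 (0.0581 with the estimated correlation, 0.0725 with fry). There, 0 genes passed adjusted over the list alone, and 2 at an unadjusted p below 0.05. Without replicate 1 the adaxial median was 0.086 (camera p of 0.145) and without replicate 4 it was 0.065 (0.154). On each side, 2 of 100 splits of the samples gave as large a median. Chance assignment of samples is therefore an unlikely cause abaxially. Adaxially it is less firmly excluded, since fry and the estimated correlation gave a p above 0.05. In the abaxial petiole, the rise was larger than that of the auxin families at the same time (camera p of 0.00518, or 0.0173 with the estimated correlation), which argues against the auxin response as its whole cause there. This stays open adaxially, with a camera p of 0.0284, or 0.0566 with the estimated correlation. Far-red light reaching the petiole cannot be told apart from a signal moving from the leaf tip. The 50 other genes most firmly induced in the leaf tip at 40 min had a median of 0.038 in the abaxial petiole (camera p of 0.0481, fry p of 0.134) and 0.022 in the adaxial petiole (camera p of 0.105), which excludes neither.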

How the results depend on the processing

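The untransformed counts and the mean-variance trend were chosen after the data were seen, and the other alternatives earlier. Of the 68 results that answer a comparison, 34 kept their direction and their side of the threshold, or their count within 1.5 times, under every alternative run. Of the 167 values of single genes, 141 did. Causes of the changes below were not tested except where the construction of an alternative shows one.

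An adjusted p below 0.05 in place of the rule for DEGs is stricter by construction. It left a mean of 439 genes per time point in the leaf tip at 40 to 80 min, 1099 at 100 to 180 min and 1241 at 300 min. For the abaxial petiole these means were 0 (at unadjusted p below 0.05, 899 and 766 genes at 60 and 80 min), 235 and 540, and for the adaxial petiole 1, 52.6 and 198. At 1 time point this criterion limits what can be seen, since it found 26% of the simulated genes changed by 1 on the log2 scale. In the abaxial petiole at 60 to 80 min, 1 fit over all time points gave 242 DEGs and untransformed counts gave 97.5. In the adaxial petiole at 60 to 80 min, the mean-variance trend gave 121. The cause was not tested.

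With the estimated correlation, the camera p of 6 list results rose above 0.05, with medians unchanged: the auxin families at 300 min in the leaf tip (0.16) and in the abaxial petiole (0.14), the light quality list in the abaxial petiole at 300 min (0.20) and in the adaxial petiole at 60 to 80 min (0.22), the ABA list in the adaxial petiole at 100 to 180 min (0.090) and the BR list in the abaxial petiole at 60 to 80 min (0.14). Fry moved the light quality list in the adaxial petiole (0.22) and the BR list in the abaxial petiole (0.14), both at 60 to 80 min, above 0.05. It moved 5 results below 0.05, the light quality list in the adaxial petiole at 300 min (0.14, p of 0.00857), the ABA list in the abaxial petiole at 100 to 180 min (0.023, p of 0.0289), the cell wall families in the abaxial petiole at 100 to 180 min (0.11, p of 0.0183), and in the adaxial petiole at 300 min the GA biosynthesis families (-0.32, p of 0.0175) and the BR list (0.16, p of 0.0411). The cause was not tested.

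Pseudocounts and filters act on genes with few reads. The median of the auxin families in the adaxial petiole at 300 min was -0.0073 with a pseudocount of 0.5 and -0.033 with a mean of at least 10, against 0.0071. The light quality list in the adaxial petiole at 300 min had a median of 0.12 and a camera p of 0.0486 with a pseudocount of 5. The ABA list had a median of 0.060 in the adaxial petiole at 60 to 80 min with a mean of at least 10 (camera p of 0.0441), and 0.063 in the abaxial petiole at 100 to 180 min without a filter (camera p of 0.0215). The adaxial medians of the GA biosynthesis families and the ACS family at 100 to 180 min were -0.0088 and -0.0056 without a filter, because members near 0 enter these families, while the camera p was 0.00394 and 0.00449. The abaxial ones were 0.081 and 0.048 (camera p of 1.38e-05 and 1.80e-05). The cell wall families in the abaxial petiole at 100 to 180 min had a median of 0.028 without a filter, against 0.11, and a camera p of 0.705 with a mean of at least 10. The ACS family in the abaxial petiole at 60 to 80 min had a median of -0.057 and a camera p of 0.0209 without a filter. With a mean of at least 10, the GA biosynthesis families had a median of 0.038 in the abaxial petiole at 60 to 80 min and -0.53 in the adaxial petiole at 300 min (camera p of 0.0144), and the ACS family one of -0.22 in the abaxial petiole at 300 min and 0.095 in the adaxial petiole at 60 to 80 min.

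Replicate numbers were not taken to pair the samples, since not every pair with the same number in WL and FRtip deviated together. Deviations from the group mean correlated by more than 0.1 in 11 of 35 pairs with the same number in WL and FRtip in the leaf tip, 24 of 32 in the abaxial and 27 of 32 in the adaxial petiole, and in 3 of 105, 12 of 96 and 1 of 96 pairs with different numbers. Between the petiole sides, they did so in 49 of 64 pairs with the same number and 2 of 192 with different numbers. The main tests and the permutations did not use this pairing. The replicate number accounted for 8.73% of the variance in the abaxial and 6.73% in the adaxial petiole (permutation p = 0.001 for each). With the harvest as a replicate block, the interaction had an unadjusted p below 0.001 for 395 genes, 92.7% of them with the larger effect in the abaxial petiole, and with the replicate number as a replicate block for 321. In the adaxial petiole at 300 min, the replicate number as a block gave the GA biosynthesis families a camera p of 0.0437 (median of -0.32) and the BR list one of 0.0419 (0.16). The block changed the call of none of the 167 values of single genes. Untransformed counts gave 411 genes.

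Each replicate was left out in turn. The mean number of DEGs per time point in the leaf tip at 100 to 180 min ran from 1217 to 1382, and the count at 300 min from 1320 to 1559. At 300 min, it ran from 970 to 1181 in the abaxial and from 618 to 807 in the adaxial petiole. Fewer samples lower such counts by construction. The number of interaction genes ran from 109 (without replicate 4) to 217, and the share with the larger abaxial effect from 89.0% to 96.3%. The median of the auxin families ran from 0.13 to 0.25 in the leaf tip at 100 to 180 min and from 0.11 to 0.24 there at 300 min, and in the abaxial petiole from 0.017 to 0.054 at 60 to 80 min and from 0.069 to 0.20 at 300 min. The adaxial median ran from -0.020 to 0.064 at 60 to 80 min and from -0.034 to 0.030 at 300 min. For the light quality list, the median ran from 0.13 to 0.29 in the abaxial petiole at 300 min, from 0.065 to 0.30 in the adaxial petiole at 60 to 80 min and from 0.0057 to 0.24 there at 300 min. For the ABA list, it ran in the abaxial petiole from -0.032 to 0.037 at 60 to 80 min and, with every value above the 0.023 of all replicates, from 0.067 to 0.084 at 100 to 180 min. Adaxially it ran from 0.014 to 0.057 and from 0.058 to 0.10 in these windows. For the cell wall families in the abaxial petiole, it ran from 0.091 to 0.15 at 100 to 180 min and from -0.080 to 0.0035 at 60 to 80 min, and in the adaxial petiole at 60 to 80 min from -0.022 to 0.041. For the BR list, it ran from 0.099 to 0.27 in the abaxial petiole at 60 to 80 min and from 0.13 to 0.28 in the adaxial petiole at 300 min, and for the ACS family from -0.11 to 0.019 in the adaxial petiole at 60 to 80 min.

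Among the values of single genes there were 42 changes, 41 to a weaker call and 1 of direction, the interaction of TH1, which was -0.044 without replicate 2 and up to 0.059 without another replicate, against 0.017. Leaving out replicates 1, 2, 3 and 4 made 5, 5, 8 and 7 of them. EdgeR made 15, and in 12 of these at least 1 group of samples in the fit held no read. No filter and a pseudocount of 0.5 made 1 each. A mean of at least 10 left out 25 of the 167 values by construction, and the other 142 were the same.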

Differences from the paper's values

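Alternatives were run on the counts below, and the untransformed counts and the mean-variance trend among them were chosen after the values were seen. The paper gives a sequencing depth of 13 M reads per sample. The mean sum of the deposited reads on genes was 2.395 M per sample. The measures are not the same, since the paper's is the yield of the sequencing and the deposited table holds only those on genes. No alternative set before the data were examined changes these sums.

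Of 50 counts of DEGs read by eye from Fig. 1E, 6 differed by more than 1.5 times, all in the petiole and all higher here. For upregulated DEGs in the abaxial petiole, the count at 60 min was 99 and the paper's is about 50 in Fig. 1E, read by eye. At 100 min it was 159 and the paper's about 100 in Fig. 1E, read by eye, and at 140 min it was 522 and the paper's about 320 in Fig. 1E, read by eye. In the adaxial petiole, the count of downregulated DEGs at 60 min was 93 and the paper's about 60 in Fig. 1E, read by eye. At 80 min, 91 genes rose and 108 fell, where the paper has about 60 and about 70 in Fig. 1E, read by eye.

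Among the alternatives set before the data were examined, a mean normalized count of at least 10 and the unmoderated linear model per gene brought all 6 counts within 1.5 times the paper's. The former gave 69, 148, 449, 72, 63 and 84 genes in the order above, and the latter 53, 111, 371, 65, 68 and 73. The replicate block, an adjusted p below 0.05 in place of the rule and the log2 ratio without a pseudocount closed none of the gaps. For upregulated abaxial DEGs, the other alternatives that closed the gap were edgeR at 60 min (61), no filter on low counts (142) and leaving out replicate 1, 3 or 4 (129, 109 and 127) at 100 min, and no filter (462) and leaving out replicate 1, 2 or 4 (389, 415 and 312) at 140 min. For adaxial downregulated DEGs at 60 min they were a pseudocount of 0.5 (89), no filter (87), centring of the samples (81), leaving out replicate 3 or 4 (86 and 69) and edgeR (69). For adaxial upregulated DEGs at 80 min they were a pseudocount of 0.5 or 5 (90 and 88), leaving out replicate 1 (72), 1 fit over all time points (82) and edgeR (50). For adaxial downregulated DEGs at 80 min they were a pseudocount of 0.5 or 5 (104 and 105), no filter (99), centring (95), leaving out replicate 2, 3 or 4 (89, 89 and 98) and edgeR (82). The alternatives not named at a count did not close its gap. Closing a gap here did not mean fewer gaps over all 50 counts, of which edgeR and 1 fit over all time points each left 23 differing by more than 1.5 times, the replicate block 18, centring 8, leaving out replicates 1, 2, 3 and 4 left 8, 8, 9 and 5, a pseudocount of 0.5 or 5 left 3 and 8, and no filter 5.

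An unmoderated linear model on untransformed counts, chosen after seeing the values, brought all 50 counts within 1.12 times the paper's, and gave 50, 97, 321, 62, 61 and 72 for the 6 above. The mean-variance trend, also chosen after seeing the values, gave 53, 58, 51 and 73 at abaxial 60 min, adaxial 60 min and adaxial 80 min (up and down) and left the gaps at abaxial 100 and 140 min, at 155 and 537.

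The paper places SAUR25 to SAUR29 and SAUR62 to SAUR68 mainly in the petiole. SAUR26 to SAUR29 rose in the leaf tip by 0.82 to 1.30 at 40 to 80 min, and SAUR63 rose there by 1.46 at 100 to 180 min, against 1.19 in the abaxial petiole (difference of 0.27, adjusted p = 0.178). In this window the others changed less in the leaf tip than in the abaxial petiole, by -1.04 to -1.64 for SAUR26 to SAUR29 (adjusted p from 6.28e-09 to 1.46e-04) and by -0.44 to -1.25 for SAUR62 and SAUR64 to SAUR67 (adjusted p from 8.46e-09 to 0.0274). SAUR25 and SAUR68, at the floor in WL in the leaf tip, also did (adjusted p = 6.12e-09 and 7.73e-04). The paper has GA3OX1 induced in all tissues. Its leaf tip change was a rise by 1.10 at 40 to 80 min and a change by -0.74 at 100 to 180 min. The paper has GA20OX1 induced in the petiole and, elsewhere in its text, on the abaxial side. It also rose adaxially by 0.56, and in the leaf tip it changed by -0.84.

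The paper finds light quality terms largely absent from the petiole. The light quality list rose there by medians of 0.40 abaxially and 0.27 adaxially at 100 to 180 min. By qRT-PCR of the petiole base, for which no sides are named, the paper finds PIL1 unaffected in the first 2 h. Its abaxial change here was 0.39 at 60 to 80 min (adjusted p = 0.932). At 100 to 180 min, a window that runs past 2 h, it was 0.47 (adjusted p = 2.87e-04). The adaxial change of PIL1 had an adjusted p above 0.05 in both windows, so that no conflict with the qRT-PCR is shown. The paper finds no genes with opposite regulation on the petiole sides. AT5G02160 and ABCG8 had opposite changes with an unadjusted p below 0.01 on each side, and untransformed counts gave 5 such genes. The paper counts GA20OX1 among the genes with the lowest interaction p. Here its unadjusted interaction p was 0.114 and its rank 3521. Untransformed counts, chosen after seeing the values, gave an interaction p of 7.28e-06 and rank 158. On that scale, many SAURs are among the lowest p as the paper has it, with 18 members of the auxin families in the first 50, against 4 on the log2 scale. According to the legend of Fig. 1D, only leaf tip material was analysed at 40 min. In the part of Data S3 that could be read, 889 of the 889 p-values below 1 differed by under 1% from a Holm-adjusted p on untransformed counts with the petiole WL samples at 40 min included, and 3 did without them.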

Other observations

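All tests of explanations in this part were chosen after the results were seen.

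Other splits of the samples within time points show what chance assignment gives. At 40 to 80 and at 100 to 180 min in the leaf tip, 1 of 100 splits, the real one, gave as many DEGs, and 1 as large a median of the auxin families, the light quality list and the ABA list. At 300 min this held for 1 of 35 splits for the DEGs, the light quality list and the ABA list, and for 4 of 35 for the auxin families. In the petiole at 60 to 80 min, splits often matched the real data. As many DEGs were found in 62 of 100 splits in the abaxial and 52 in the adaxial petiole, as large a median of the auxin families in 48 and 89, and of the ABA list in 73 and 51. For the cell wall families, the GA biosynthesis families, the BR list and the ACS family it was 30, 24, 18 and 23 abaxially and 79, 57, 47 and 84 adaxially. The early petiole counts of DEGs and these medians are therefore within what chance assignment gives.

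At 100 to 180 min in the petiole, 1 of 100 splits, the real one, gave as many DEGs on each side. The same number was found for the medians of the auxin families, the light quality list, the cell wall families, the GA biosynthesis families, the BR list and the ACS family on each side. For the ABA list, as large a median was found in 59 of 100 splits abaxially and 3 adaxially. At 300 min, 1 of 35 splits gave as many DEGs and as large a median of the ABA list on each side. For the auxin families it was 6 of 35 abaxially and 30 of 35 adaxially, and for the light quality list 7 and 5 of 35. For the cell wall families, the GA biosynthesis families, the BR list and the ACS family it was 2, 6, 5 and 17 of 35 abaxially and 14, 3, 5 and 3 of 35 adaxially. Apart from those of the ABA list, these medians at 300 min are within what chance assignment gives.

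Between the petiole sides in WL, 1 of 100 permutations of the side within time points, the real one, gave as many genes with an adjusted p below 0.05, and 1 as large a difference of the photosynthesis list. The other permutations gave a median of 0 and at most 315 genes. After each sample was centred on its median, 13360 genes passed. The counts were already divided by a size factor for each sample, so that centring could change little. This test therefore cannot decide whether a difference in scaling between the sides contributes. The tissue, which the design names, stays open as the biological explanation.

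The leaf tip had more DEGs than the petiole at each window, with the lowest median depth of the tissues, 1710470 reads on genes. Deeper sequencing is therefore excluded as the cause, and the tissue and its direct exposure to FR stay open as untested explanations.

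The rise of the light quality list in the abaxial petiole at 100 to 180 min might come from leaf tip RNA in the petiole samples. It would need 1.81% of the leaf tip change. The 14 other genes induced in the leaf tip whose mean count was below 5 in the abaxial petiole in WL had a median abaxial change of 0.132% of their leaf tip change. Such RNA is therefore unlikely as the source of the rise.

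Of 100 permutations of the treatment within side and time point, 26 gave at least as many interaction genes with opposite changes on the petiole sides as the 2 found. Apart from the real one, the permutations gave a median of 1 and at most 44 such genes. Chance assignment may account for both genes.

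More interaction genes were found on untransformed counts, with 224 called on that scale alone and 52 on the log2 scale alone. Equal fold changes on unequal baselines were tested as their only cause. For 93.8% of the 224 genes the interaction had the sign that an equal fold change on their baselines gives, against 57.9% of genes called on neither scale. With equal fold changes alone, genes called in some replicates would show no interaction on the log2 scale in the others. Of the 129 genes called on untransformed counts alone in replicates 1 and 2, 48.1% had an unadjusted log2 interaction p below 0.05 with the same sign in replicates 3 and 4, against 5.66% of all other genes. With the replicates exchanged it was 17.6% of 221 genes, against 5.39%. Both shares exceed the rest (lower 95% Wilson limits of 39.6% and 13.2%), which excludes equal fold changes as the only cause. The way of deciding this test was changed after its values were seen.

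The p-values that the paper lists can be set beside those computed here. In the part of Data S1 that could be read, for the leaf tip at 40, 60, 80 and 100 min, 1984, 1980, 1980 and 160 genes had both, and all differed by under 1% from an unmoderated linear model per gene on untransformed counts. On log2 values this held for 189, 158, 168 and 9 genes. In Data S2, it held for 1998 of 1998 interaction p-values on untransformed counts and for 65 with limma on log2 values. An interaction p below 0.001 was found for 41 of these genes in the paper's table and on untransformed counts, and for 17 with limma on log2 values. The filter on low counts left 19963 genes here, the paper states 19663, and its Data S1 holds 19959.

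The 5 petiole samples at 40 min were 2 adaxial and 1 abaxial in WL and 1 of each in FRtip. PIL1 had a normalized read count of 31.4 and 42.3 in the adaxial and 48.5 in the abaxial petiole in WL, and 44.8 in the adaxial and 65.8 in the abaxial petiole in FRtip. With at most 2 samples in a group, they were not tested.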
